# miRVine: a microRNA expression atlas of grapevine based on small RNA sequencing

**DOI:** 10.1186/s12864-015-1610-5

**Published:** 2015-05-16

**Authors:** Jayakumar Belli Kullan, Daniela Lopes Paim Pinto, Edoardo Bertolini, Marianna Fasoli, Sara Zenoni, Giovanni Battista Tornielli, Mario Pezzotti, Blake C. Meyers, Lorenzo Farina, Mario Enrico Pè, Erica Mica

**Keywords:** Grapevine, microRNAs, Deep Sequencing, RT-qPCR, Berries, Inflorescences, Plant development, Ethylene biosynthesis

## Abstract

**Background:**

miRNAs are the most abundant class of small non-coding RNAs, and they are involved in post-transcriptional regulations, playing a crucial role in the refinement of genetic programming during plant development. Here we present a comprehensive picture of miRNA regulation in *Vitis vinifera* L. plant during its complete life cycle. Furthering our knowledge about the post-transcriptional regulation of plant development is fundamental to understand the biology of such an important crop.

**Results:**

We analyzed 70 small RNA libraries, prepared from berries, inflorescences, tendrils, buds, carpels, stamens and other samples at different developmental stages. One-hundred and ten known and 175 novel miRNAs have been identified and a wide grapevine expression atlas has been described. The distribution of miRNA abundance reveals that 22 novel miRNAs are specific to stamen, and two of them are, interestingly, involved in ethylene biosynthesis, while only few miRNAs are highly specific to other organs. Thirty-eight miRNAs are present in all our samples, suggesting a role in key regulatory circuit. On the basis of miRNAs abundance and distribution across samples and on the estimated correlation, we suggest that miRNA expression define organ identity. We performed target prediction analysis and focused on miRNA expression analysis in berries and inflorescence during their development, providing an initial functional description of the identified miRNAs.

**Conclusions:**

Our findings represent a very extensive miRNA expression atlas in grapevine, allowing the definition of how the spatio-temporal distribution of miRNAs defines organ identity. We describe miRNAs abundance in specific tissues not previously described in grapevine and contribute to future targeted functional analyses. Finally, we present a deep characterization of miRNA involvement in berry and inflorescence development, suggesting a role for miRNA-driven hormonal regulation.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-015-1610-5) contains supplementary material, which is available to authorized users.

## Background

The completion of the grapevine (*Vitis vinifera* L.) genome sequence [1] and subsequent research to elucidate gene function and molecular mechanisms involved in plant development, yield and quality represent a milestone in the genomics of fruit tree species. Transcriptomic and functional analyses have greatly contributed to the description of the gene regulatory network underlying grapevine development [2–6] with a particular focus on berry ripening, due to its relevance in wine production and fresh fruit consumption. Vast collections of grapevine cultivars exist, making grapevine a model fruit tree species that offers the scientific community the opportunity to study genetic diversity.

Many studies have shed light on the regulatory layer mediated by small RNAs, [7–11] revealing their crucial role in the genetic programming and fine tuning of plant biology. MicroRNAs (miRNAs) are a class of small RNAs (21–24 nucleotide long) coded by specific endogenous genes, which act as negative gene regulators. miRNAs guide mRNA cleavage, translational repression and chromatin modification of corresponding target genes [12] and are involved in a variety of developmental processes, which include organ morphogenesis [7,13–16], transition from vegetative to reproductive plant growth [17,18] and responses to stress [19–21]. Other classes of small RNAs are involved in regulating genome methylation levels, and genome stability, thus keeping transposon and repetitive elements silent [22,23].

Considering the role that miRNAs and other small regulatory RNAs play in plant biology, any comprehensive genomic description should include a detailed structural and functional characterization of these regulatory molecules. It is necessary to detail the regulatory layer mediated by these molecules in grapevine, as well, not only because of its great economic importance, but also because grapevine has a complex life cycle, thus providing the opportunity to explore different developmental stages spanning a two-season period. Next generation sequencing technologies have strongly favoured the analyses of small RNA regulatory networks, detecting rare molecules and small RNA variants with unprecedented precision and sensitivity. There is a relatively large number of grapevine miRNAs deposited in miRBase (Release 20 www.mirbase.org) and/or reported in the literature [15, 24–31]. Their expression profile has been analyzed in a few critical tissues/organs, predominantly in developing berries and flowers.

Here we describe a genome-wide transcription atlas of miRNAs in grapevine, analyzing the spatio-temporal distribution of known and newly discovered miRNAs, in the widest range of grapevine samples considered thus far. The identification of targets mRNA by *in silico* prediction methods complements our characterization of the miRNA transcriptome and deepens our understanding of the biological functions of miRNAs in grapevine development.

Our aim is to establish a reference for the future development of targeted functional studies of miRNA regulation.

## Results

### Sequencing statistics

We constructed and sequenced 70 bar-coded libraries from *Vitis vinifera* L. cv. Corvina and the *V. vinifera* clone PN40024, the reference clone used for genome sequencing [1] (Table 1).

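Small RNA was sequenced from 70 libraries, of which 68 came from the cultivar Corvina and 2 from the leaf and the root of the clone PN40024. For each library the authors deposited a list of trimmed tags between 18 and 34 nt long, with the number of counts of each distinct tag. These counts were not normalized, and tags that do not match the genome were still present. Libraries were named by the tissue and stage codes of the paper, and conditions had 2 biological replicates, apart from Seed_G, Seed_M and the PN40024 tissues, which had 1 library each. The libraries held between 134009 counts (Stamen replicate 1) and 63309882 counts (Bud_W replicate 1), with a median of 9063936. The 50 libraries of the 25 conditions kept for the expression atlas had a median of 8139411 counts. Within the atlas, the medians were 12009386 counts for buds, 8557483 for inflorescences and flowers, 6577206 for berries, 6848251 for rachis and 17666718 for tendrils. The 18 libraries that the paper left out of the atlas held between 495593 and 20533068 counts, with a median of 9689865, and the PN40024 libraries held 11924156 (leaf) and 18401623 (root). Abundances were calculated in TP5M as the count of a tag divided by all counts of its library and multiplied by 5000000. The paper divided by the genome-matched reads instead, a total that could not be recomputed because no genome sequence was at hand. The depth set the smallest abundance that could be observed: 1 count corresponded to 37.311 TP5M in Stamen replicate 1, to 12.844 TP5M in Berry_PV replicate 1 and to 0.079 TP5M in Bud_W replicate 1.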

**Table 1:** Samples list of *Vitis vinifera* cv Corvina and PN40024 clone, used for small RNA libraries

Sample	Developmental stages	Replicates	Library codes	Modified E-L system stages
BUD	Latent bud	2	Bud_L	E-L 23
	Winter Bud	2	Bud_W	E-L 1
	Bud burst (green tip)	2	Bud_B	E-L 4
	Bud after burst (Rosette of leaf tips visible)	2	Bud_AB	E-L 5
LEAF	Young	2	Leaf_Y	EL-14
	Mature	2	Leaf_M	E-L 29
	Leaf-Senescence	2	Leaf_S	E-L 43
STEM	Green stem	2	Stem_G	E-L 30
	Woody stem	2	Stem_W	E-L 43
ROOT	*In vitro* cultivation	2	Root	
TENDRIL	Young (Pool of tendrils from shoot bearing 7 separated leaves)	2	Tendril_Y	E-L 14
	Well-developed (Pool of tendrils from shoot bearing 12 separated leaves)	2	Tendril_WD	E-L 17
INFLORESCENCE	Young inflorescence	2	Inflorescence_Y	E-L 14
	Well-developed inflorescence	2	Inflorescence_WD	E-L 17
FLOWER	Beginning of flowering (10% caps off)	2	Flower_FB	E-L 20
	Flowering (50% caps off)	2	Flower_F	E-L 23
STAMEN	Pool of stamens from flowers at 10% and 50% caps off	2	Stamen	E-L 20/E-L 23
POLLEN	Pollens from flowers at 80% caps off	2	Pollen	E-L 25
CARPEL	Pool of carpels from flowers at 10% and 50% caps off	2	Carpel	E-L 20/E-L 23
BERRY	Fruit set	2	Berry_FS	E-L 29
	Post fruit set	2	Berry_PFS	E-L 31
	Pre-*Veraison*	2	Berry_PV	E-L 34
	*Veraison*	2	Berry_V	E-L 35
	Pre-ripening	2	Berry_MR	E-L 36
	Ripening	2	Berry_R	E-L 38
	Post-harvest withering (1st month)	2	Berry_PHWI	
	Post-harvest withering (2nd month)	2	Berry_PHWII	
	Post-harvest withering (3rd month)	2	Berry_PHWIII	
SEED	Collected from green berries (Pool of berries from FS, PFS, PV)	1	Seed_G	
	Collected from Mature berries (Pool of berries from V, MR, R)	1	Seed_M	
RACHIS	Fruit set	2	Rachis_FS	E-L 29
	Post -fruit set	2	Rachis_PFS	E-L 31
	*Veraison*	2	Rachis_V	E-L 35
	Pre-ripening	2	Rachis_MR	E-L 36
	Ripening	2	Rachis_R	E-L 38
**Total Corvina**	**35**	**68**		
ROOT	Pool of *in vitro* roots of PN40024 clone	1	Root_PN	
LEAF	Pool of *in vitro* leaves of PN40024 clone	1	Leaf_PN	
**Total PN40024**	**2**	**2**

**Table 2:** List of miRNA targets, discussed in the paper. List of miRNA and their respective targets as identified by TARGET FINDER, and divided per plant organ. GRAPE_IGGP_v1 12X assembly - v2 annotation was used. Only the miRNA/targets pair discussed in the paper are shown. All these miRNA targets are also confirmed by psRNATarget, with the exception of VIT_210s0003g00870, VIT_216s0022g02450, VIT_216s0100g00030

Tissues	vvi-miRNA	Target	Predicted function
Inflorescence/Flowers	miR156a; miR156b-5p; miR156c-5p; miR156d-5p; miR156e; miR156f; miR156g-5p; miR156i	VIT_208s0007g06270	Squamosa promoter-binding-like protein 9-like
		VIT_211s0065g00170	Squamosa promoter-binding-like protein 12-like
		VIT_201s0010g03710	Squamosa promoter-binding-like protein 2
		VIT_201s0011g00130	Squamosa promoter-binding-like protein 6-like
		VIT_201s0010g03910	Squamosa promoter-binding-like protein 13-like
		VIT_215s0021g02290	Squamosa promoter-binding-like protein 7-like
		VIT_217s0000g01260	Squamosa promoter-binding-like protein 13
		VIT_217s0000g05020	Squamosa promoter-binding-like protein 6-like
	miR156a; miR156b-5p; miR156c-5p; miR156d-5p; miR156e	VIT_214s0068g01780	Squamosa promoter-binding-like protein 16-like
	miR156b-5p; miR156c-5p; miR156d-5p; miR156e	VIT_219s0090g01180	Uncharacterized protein
	miR156b-5p; miR156c-5p; miR156d-5p	VIT_215s0046g01020	Uncharacterized protein loc100241322
	miR156e	VIT_204s0008g02640	Plastid-lipid-associated protein 8
	miR172c-3p	VIT_213s0019g03550	AP2 domain-containing transcription factor
	miR172c-3p; miR172d	VIT_207s0031g00220	Transcription factor Apetala2
		VIT_206s0004g03590	Transcription factor Apetala2
		VIT_208s0040g03180	AP2 domain-containing transcription factor
	miR172d	VIT_200s0184g00102	AP2 domain-containing transcription factor
	miR390-5p	VIT_210s0003g01890	LRR receptor-like serine threonine-protein kinase RFK1
		VIT_216s0098g01090	Leucine-rich repeat receptor-like protein kinase PEPR1
	miR393a-5p; miR393b	VIT_214s0068g01330	LRR receptor-like serine threonine-protein kinase RFK1
		VIT_207s0104g01320	Transport inhibitor response 1
		VIT_214s0030g01240	Transport inhibitor response 1
	grape-m9269	VIT_208s0007g05240	Phosphatidylinositol-4-phosphate 5-kinase
Stamen	grape-m5380; grape-m7774	VIT_205s0049g00340	1-aminocyclopropane-1-carboxylate oxidase homolog 1
		VIT_200s1313g00010	1-aminocyclopropane-1-carboxylate oxidase homolog 1
		VIT_205s0049g00330	1-aminocyclopropane-1-carboxylate oxidase homolog 1
		VIT_205s0049g00370	1-aminocyclopropane-1-carboxylate oxidase homolog 1
		VIT_216s0022g02420	Protein
		VIT_216s0100g00030	Cucumisin-like
		VIT_216s0022g02450	Protein
		VIT_205s0049g00350	1-aminocyclopropane-1-carboxylate oxidase homolog 1
Berry development	miR319b-3p; miR319c-3p; miR319f-3p; miR319g	VIT_213s0067g01630	Transcription factor gamyb-like
		VIT_210s0003g00870	Transcription factor TCP4-like
	miR319c-5p	VIT_214s0081g00480	Protein
	miR395a; miR395c-3p; miR395d; miR395e-3p; miR395f-3p; miR395g-3p; miR395h-3p; miR395i-3p; miR395j-3p; miR395k-3p; miR395l-3p	VIT_207s0031g00940	Sulphate bicarbonate oxalate exchanger and transporter SAT-1
	miR395h-5p; miR395k-5p	VIT_214s0066g00910	Protein
	miR395n	VIT_205s0020g04210	ATP sulphurylase
	miR396a-3p	VIT_207s0031g02320	Protein
		VIT_200s0208g00090	Protein trichome birefringence-like 16
	miR396a-5p	VIT_210s0597g00040	Pentatricopeptide repeat-containing protein
		VIT_202s0025g04910	Growth-regulating factor
		VIT_215s0048g01740	Growth-regulating factor
		VIT_200s0494g00010	Transcription activator
		VIT_218s0001g08650	Uncharacterized protein loc100260890
	miR396a-5p; miR396c-5p; miR396d-5p	VIT_216s0039g01450	Growth-regulating factor 1
		VIT_209s0002g01350	Growth-regulating factor 5
		VIT_211s0016g01250	Growth-regulating factor 5
		VIT_208s0007g03760	Growth-regulating factor 4
		VIT_216s0098g01080	Protein
		VIT_202s0025g02680	Uncharacterized protein loc100258227
	miR396a-5p; miR396b-5p	VIT_207s0191g00220	Uncharacterized protein loc100251922
	miR396b-3p	VIT_201s0011g01220	Double top
	miR396c-3p	VIT_205s0077g02140	Glyoxysomal fatty acid beta-oxidation multifunctional protein MFP-A
	miR396d-3p	VIT_215s0024g00350	TATA box binding protein associated factor-like protein
	grape-m6905	VIT_213s0064g00290	bifunctional dihydroflavonol 4-reductase flavanone 4-reductase-like
		VIT_213s0047g00940	bifunctional dihydroflavonol 4-reductase flavanone 4-reductase-like
		VIT_203s0110g00350	Cinnamoyl reductase-like protein
		VIT_213s0047g00990	bifunctional dihydroflavonol 4-reductase flavanone 4-reductase-like
		VIT_213s0064g00340	Phenylacetaldehyde reductase
		VIT_213s0067g00530	bifunctional dihydroflavonol 4-reductase flavanone 4-reductase-like
		VIT_213s0067g00460	bifunctional dihydroflavonol 4-reductase flavanone 4-reductase-like
		VIT_213s0047g00540	bifunctional dihydroflavonol 4-reductase flavanone 4-reductase-like

One database was established using the grapevine genome, and made available on the website (https://mpss.udel.edu/dbs/index.php?SITE=grape_sRNA_atlas), in order to store and assist the visualization of all the sequenced libraries.

Approximately 1.26 billion small RNA raw reads were produced. Adapter sequences were recognized and trimmed from 739,396,104 raw reads which correspond to 61,883,599 unique sequences, ranging from 18 to 34 nt (Additional file 1). 

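The tags of the 70 libraries added up to 739396104 counts between 18 and 34 nt. Over all libraries together they comprised 34889845 distinct tags, and 46.76% of these were counted only once. When the distinct tags of each library were added up instead, so that a tag present in several libraries was counted several times, the sum was 62016105. That way of counting was chosen after seeing the data. Requiring at least 2 counts over all libraries lowered the number of distinct tags to 18575216.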

A total of 377,328,013 reads represented by 27,318,558 unique sequences were perfectly mapped to the *V. vinifera* PN40024 reference genome [1], excluding reads mapping to rRNA, tRNA, snRNA, and snoRNA sequences.

In most samples, mapped reads show a similar pattern of size distribution, with distinct peaks at 21 and 24 nt (Fig. 1), in agreement with known products of Dicer-Like (DCL) protein cleavage. In particular, the 24 nt-long molecules were the most abundant class in latent buds, flowers (Flower_FB and Flower_F) and floral organs, such as carpels and stamens. 

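Lengths were tabulated over all deposited tags of each library, including those that do not match the genome, and shares are given as the mean of the replicates (± SD, n = 2). The 24 nt class was the most abundant in 6 of the 25 conditions, namely Bud_L, Bud_B, Flower_F, Carpel, Stamen and Berry_PFS. In latent buds (Bud_L) it held 14.98% ± 1.08 of the counts against 11.91% ± 1.57 for the 21 nt class, and in open flowers (Flower_F) 18.39% ± 1.87 against 15.56% ± 1.98. In Flower_FB the 24 nt class held 18.83% ± 0.42 and the 21 nt class 19.99% ± 1.6. Carpels had 29.63% ± 0.51 of their counts at 24 nt and 25.93% ± 6.95 at 21 nt. In stamens the classes were nearly equal on average, 21.77% ± 8.55 at 24 nt and 21.73% ± 6.02 at 21 nt, and the replicates differed: the 24 nt class held 15.72% of the 134009 counts of replicate 1 and 27.81% of the 5087330 counts of replicate 2. In only 2 of the 25 conditions, Bud_L and Flower_F, did the 24 nt class lead the 21 nt class in both replicates. The ranking was most sensitive to a few abundant tags, since after removing the 20 most abundant tags of each library the 24 nt class led in 15 conditions. The paper concludes from these profiles that 24 nt molecules prevail in latent buds, flowers and floral organs.

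**Figure D1:**
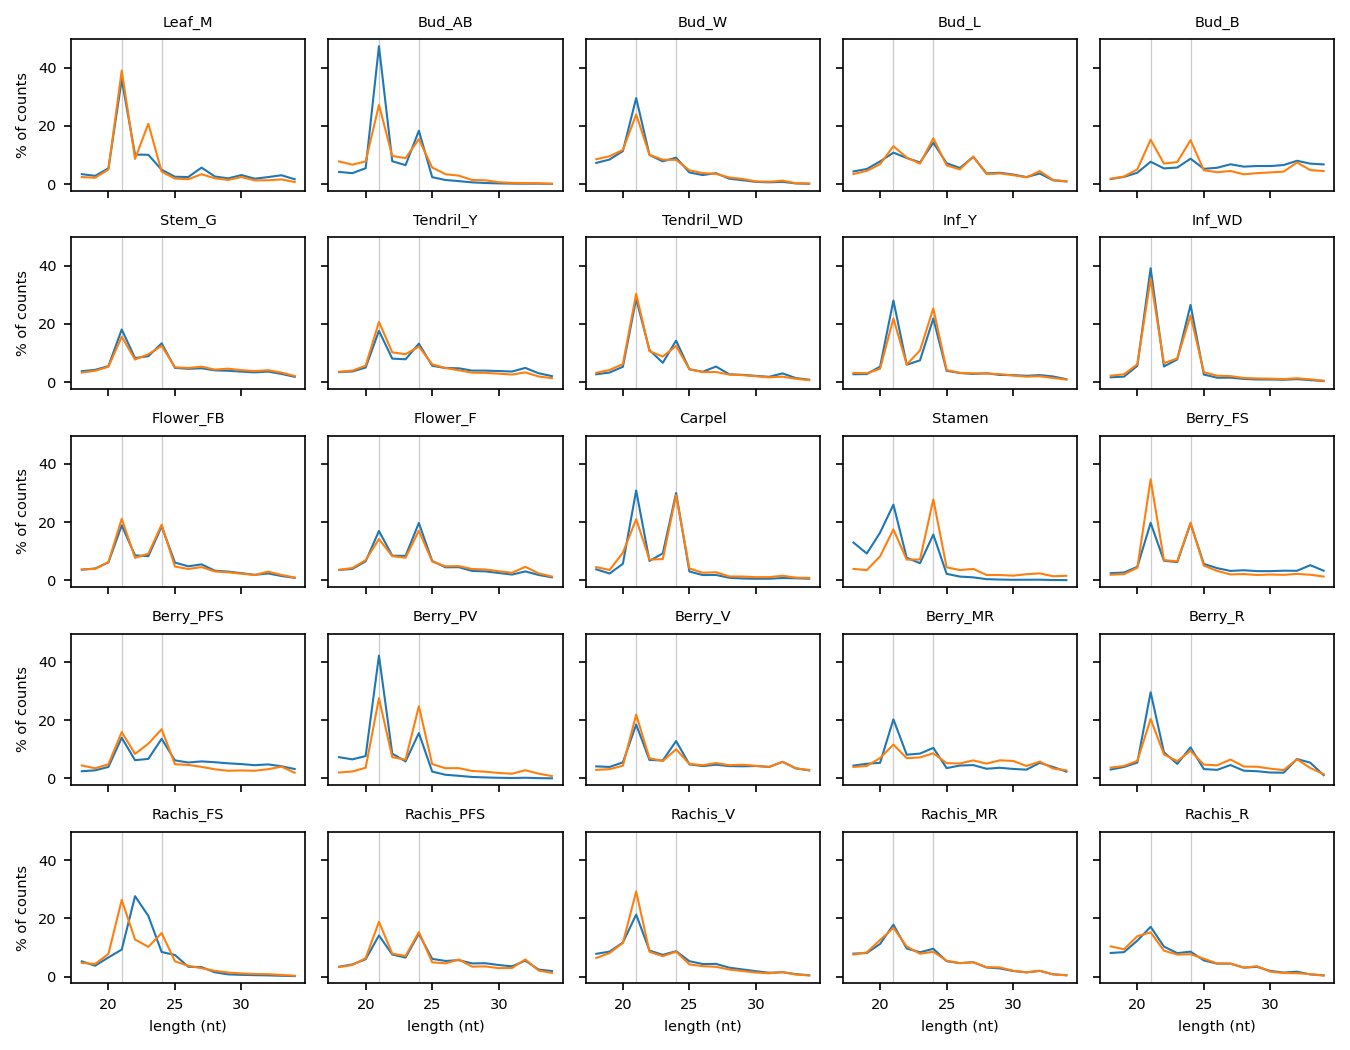
Share of counts (%) at each tag length (18 to 34 nt) in the 25 conditions of the atlas, with replicate 1 in blue, replicate 2 in orange and grey lines at 21 and 24 nt. Most conditions show a peak at 21 nt and another at 24 nt, and the replicates of Rachis_FS and Stamen differ in shape.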

The predominance in floral tissues of the 24 nt molecules, already described in grapevine by Wang et al. [30], may reflect the shift of the small RNA population towards siRNAs during plant development, shift linked to transposons and repeated sequences. The remaining samples had the highest proportion of 21 nt-long sequences, typically represented by miRNAs. 

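The 21 nt class was the most abundant in 18 of the 25 conditions. Its share was highest in Leaf_M (37.45% ± 2.18, SD, n = 2), Inf_WD (37.34% ± 2.55) and Bud_AB (37.27% ± 14.28). In Rachis_FS the leading class was 22 nt, with 20.18% ± 10.53 of the counts, a share that came from replicate 1. Both lengths exceeded their neighbouring lengths, and thus formed separate peaks, in 46 of the 50 atlas libraries. The paper describes the 21 nt class as leading in the remaining samples and takes this length as typical of miRNAs.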

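Redundancy was calculated for each library as the counts per distinct tag of a given length. Over the 50 atlas libraries the median redundancy was 16.08 at 21 nt, with a range of 3.87 to 63.0, and 4.98 at 24 nt, with a range of 1.36 to 13.07. The 21 nt class had the higher redundancy in all 50 of these libraries, and in 69 of all 70. Averaged over replicates it was higher in 25 of the 25 conditions, with a median log2 ratio of 1.78 (sign-flip permutation test over conditions, p = 1e-05, the smallest that 100000 permutations can give). It stayed higher in 25 conditions after the 20 most abundant tags of each library were removed. From this contrast the paper proposes that 21 nt molecules derive from precursors that yield well-defined sequences. It reads the lower redundancy at 24 nt as a sign of loci with heterogeneous products.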

The 21 nt class showed the highest degree of redundancy, suggesting that they derive from precursors which produce well-defined short sequences, whereas the 24-nt class showed a lower redundancy, indicating their origin in loci producing populations of heterogeneous small RNA molecules. Size profiling indicated an insufficient quality for further quantitative analyses of a few libraries (Fig. 1), namely those derived from roots, leaves in senescence, young leaves, woody stems, pollen, post-harvest berries and seeds, which were used only to identify known vvi-miRNAs and to predict novel miRNA candidates, but not for the expression analysis. These libraries did not present the typical 2-peaks profile expected in angiosperms [32] for small RNA sequencing data and/or were not sufficiently abundant in terms of distinct genome matched reads (Additional file 1).

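Among the 18 Corvina libraries left out of the atlas, 8 had separate peaks at both 21 and 24 nt, against 46 of the 50 atlas libraries. Root replicates had the fewest counts, 687381 and 495593, and pollen replicates held 16259893 and 15894623. In berries during withering, 78.31% (Berry_PHWI), 80.27% (Berry_PHWII) and 80.83% (Berry_PHWIII) of the counts were longer than 24 nt, and the most abundant length in Berry_PHWI was 33 nt with 39.53% of the counts. Senescent leaves (Leaf_S) had their most abundant class at 20 nt with 28.78% ± 4.9 (SD, n = 2), and young leaves (Leaf_Y) at 22 nt with 13.06% ± 0.43. Woody stems (Stem_W) had 29.82% ± 6.14 of their counts at 21 nt and 3.64% ± 1.3 at 24 nt. In pollen the 21 nt class held 9.52% ± 0.58 and the 24 nt class 8.38% ± 0.34. In Seed_G, a single library, 10.76% of 9120131 counts were 24 nt long (95% Wilson interval 10.739 to 10.779%). In Seed_M, also a single library, 6.09% of 15135973 counts were 24 nt long (6.079 to 6.103%). These intervals cover counting error within a library only, not the spread between replicates. On the basis of the length profiles and of the number of distinct genome-matched reads, the paper excluded these libraries from the expression analysis.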

**Fig. 1:**
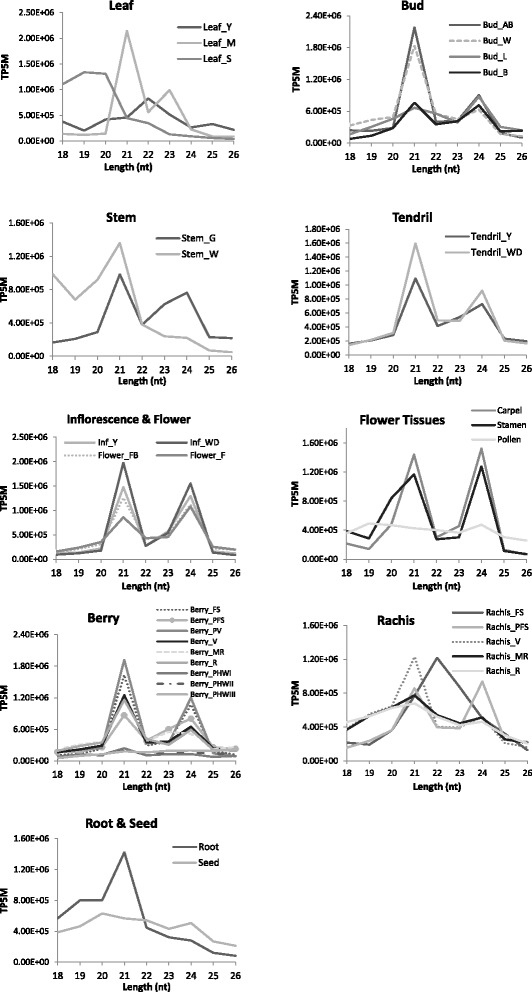
Size distribution of small RNAs from all samples of grapevine. X-axis: length in nucleotides (nt); Y-axis: summed normalized abundances for each size class as an average of two biological replicates. Library codes are indicated in Table 1

### Identification of annotated and novel grapevine miRNAs

We applied a powerful miRNA identification pipeline, developed by Jeong, Zhai and collaborators [33,34], successfully applied to several species [35–40], to our set of 70 small RNA libraries in order to identify already annotated miRNAs (known) and to discover novel candidates.

We fed the pipeline with 32,214,912 and 3,393,929 distinct small RNA sequences from the 68 libraries of cultivar Corvina and the two libraries of clone PN40024, respectively.

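The 68 Corvina libraries contained 32214912 distinct tags and the 2 PN40024 libraries 3393929. The sets overlapped in 718996 tags. They were made from 709070325 counts in Corvina and 30325779 counts in PN40024. Restricting the length to 18 to 26 nt reduced the sets to 26307662 and 2696918 distinct tags.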

First, we searched for known vvi-miRNAs in the Corvina data set and identified 98 unique sequences, representing 157 out of 186 known mature vvi-miRNAs. We manually investigated all the 157 known miRNA loci identified in the Corvina libraries, checking for the existence of the correct precursor and whether the annotated miRNAs corresponded to the most abundant one. We retrieved the highest abundant sequence and, when possible, also the complementary 3p or 5p sequence. For twenty-three miRNAs the most abundant sequence appeared as a different variant (isomiR) of the annotated miRNA, showing different length or a shift of the map position in the precursor (Additional file 2). For instance, the annotated sequence of vvi-miR171b showed an abundance of only 6 TP5M, whereas its variant, which starts 3 bp downstream of the annotated one, had an abundance of 4243 TP5M. The 3 bp shift of vvi-miR171b was already observed and deposited in miRBase. A difference in length was noted for 16 vvi-miRNAs from ten families (Additional file 2). In line with Jeong et al. [34], Devers et al. [41] and Marco et al. [42], we observed cases where the complementary sequence of the annotated vvi-miRNA was more abundant than or as abundant as the annotated sequence, suggesting that complementary sequences might have biological functions. This was true for five members of the vvi-miRNA169 family, for vvi-miR398a, vvi-miR479, and vvi-miR482. For three other loci, vvi-miR159c, vvi-miR169w and vvi-miRNA3639, we found two distinct duplexes produced from the same precursor, which we designated as vvi-miR159c.2, vvi-miR169w.2 and vvi-miRNA3639.1 (Additional file 3). The sequencing reads originating from vvi-miRNA159c and vvi-miRNA169w were arranged in phase, either in tandem (vvi-miR169w) or separated by a gap of 21 nucleotides (vvi-miR159c). In contrast, the two duplexes produced by vvi-miRNA3639 had a 13 bp overlapping region, and the most sequenced reads corresponded to the not annotated reads, as observed for the vvi-miRNA169w locus.

In conclusion, we confidently identified 88 unique, known sequences, corresponding to 110 known mature vvi-miRNAs from which, 80 also had the complementary (3p or 5p) sequence identified (Additional file 2). These identified vvi-miRNAs belong to 41 conserved plant miRNA families. Seven grapevine miRNA known families (vvi-miR828, vvi-miR845, vvi-miR3626, vvi-miR3630, vvi-miR3631, vvi-miR3636 and vvi-miR3638), were not identified in our libraries.

For the identification of novel miRNAs, the previous pipeline was used with Corvina and PN40024 libraries as input. In total, 905 unique miRNA candidates generated from 1216 precursors were kept. These candidates were compared to those in miRBase identifying 45 sequences with >90% similarity to known plant miRNAs, 32 were new members of 13 known *Vitis* families, and 13 candidates were members of 10 new *Vitis* families (Additional files 4, 5, 6 and 7). After subtracting these 45 sequences, 1171 completely novel grapevine miRNA candidates were retained.

Interestingly, we found two new members of the miRNA172 family, vvi-miRC172e and vvi-miRC172f, in antisense to vvi-miR172b and vvi-miR172a respectively. The 3’ sequences produced from both antisense duplexes were predicted to target *Apetala2* (*AP2*) gene and other *AP2*-related genes, which are already well known targets of the miRNA172 family (Additional file 8). As for the 5’sequences of the duplexes, both had the DNA-directed RNA polymerase III subunit C3 as a predicted target (Additional file 8).

For the identification of completely novel miRNAs candidates, in order to prevent the selection of siRNA-like miRNAs, we selected from the list of candidates passing the pipeline’s filters, only 20, 21 and 22 bp long candidates. Their precursor secondary structures were then inspected manually (UEA sRNA toolkit, plant version [43]). Our analyses indicated that 132 novel vvi-miRNA candidates (109 from Corvina and 23 from PN40024) (Additional files 4, 5, 6 and 7) matched the criteria for miRNA annotation [44]. For ten sequences the complementary sequence (3p or 5p) was also retrieved with a high abundance, and is, hence, reported in Additional file 3. 

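The first base was examined in the candidate sequences that could be identified. They comprised 34 distinct sequences listed in Additional file 5 and 36 distinct sequences read from the precursor drawings of Additional file 6 and then matched to a single dominant tag of the Corvina libraries. Among the 51 distinct grape-m sequences of these sources, 26 began with a uridine, which is 51.0% (95% Wilson interval 37.7 to 64.1%). In the PN40024 list 21 of 34 sequences did so (61.8%, 45.0 to 76.1%), and among the grape-m sequences of the Corvina list 14 of 30 (46.7%, 30.2 to 63.9%). Including the sequences of a further identification rule, chosen after seeing the data, changed the share to 31 of 67 grape-m sequences (46.3%, 34.9 to 58.1%). The paper regards the 5' uridine as a characteristic that the candidates share with conserved miRNAs.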

As observed in conserved miRNAs, around 45% (60 out of 132) of novel candidates began with a 5' uridine, which is a characteristic feature of miRNAs (Additional files 4 and 5).

Finally, we compared our novel miRNA candidates with those reported previously in grapevine, and not deposited in miRBase [27, 29–31] cross checking sequences, allowing some nucleotide shift, and, when available, the genomic coordinates. Only 31 miRNAs were previously identified. The mature sequences of 14 out of these candidates, were commonly retrieved in [27, 29, 30], while no sequences/precursors were in common with [31].

### *In silico* identification of target genes

We predicted the targets for all the miRNA set here identified, comprising a total of 396 miRNA sequences (considering known, and novel miRNAs and their complementary sequences when is the case, from both Corvina and PN40024 data). A total of 2068 predicted targets were retrieved using TargetFinder [45]. Only targets with a score of 3.0 were considered and further investigated (Table 2, Additional files 8 and 9). On average, for each miRNA sequence, two targets were found, but we observed several cases in which one miRNA targets up to ten distinct coding genes. Since *in silico* prediction of miRNA targets is prone to false positive targets [46], to optimize both accuracy and sensitivity we checked our results with psRNATarget, a second *in silico* pipeline [47]. Seventy-one per cent of the predicted targets shown in Additional file 8 were confirmed (data not shown).

For each predicted miRNA:target pair, we calculated the Pearson correlation between the level of expression of the miRNA (discussed in the next paragraphs) and the expression values of the target gene available from the cv. Corvina transcriptomic atlas [4]. Considering all the common sample shared between our atlas and [4], and a p-value cutoff of 0.05, we identified the miRNAs negatively correlated to their predicted targets (Additional file 10)

### Expression analyses of Corvina libraries

To evaluate the abundance of each miRNA identified in our libraries, we used the normalized abundance (TP5M) of each sequence in each library, which represents the relative cloning frequency. We considered, for further analyses, a miRNA as expressed only when both biological replicates met the set threshold of 10 TP5M. Accordingly, we eliminated only a few 3p or 5p sequences of known miRNA and nearly 40 newly predicted miRNAs that were below the set threshold. To establish the miRNA expression atlas, we used sequencing data of our Corvina libraries, discarding some samples that showed an insufficient sequencing-quality (see Sequencing Statistics for details).

Figure 2 shows the distribution of miRNAs expressed in each of the 25 different samples considered. 

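Expression was evaluated for a catalogue of 70 distinct candidate sequences, made of 34 sequences of Additional file 5 and 36 sequences identified from the drawings of Additional file 6. Of the 34, 6 do not have the printed length and entered the catalogue as printed. Tags of the printed length 1 base away, such as that of grape-m0721-3p (3341.0 TP5M summed over the PN40024 libraries), were not part of it. Known vvi-miRNAs were not part of the catalogue, because their mature sequences were not in the files analysed here, so these numbers cover only a part of the miRNAs that the paper counted. A sequence was called expressed when both replicates reached 10 TP5M. Between 8 (Berry_MR) and 25 (Inf_WD) of the 70 sequences were expressed per condition, with a median of 19. Well developed tendrils (Tendril_WD) expressed 22 and ripening rachis (Rachis_R) 10. In total 46 sequences were expressed in at least 1 condition. Asking for the mean of the replicates, and not each of them, to reach the threshold moved the lowest number most, from 8 to 14. The depth differed between conditions, and 10 TP5M corresponded to 1 count in Stamen replicate 1 and to 11 counts in Stamen replicate 2.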

The number of expressed miRNAs is relatively high in the 25 samples, ranging from 85 in ripening rachis to 176 in whole developed tendrils. Forty four miRNAs were classified as organ-specific (Fig. 3), *i.e.* miRNAs expressed exclusively in one organ, in at least one of its developmental stages. Stamen and buds expressed the highest number of organ-specific miRNAs. 

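Of the 46 catalogue sequences expressed anywhere in the atlas, 8 were expressed in a single organ. Stamens had 3 of them, and buds, stem, tendrils, inflorescences and berries had 1 each, while leaf, carpel and rachis had 0. At a threshold of 20 TP5M the organ-specific sequences fell to 4, none of them in stamens, and with a threshold of 5 TP5M there were also 4. In an alternative chosen after seeing the data, which included the sequences of the further identification rule and scaled the library totals by the paper's overall genome-matched share, 14 sequences were organ-specific, of which 10 were specific to stamens, 2 to inflorescences, 1 to tendrils and 1 to leaf. From its full set of miRNAs the paper concludes that stamens and buds are the organs with most specific miRNAs.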

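The sequence read from the drawings of both grape-m5380 and grape-m7774 was GGAGATTATGTTGTGGATGG. It was identified by the rule added after seeing the data, and it was counted in no library other than those of stamens. Stamen replicate 1 contained it with 1 count among 134009, which corresponds to 37.31 TP5M, and replicate 2 with 6 counts among 5087330, or 5.9 TP5M. The mean was 21.6 TP5M. Scaling the totals by the paper's overall genome-matched share, also chosen after seeing the data, gave 73.11 and 11.56 TP5M. At these depths 3 counts correspond to 111.933 TP5M in replicate 1 and to 2.949 TP5M in replicate 2, so the abundance in replicate 1 lies below the smallest that its depth can show with 3 counts.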

Of the 22 stamen-specific miRNAs, two have targets coding for a protein involved in TMV resistance (Additional file 8), while two (grape-m5380 and grape-m7774) have, among their targets, five genes coding for Aminocyclopropane-1-carboxylate oxidase homolog (*ACC OX* genes). Interestingly, grape-m7774 maps on chromosome five in a region where four out of the five targets map (Fig. 4). Thirty-eight miRNAs were identified as common to all samples; a part from grape-m3245, 3p and 5p sequence, all the other common miRNAs belong to known miRNA families.

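In the catalogue, 5 sequences were expressed in all 25 conditions. They were grape-m3245-5p (AATTGGAGAGTAGGAAAGCTT), grape-m3245-3p (TCTTTCCTACTCCTCCCATTCC), grape-m0721-5p (CATGGGCGGTTTGGTAAGAGG), vvi-miRC482a-5p (GGAATGGGCTGATTGGGATA) and vvi-miRC2118-3p (TTGCCGACTCCACCCATACCTA). The tag of grape-m0721-5p was also the one linked to vvi-miR482-5p by its profile, a rule adjusted after seeing the data, so it may be a known miRNA, which could not be checked against known mature sequences. The abundance of grape-m3245-5p ranged from 982.83 TP5M in Berry_R to 29515.63 TP5M in Carpel, and that of grape-m3245-3p from 243.83 TP5M in Rachis_FS to 13278.26 TP5M in Flower_F. Without replicate 1 the number was 6, the largest change among the alternatives. The paper identified grape-m3245 as the only common miRNA outside the known families.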

**Fig. 2:**
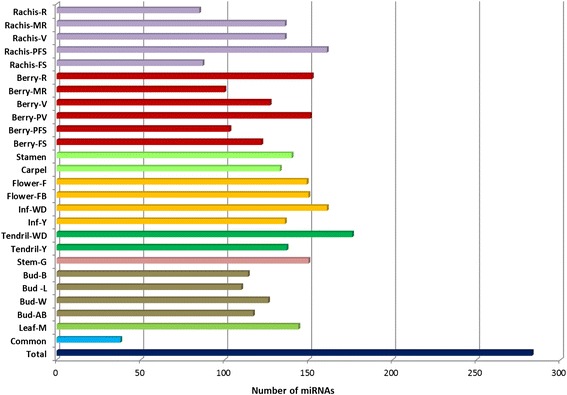
Number of miRNA expressed in 25 different grapevine samples used to define the atlas. X-axis: number of miRNAs expressed in individual samples; Y-axis: different samples. Common refers to the number of miRNA expressed in all the samples. Total is the whole set of miRNAs expressed above the set threshold of 10 TPM in both replicates

**Fig. 3:**
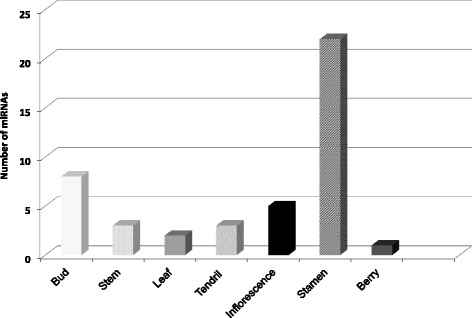
Number of organ specific miRNAs identified in Corvina derived libraries. X-axis: number of miRNAs; Y-axis: different organs

**Fig. 4:**
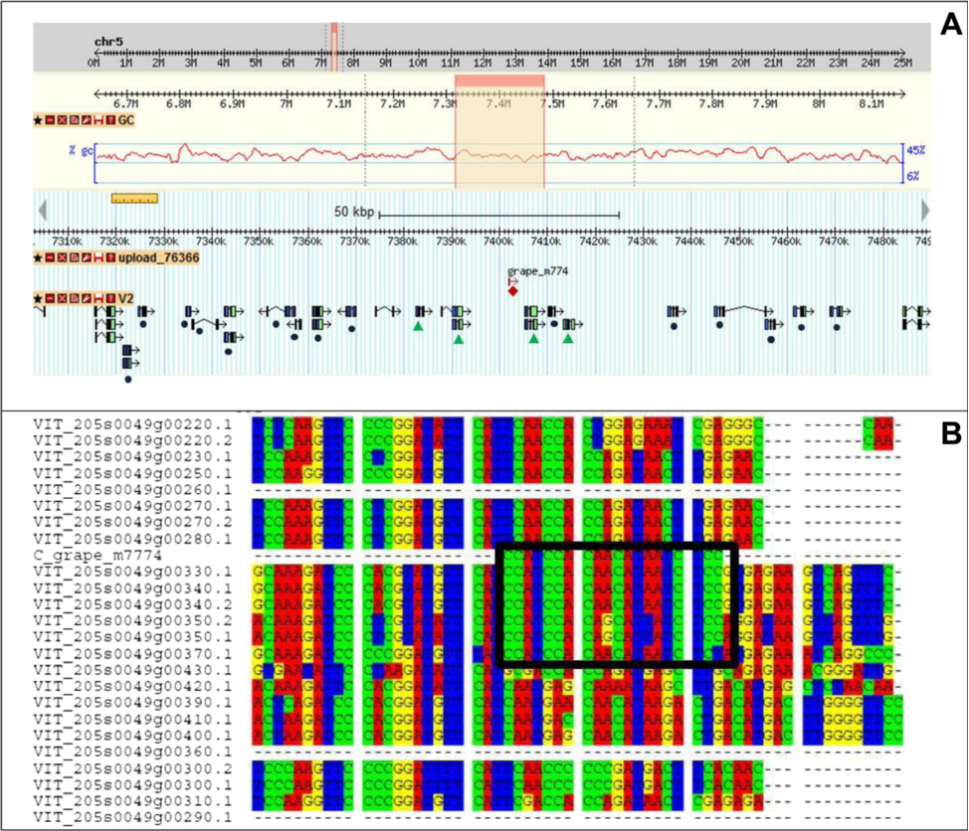
Genomic analyses of miRNA grape-m774 and its targets. **A**: The genomic region of chromosome five hosting grape-m774 and 19 genes coding for ACC oxidase, using Gbrowse (http://genomes.cribi.unipd.it). Closed diamond: miRNA; Closed dot: *ACC oxidase homolog* not target; Closed triangle: *ACC oxidase homolog* target of the miRNA. **B**: Alignment of the 19 *ACC oxidase* transcripts. When more than one transcript is present for a given gene, it is reported and indicated. The reverse complement of the miRNA is shown. Black box highlights the region of sequence similarity between miRNA and targets

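Within each organ, the catalogue sequences expressed in every stage were counted against those expressed in any stage. Tendrils shared 15 of 26 sequences between their 2 stages (57.7%), and inflorescences shared 13 of 31 among 4 stages (41.9%). Berries shared 8 of 23 among 6 stages (34.8%), rachis 6 of 22 among 5 stages (27.3%) and buds 7 of 28 among 4 stages (25.0%). Sequences expressed in a single stage numbered 12 in buds, 11 in tendrils, 7 in inflorescences, 7 in berries and 4 in rachis. The shared sequences of rachis rose from 6 to 10 when the mean of the replicates had to reach the threshold, and those of tendrils dropped from 15 to 9 with a threshold of 20 TP5M. With a threshold of 5 TP5M rachis had the lowest share (25.0%) and buds had 32.3%. Organs with fewer stages need fewer conditions to meet the rule, and no test was made between organs. From the corresponding percentages in Fig. 5 the paper describes rachis as the organ with the lowest share and tendrils as that with the highest.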

To deepen the analysis on miRNAs distribution during plant development, we investigated each plant structure separately (*i.e.* berries, inflorescences/flowers, tendrils, rachis and buds) considering the distinct time points sampled. miRNAs expressed in all developmental phases of a given organ range from a minimum of 30.6% (54/176) in rachis, to a maximum of 68.3% in tendrils (Fig. 5). In the six stages of berry development 74 miRNAs (40%) are in common. The number of miRNAs present in only one developmental time point is very low, when compared to the total number of miRNAs expressed in the sample.

**Fig. 5:**
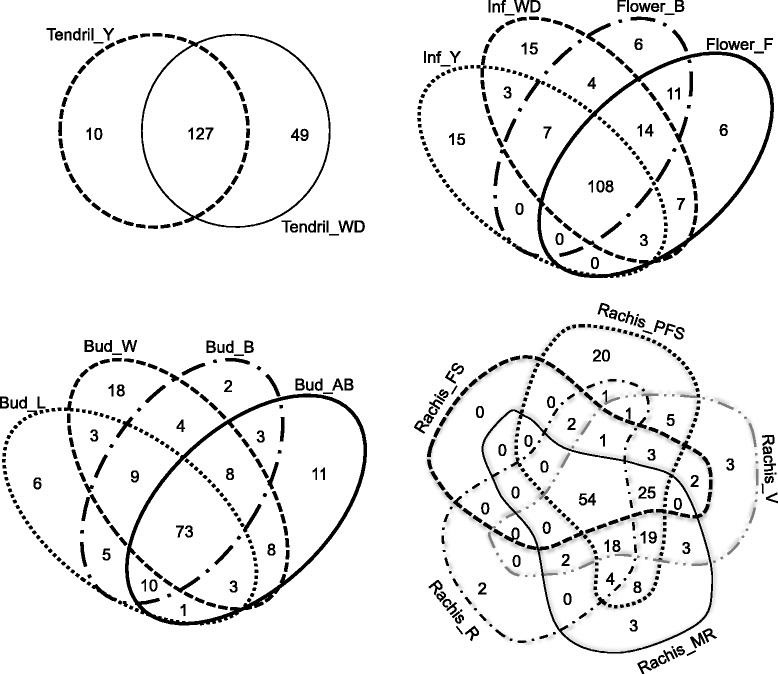
Shared miRNAs among the different developmental stage of each organ. The description of library codes is in Table 1

We analyzed the top 20 expressed miRNAs in each sample (Additional file 11) to check whether the most abundant miRNAs were shared among samples. Our analysis showed that in fact highly abundant (more than 1000 TP5M) miRNAs are similar in almost all the samples, but stamen and carpels, with vvi-miR166 family being by far the most abundant (above 30,000 TP5M and reaching 1 million TP5M), followed by vvi-miR3634-3p (a grapevine specific miRNA with unknown target), by vvi-miR159c.1-3p and by the novel candidate grape-m3245. vvi-miR159c.1-3p and four different members of miR319 family (above 59,000 or 70,000 TP5M), whose 3p sequence is predicted to target TCP4-like and a GAMYB-like transcription factors, are the most expressed in stamen and carpel. vvi-miR159c.1-3p is not predicted to target a MYB transcription factor, as is usual for miR159 molecules, but a gene encoding a Lactoylglutathione Lyase protein (Glyoxalase family), putatively involved in plant tolerance to stresses.

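Names of known miRNAs were linked to tags through their profiles in Additional file 11, by rules adjusted after seeing the data, since the rule fixed beforehand identified 0 of the 56 names. The values below therefore describe the tags and are not compared with that table. The tag assigned to vvi-miR166c-3p (TCGGACCAGGCTTCATTCCCC) had a median of 116397.46 TP5M over the 25 conditions and reached 944348.17 TP5M in Bud_AB, where it made up 18.89% of the counts. Its replicates differed widely in that condition (SD 592838.0 TP5M, n = 2). The lowest value was 13277.56 TP5M in Stamen. For vvi-miR3634-3p (TTTCCGACTCGCACTCATGCCGT) the median was 26219.73 TP5M, the highest value 575598.25 TP5M (Leaf_M) and the lowest 1380.05 TP5M (Carpel). The tag assigned to vvi-miR159c.1-3p (TTTGGATTGAAGGGAGCTCTA) reached 450113.04 TP5M in Carpel (SD 360909.5, n = 2), where it ranked 1 among tags of 19 to 24 nt, and 160215.76 TP5M in Stamen (SD 44055.6), where it ranked 2. Its median over the conditions was 9941.79 TP5M. The tag assigned to vvi-miR319b-3p (TTGGACTGAAGGGAGCTCCC) had 40850.61 TP5M in Stamen (SD 19530.1) and 36993.13 TP5M in Carpel (SD 13578.1), against a median of 2163.86. In Carpel and Stamen vvi-miR166c-3p ranked 12 and 26. The value of vvi-miR159c.1-3p in Carpel was 194911.51 TP5M without replicate 1, and 882022.57 TP5M when the totals were scaled by the paper's overall genome-matched share, chosen after seeing the data. On the basis of such rankings the paper concludes that the most abundant miRNAs are alike in nearly all samples apart from stamen and carpel.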

To analyze the overall expression profile of all the miRNAs in our atlas, we represented their expression values in a heat map, subjecting the normalized count of reads to hierarchical clustering (Fig. 6). 

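For the 70 catalogue sequences, all of them candidates, the mean abundance over the 25 conditions averaged 254.1 TP5M and the median was 5.56 TP5M. Without the most abundant 2 sequences, grape-m3245-5p (5324.7 TP5M) and grape-m0721-5p (3850.9 TP5M), the average was 126.62 TP5M. The alternative that changed the average most was the median over sequences, at 5.6. An average for known miRNAs could not be calculated, because the 12 distinct tags linked to names of Additional file 11 were listed there for their high abundance.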

Known miRNAs (Fig. 6A), and candidate miRNAs, putatively grapevine specific (Fig. 6B), were analyzed in two different heat maps, to reduce the complexity of the figure and allow the graphical representation of these two groups of miRNAs whose average expression level is very different: above 3000 TP5M for the group of known miRNAs and below 300 TP5M for the novel miRNAs. 

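The candidates named in Fig. 6B that could be identified are given as means over the conditions. Over the 25 conditions grape-m3245-5p had a median of 3390.45 TP5M and grape-m3245-3p of 2178.94 TP5M, and both were expressed in all of them. The candidate grape-m9381 (CGTTTCCCACAGACGGCGCCA) was expressed in 22 conditions with a median of 56.98 TP5M, and grape-m2399 (GGTGGTTATGGAGTGGGCTTG) in 18 conditions with a median of 58.74 TP5M. Both grape-m7644 (AATATGGAGGACTGTGTTCTT, median 24.86 TP5M) and grape-m8993 (TCGTAGTGGCTGCGACAGCTCC, median 21.39 TP5M) were expressed in 17 conditions. For grape-m8278-3p (GCTGGAAGCCGATGGGGGACC) the number was 12, with a median of 28.98 TP5M and a highest value of 898.61 TP5M in Berry_R. The sequence of grape-m8278-5p (TCCCTCAAAGGCTTCCAATTT) reached the threshold only in Berry_R, with 33.28 TP5M. The threshold of 10 TP5M is stricter here than in the paper, because the totals include tags that do not match the genome. Scaling the totals by the paper's overall genome-matched share, chosen after seeing the data, gave means of 15.2 TP5M in Tendril_WD and 12.42 TP5M in Berry_V. The scaled means in Berry_PFS, Berry_PV and Berry_MR lay between 12.26 and 19.29 TP5M. The sequence of grape-m3469-5p (TGAGATAAGTCTGCTGCT) had 25.79 TP5M in Flower_F and 7.52 TP5M in Flower_FB, and it had 0 counts in Inf_Y and Inf_WD. Summing tags that differ by up to 2 nt at the 3' end raised its value in Flower_FB to 17.18 TP5M. The drawings of grape-m9381 and grape-m3469-5p were read with low confidence, so the identity of these tags is less certain. From the heat map the paper distinguishes a few broadly expressed candidates from a majority enriched in few samples.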

The expression profiles of the 109 novel candidates vvi-miRNA revealed that nine novel candidates are relatively highly expressed in most of the 25 samples (grape-m8278-3p, grape-m4553-3p, grape-m3245-3p, grape-m9163, grape-m3245-5p, grape-m7644, grape-m2399, grape-m9381, grape-m8993), while the remaining candidates showed a medium to low expression level, being enriched in few samples, such as grape-m4269 and grape-m 3469-5p expressed in flowers at beginning of flowering and at full bloom (Flower_FB and Flower_F), or as grape-m4250 and grape-m4277 expressed only in young inflorescences, and grape-m4553-5p and grape-m8278-5p, expressed in well developed tendrils, berry at veraison and berry at ripening (Fig. 6B). It is striking the presence of the 22 stamen-specific miRNAs, all belonging to our novel candidate group. 

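Among the sequences identified from the drawings, including those of the rule added after seeing the data, 13 distinct sequences, which carry 17 names in the paper, were counted only in stamen libraries. Each of the 13 had exactly 1 count in Stamen replicate 1, whereas replicate 2, which was 38.0 times deeper, contained between 4 and 14 counts of them. None (0) had at least 3 counts in replicate 1. Both identification rules asked for a tag counted in both replicates of a condition. A stamen-only tag with 0 counts in replicate 1 could therefore not enter. A single count in that library equals 37.311 TP5M and exceeds the threshold of 10 TP5M. Under the rules fixed before the files arrived, 3 sequences were specific to stamens, and each of those had 1 count in replicate 1. Requiring at least 3 counts in both replicates, an alternative chosen after seeing the data, left 0 stamen-specific sequences. With the added sequences and the totals scaled by the paper's overall genome-matched share, also chosen after seeing the data, 10 sequences with 14 names were stamen-specific, and all 10 had 1 count in replicate 1. Whether these sequences are present in stamens at the abundance of replicate 1 could not be determined at this depth. The paper draws attention to these candidates as a group that only stamens express.

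**Figure D2:**
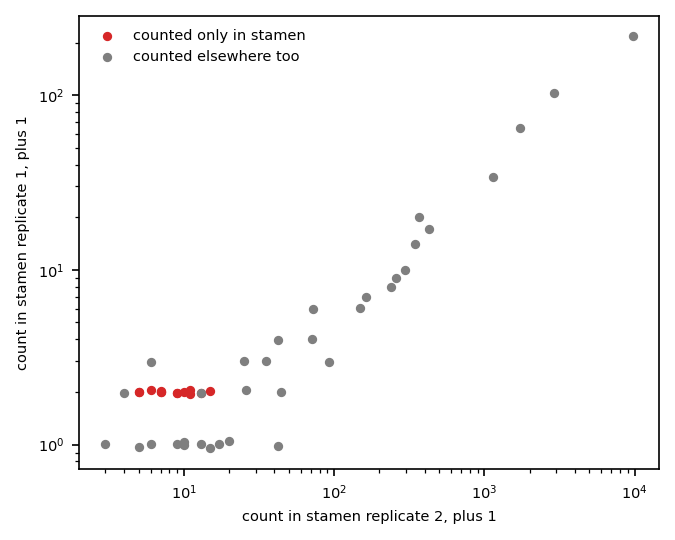
Counts of the identified sequences in Stamen replicate 2 (x axis) and replicate 1 (y axis), each plus 1 and on a log axis, with sequences counted only in stamens in red and all others in grey. The red points lie on a single line at 1 count in replicate 1.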

Differently, the heat map representing the known miRNAs (Fig. 6A) reveals a reduced level of organ/tissue specificity and a high expression of numerous families, often nearly ubiquitous. Some miRNAs are specific to a few groups of samples, such as vvi-miR395-3p, which is strongly regulated during flower and berry development, or miRC477-3p mainly expressed in berries and rachis, and miR393 a,b -5p expressed in developing rachis and flowers.

**Fig. 6:**
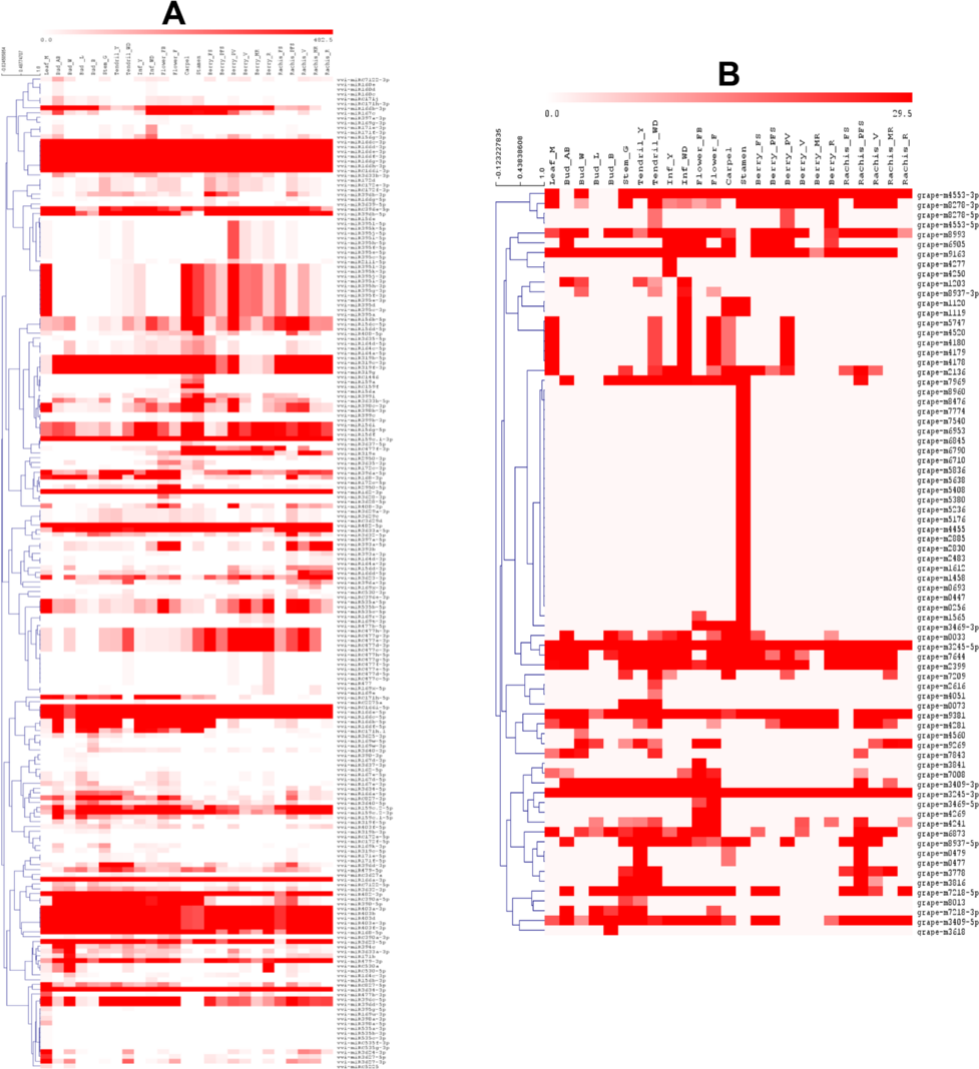
Heat map and hierarchical cluster analysis (HCL) of miRNAs identified in Corvina derived libraries. The HCL tree was generated with the average linkage clustering method. **A**: Heat map with known miRNAs including new members of known families. **B**: Heat map with novel miRNAs. miRNAs with an abundance below the set threshold of 10 TP5M in both replicates were set to zero. miRNAs that are zero in all the 25 samples were removed from these heat maps. Red and white represent high and low expression, respectively

### miRNA profiles define organ identity

In order to define the relationships among the 25 different samples used in our atlas, a correlation matrix (Additional file 12), a dendrogram and a PCA (Fig. 7) were established. The distance was calculated using one minus Pearson correlation metric of normalized data, as explained in full details in Methods, to evaluate the level of similarity among the samples from the miRNA perspective. The correlation matrix identifies two main clusters (see Additional file 11): the first groups inflorescences, buds, tendrils and stem, the second includes all the developing berries and their respective rachis stages. The leaf is scarcely related to any of the samples, and far from the inflorescence/buds group. 

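Pearson correlations between the 25 conditions were calculated on log10 (1 + TP5M) over the 62 catalogue sequences counted in them. Conditions of the same organ had a mean r of 0.893 (38 pairs) and conditions of different organs a mean r of 0.7903 (262 pairs). The difference of 0.1027 exceeded that in all 100000 permutations of the organ labels (permutation test, p = 1e-05, the smallest they can give). Setting values below 10 TP5M in either replicate to zero raised the difference to 0.1449, the largest change, and it was 0.0915 among buds, berries and rachis, the organs extracted with the same method (permutation test, p = 1e-05). Among the organs extracted with the other method (leaf, stem, tendril, inflorescence, carpel and stamen), a subset chosen after seeing the data, it was 0.1054 (permutation test, p = 0.004). Comparisons between organs of different methods cannot separate the organ from the method. Inflorescence, bud, tendril and stem conditions had a mean r of 0.848 among themselves, berry and rachis conditions one of 0.8844, and the mean r between these sets was 0.7827. Leaf_M had a mean r of 0.786 with the other conditions, with 0.8094 to the inflorescence, bud, tendril and stem conditions and 0.7931 to berries and rachis. The paper gives the reverse order, with leaf closer to berries than to other green tissues. The highest r of Leaf_M was with Stem_G (0.8471), followed by Rachis_PFS (0.8464). Bud_B, Berry_R, Flower_F and Flower_FB had a lower mean r than Leaf_M, as did Stamen and Carpel. Stamen and Carpel had the lowest mean r of all conditions, 0.6926 and 0.7345, and their r with each other was 0.8623. These r are across sequences, which are not independent replicates. When average linkage was cut into 3 clusters, one held Carpel and Stamen, another the berries and rachis with Bud_W and Tendril_WD, and the remaining 10 conditions formed the third, which included Leaf_M. With 4 clusters Leaf_M stood alone. From its matrix over all miRNAs the paper concludes that inflorescences group with buds, tendrils and stem, berries with rachis, and that carpel and stamen stand apart.

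**Figure D3:**
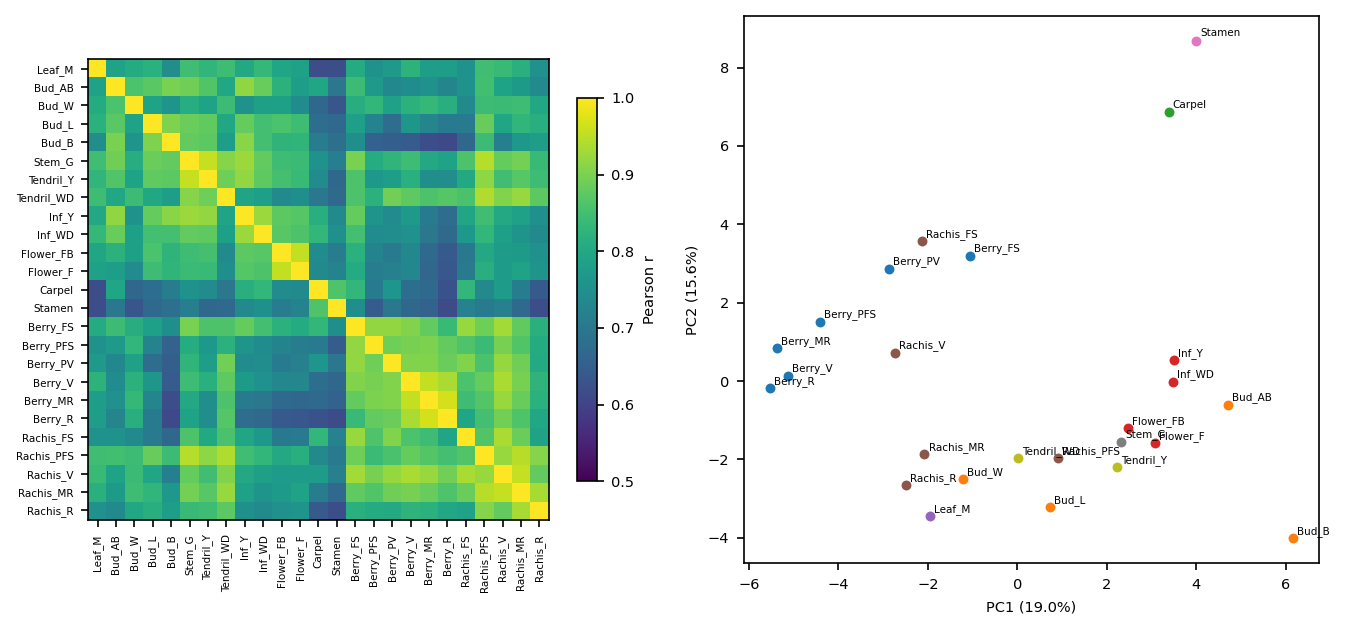
Left, Pearson r of log10 (1 + TP5M) between the 25 conditions over 62 sequences, from 0.5 (dark) to 1.0 (yellow). Right, the first components of a PCA of the same values, with the percentage of variance on each axis and colours by organ, where Stamen and Carpel lie apart at the top.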

The carpel and stamen are part of a distinct group not correlated with any other tissue.

**Fig. 7:**
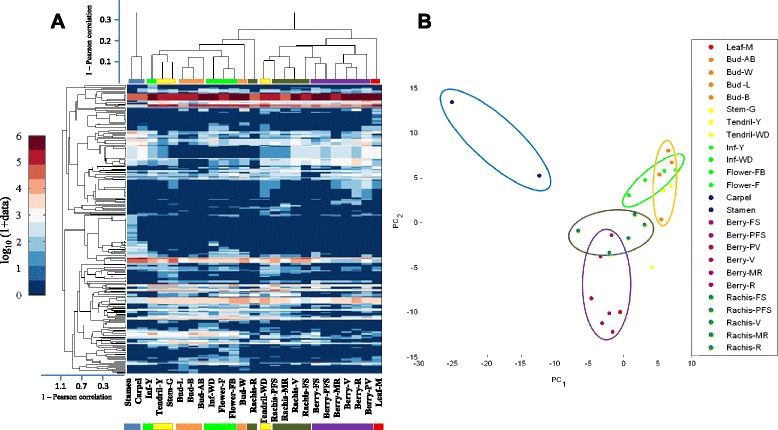
Clustergram and principal component analysis of the 25 different grapevine samples of the miRNA atlas. (**A**) The picture reports the hierarchical clustering analysis for both samples and miRNAs, the corresponding dendrogram and the data heat map. Data were normalized as described in Methods. The X-axis of each dendrogram is the 1 minus Pearson correlation distance metric. We used an optimal leaf order value which determines the leaf order that maximizes the similarity between neighbouring leaves. (**B**) A PCA analysis has been performed on the dataset. Data were preliminarily z-scored. X-axis represents the first components and the Y-axis the second component. The two components explain 34.5% of total variance. Each organ is associated to the same colour and ovals indicate clusters approximately related to organ identity. Blue for reproductive organs, purple for berries, red for leaf, orange for buds, yellow for stem and tendrils, light green for inflorescences and dark green for rachis. The same colours are used in the dendrogram. Each color represents a different cluster. One minus Pearson correlation was used as a metric distance

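In a PCA of the z-scored log10 (1 + TP5M) values of the catalogue sequences, PC1 explained 18.96% of the variance and PC2 15.61%, together 34.56%. The sequences entering it were candidates only. On PC2 Stamen (8.687) and Carpel (6.874) had the highest scores, and on PC1 the ripening berries Berry_R (-5.537), Berry_MR (-5.374) and Berry_V (-5.137) had the lowest.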

Dendrogram and PCA analyses (Figs. 7A and 7B) are consistent with correlation matrix, revealing the existence of the following functional groups: a) reproductive organs (stamen and carpel); b) leaves; both less correlated to the other following groups: c) green and maturing berries; d) rachis; e) inflorescences and opened flowers; f) buds and g) other green tissues. These analyses suggest that miRNAs reflect the functional specificity of different organs, as developmental stages of the same organ, and organ with a similar function are mainly grouped together, with few exceptions: well developed tendril that is closed to rachis, and not to other green tissues, the rachis at ripening stage and the woody bud that are less correlated to other rachis and buds samples, respectively.

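Of the 21 conditions that belong to an organ with several stages, 14 had their highest correlation with another stage of the same organ. Tendril_WD correlated most with Rachis_PFS (r = 0.9396) and less with Tendril_Y (r = 0.8897), and its mean r with the rachis conditions was 0.8997. Rachis_R had a mean r of 0.8782 with the other rachis conditions, which correlated with each other at 0.9189. For Bud_W the mean r with the other buds was 0.8021, against 0.8919 among those. All of these are r values over 62 sequences between means of 2 replicates, and the gaps between single pairs were not tested. Leaving out replicate 1 lowered the difference between same-organ and other pairs from 0.1027 to 0.081. From the grouping the paper proposes that miRNAs reflect the functional specificity of organs. It names well developed tendril, ripening rachis and woody bud as exceptions.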

### Expression of miRNAs in berries and inflorescences

Considering the wide spectrum of sampling in our atlas, we focused on the spatio-temporal modulation of miRNA across inflorescences and berries development. We compared the abundance level of each miRNA (average of all replicates) among the four stages of inflorescences and, separately, among the six stages of developing berries. We investigated which miRNAs showed a fold change of at least five in at least one of all possible comparisons (Fig. 8). 

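Applied to the catalogue, the rule of a fold change of at least 5 between any stages selected 20 of the 31 sequences expressed in inflorescences (64.5%) and 23 of the 23 expressed in berries (100.0%). Values below 10 TP5M in either replicate were set to zero, and a zero was replaced by 1 TP5M in the ratio. Replacing it by 10 TP5M lowered the numbers most, to 8 and 15, and without replicate 1 the number in berries was 31. Because the rule uses no replicate error, the same stages were also tested on the counts with edgeR's quasi-likelihood test, with Benjamini-Hochberg adjustment at 0.05. Among the 4 inflorescence and flower stages, 17 of 31 sequences differed, and 16 differed between flowers (Flower_FB and Flower_F) and inflorescences (Inf_Y and Inf_WD), 6 of them higher in flowers and 10 lower. Among the 6 berry stages 6 of 23 sequences differed. Between ripening (Berry_V, Berry_MR, Berry_R) and green berries (Berry_FS, Berry_PFS, Berry_PV) 7 did, of which 2 were higher and 5 lower in ripening berries. The balance of directions depended on the normalization. With TMM normalization 6 were higher and 6 lower in flowers, and 3 were higher and 3 lower in ripening berries. With the replicate number as a block, 11 sequences differed among the inflorescence stages and 13 between flowers and inflorescences, and in berries 8 and 11. The pairing is taken from the replicate numbers in the labels. Deviations from the stage means had a mean correlation of -0.097 between inflorescence libraries with the same number and of 0.093 between such berry libraries. The number for the berry stages depended most on single libraries, from 1 without Berry_V replicate 1 to 17 without Berry_MR replicate 1. From the fold changes the paper selected the miRNAs of Fig. 8 as modulated during flower and berry development.

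**Figure D4:**
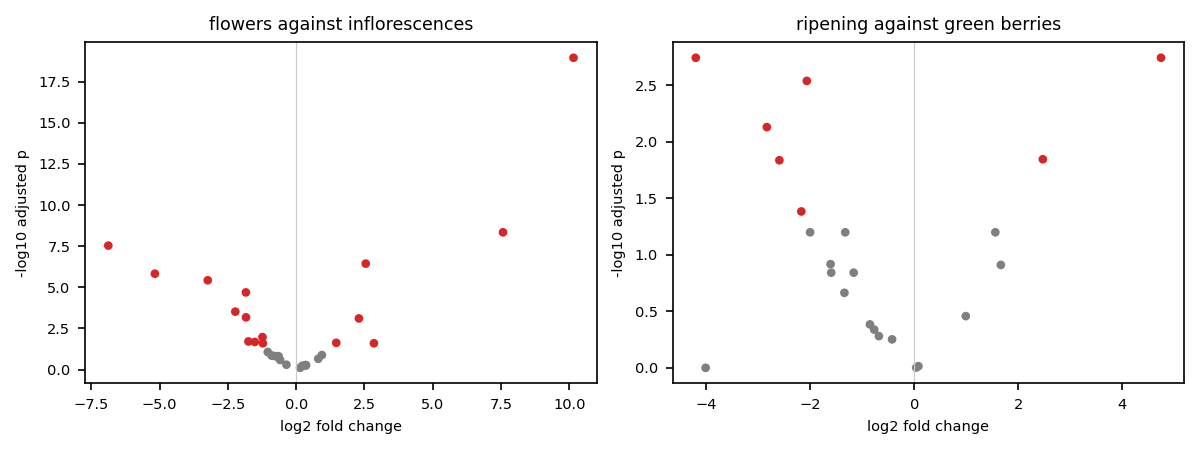
Log2 fold change (x axis) and -log10 of the adjusted p (y axis) from edgeR for each sequence, flowers against inflorescences on the left (31 sequences) and ripening against green berries on the right (23 sequences). Red points are the 16 and 7 sequences with an adjusted p under 0.05.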

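The sequences with the largest changes between flowers and inflorescences were grape-m3469-3p (TGAGTAGTGGACTATCGCATG), with a log2 fold change of 10.16 (standard error 0.89, edgeR adjusted p = 1.1e-19), and grape-m3469-5p, with 7.58 (standard error 1.1, edgeR adjusted p = 4.51e-09). Both had 0 counts in all inflorescence libraries, so the size of their change depends on the small prior count that edgeR adds. The sequence shared by grape-m1119 and grape-m1120 (AGAAGAACAAGTAGACTGAGC) changed by -6.88 (standard error 1.07, edgeR adjusted p = 2.89e-08), vvi-miRC529-3p by -5.18 (standard error 0.95, edgeR adjusted p = 1.48e-06) and grape-m0281-5p by -3.24 (standard error 0.62, edgeR adjusted p = 3.72e-06). The sequence of grape-m1119 and grape-m1120 came almost only from Inf_WD, and without Inf_Y replicate 1 its change was -4.429 with an edgeR adjusted p of 1. All 5 moved in the same direction in both replicate numbers. In berries, vvi-miRC530 (TCTGCATTTGCACCTGCACCT) was higher after veraison, with a log2 fold change of 4.75 (standard error 1.18, edgeR adjusted p = 0.00181). Without Berry_MR replicate 1 this change was 0.859 with an edgeR adjusted p of 0.974. The sequences of vvi-miRC3635a-3p (-4.2, edgeR adjusted p = 0.00181), grape-m2136 (-2.83, edgeR adjusted p = 0.00743) and vvi-miRC7122 (-2.59, edgeR adjusted p = 0.0146) were lower, and grape-m8278-3p was higher (2.47, edgeR adjusted p = 0.0143). The test over the 6 berry stages also selected grape-m5747 (CGTGAAGATCATCAAGTTGGA, edgeR adjusted p = 5.52e-08), which had 0 counts in both libraries of 4 stages. For the contrast of ripening with green berries its edgeR adjusted p was 1, and no standard error could be given. Standard errors are approximate, calculated from the fold change and the F statistic. The drawings of grape-m3469-5p and grape-m5747 were read with low confidence, so the identity of these tags is less certain.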

Additionally, we performed Real Time PCR (RT-qPCR) for eight of these miRNAs to confirm their abundance patterns (Fig. 9).

**Fig. 8:**
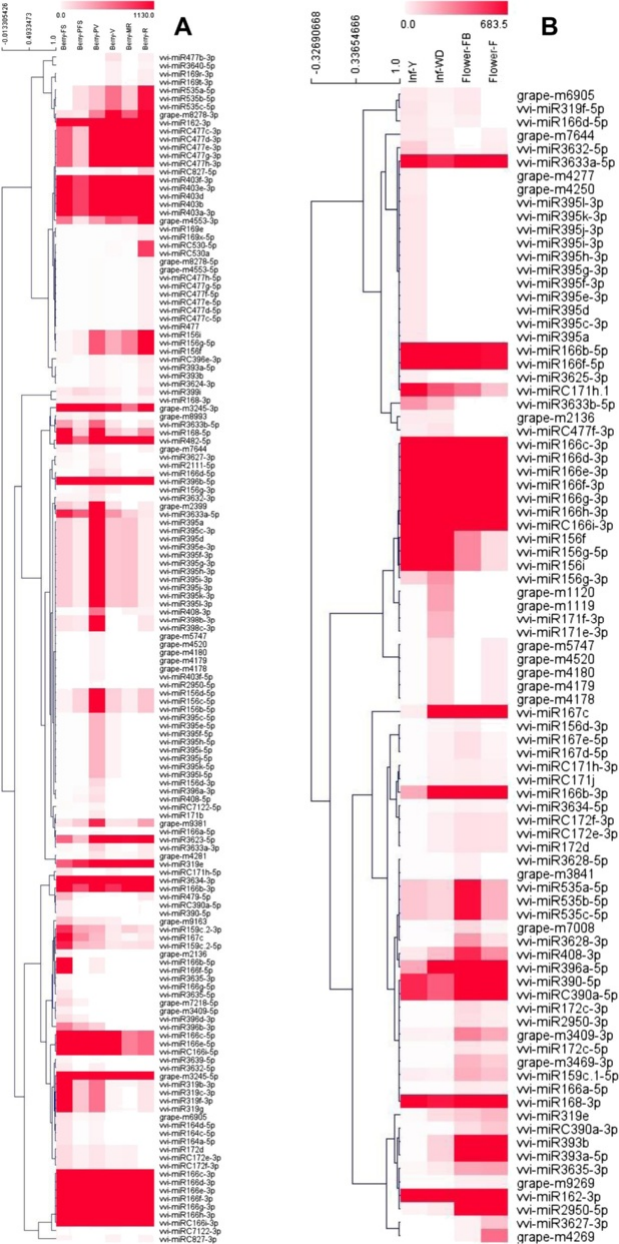
Heat map and hierarchical cluster analysis (HCL) of miRNAs with fold change greater than five. **A**: berries, **B**: flower tissues. The HCL tree was generated with the average linkage clustering method. Dark grey (red for online) and white represent high and low expression, respectively

**Fig. 9:**
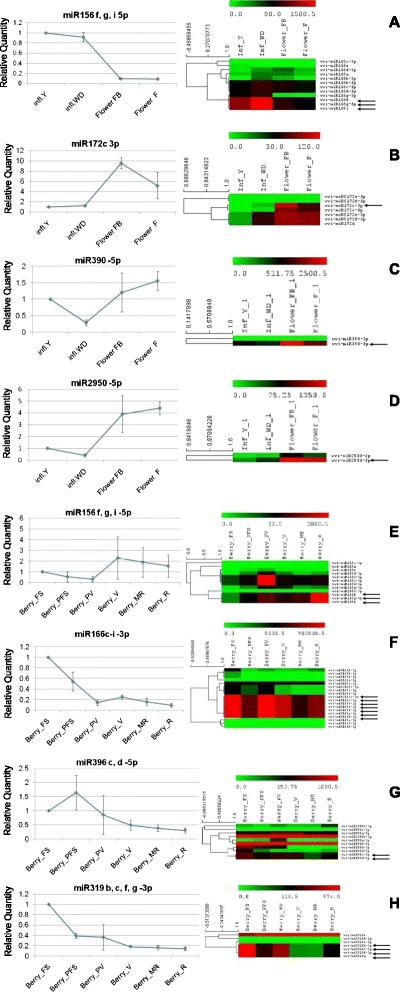
Real-Time PCR validation of deep sequencing data. Bars: standard error of the averages of each replicate. Heat maps on the right of each Real-Time graph refer to deep sequencing data. All the members of a given family are shown in heat maps, comprising 5p and 3p sequences. miRNAs tested by Real-Time PCR are indicated by an arrow. Panels A-D: miRNAs tested in the inflorescences/flowers samples; Panels E-H: miRNAs tested in the berries samples

In inflorescences, the well-known regulatory circuit involving miR156 and miR172 is confirmed by both sequencing and RT-qPCR data (Figs. 9A and 9B). As observed in other species [48–50], in grapevine an increase in miR156 levels corresponds to a low expression of miR172 and viceversa. From our data, miR156 family members target nine different *SPL* genes, six of which are negatively correlated to vvi-miR156 when considering their abundances (see Additional file 10).

Other two interesting miRNAs are vvi-miR390 and vvi-miR393, both involved in auxin signalling regulation, are up-regulated during inflorescence and flower development (Figs. 8B and 9C). miR390 regulates the Auxin Response Factor (ARF) through *Trans-Acting siRNA locus 3* (*TAS3*), as experimentally validated in [28], while miR393 targets the auxin receptor TIR and an F-box protein [28] highlighting the importance of auxin regulation during flower development. Other conserved miRNAs, such as miR171 and miR395, show an interesting pattern of abundance in inflorescences (Fig. 8B), although their involvement in flower development is not clear. 

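A sequence drawn as vvi-miRC171h (TATTGGCCCGGTTCACTCAGA) was identified, and it may be the miR171h of the paper. Its abundance was 3636.9 ± 2988.56 TP5M (SD, n = 2) in Inf_Y, 2538.66 ± 185.31 in Inf_WD, 1893.83 ± 182.26 in Flower_FB and 1701.41 ± 887.35 in Flower_F. The means fell from stage to stage, but in Inf_Y the replicates were 1523.67 and 5750.13 TP5M, a spread larger than the differences between stages. Between flowers and inflorescences edgeR gave a log2 fold change of -0.759 (standard error 0.464) with an adjusted p of 0.154. The differences within replicate numbers were 0.08 and -1.41, while 4 of 4 flower libraries were below the median of the inflorescence libraries. Without replicate 2, the mean of Inf_Y was 1523.67 TP5M, below the 2407.62 TP5M of Inf_WD. A further sequence, drawn as vvi-miRC171h.1 (TTGATTTGATTGAGCCGTGCC), was lower in flowers, with a log2 fold change of -1.843 (standard error 0.384, edgeR adjusted p = 2.03e-05) and 4 of 4 flower libraries below the median of the inflorescence libraries. Which of the sequences the name in the paper refers to could not be determined. The paper describes a decrease of miR171h during inflorescence development.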

Our data show that miR171h decreases during inflorescence development, as already shown in *Prunus* [51]: in both *Prunus* and *Vitis* miR171 targets a GRAS family transcription factor, and from our data vvi-miR171b is negatively correlated to its predicted target VIT_202s0154g00400 (Additional file 10). miR395 family members are expressed in the young inflorescences (Infl_Y – 68.5 TP5M) and are then shut down in subsequent developmental stages. It is worth noting that while in open blooming flowers miR395 is below the set threshold of expression, its abundance is very strong in stamen (369.5 TP5M) and especially in carpel (658.5 TP5M), sampled from the same open flowers (Fig. 6A) This miRNA is also present in the berry at the fruit-set stage, peaking at pre-veraison (1571 TP5M), and decreasing from *veraison* through maturation, as already observed in our previous analyses [25] that suggests a role for this miRNA, regulating sulphate metabolism, at fruit setting and veraison.

Among the newly discovered miRNAs, showing a minimum fold change of five during flower development, we wish to highlight the role of grape-m6905, discussed later, and grape-m9269. This miRNA is below the set threshold of expression in the inflorescences (Infl-Y; Infl-WD) and is expressed at higher levels (around 50 TP5M) in flowers at the beginning of flowering and in open flowers (Flower_FB and Flower_F); it targets genes annotated as encoding aphosphatidylinositol-4-phosphate 5-kinase, known to mediate pollen tube growth in *Arabidopsis* and *Nicotiana tabacum* [52, 53].

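The tag identified as grape-m9269 (TTCTTCTCACCGTTTCTCAGC) had 5.25 ± 4.37 TP5M (SD, n = 2) in Inf_Y and 6.26 ± 1.66 in Inf_WD. In Flower_FB it had 23.61 ± 4.46 TP5M, from 53 and 43 counts, and in Flower_F 25.88 ± 6.53 TP5M, from 44 and 19 counts. The change between flowers and inflorescences was 2.297 on the log2 scale (standard error 0.609, edgeR adjusted p = 0.000776), and 4 of 4 flower libraries exceeded the median of the inflorescence libraries. The threshold of 10 TP5M was reached in both replicates of Flower_FB and Flower_F and in neither inflorescence stage. Scaling the totals by the paper's overall genome-matched share, chosen after seeing the data, moved the values in flowers most, to 46.27 TP5M in Flower_FB and 50.71 TP5M in Flower_F. Across the atlas the highest abundance was 86.65 TP5M in Bud_W. From the rise at flowering and the predicted targets the paper connects this miRNA with pollen tube growth.

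**Figure D5:**
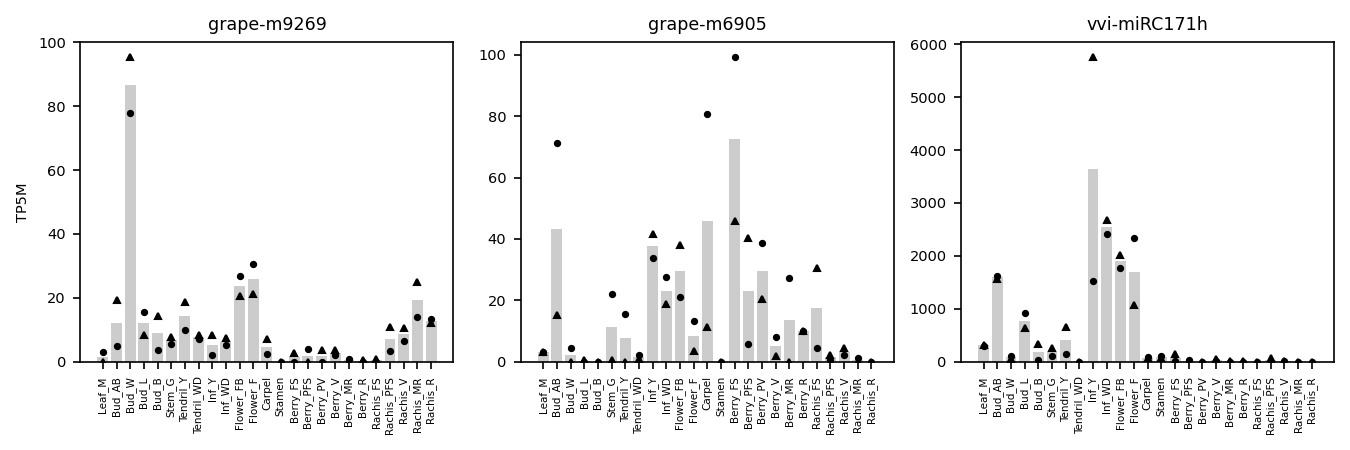
Abundance (TP5M) of grape-m9269, grape-m6905 and vvi-miRC171h in the 25 conditions, with grey bars for the mean, circles for replicate 1 and triangles for replicate 2. The tallest bars are Bud_W (86.65 TP5M), Berry_FS (72.48 TP5M) and Inf_Y (3636.9 TP5M).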

Considering the six developmental stages of the berry and the relative heat map (Fig. 8A) we found some conserved miRNAs that reveal an interesting pattern of relative abundance. First of all, as observed in inflorescences, miR156 and miR172 are inversely correlated, and seem to be actively involved in fruit maturation: vvi-miR156 shows a gradual increase during ripening (as confirmed by RT-qPCR Fig. 9E), with a corresponding decrease of vvi-miR172. Furthermore, vvi-miR396, which targets *Growth Regulating Factor* genes (*GRF*) appears to be involved in berry development. Even though some discrepancies are visible between RT-qPCR and deep sequencing (Fig. 9G), both analyses indicate a clear reduction in abundance of this miRNA after *veraison*, when the berries enter the second growth phase, doubling their volume.

Vvi-miR166c/d/e/f/g/h/i-3p abundance profile is noteworthy: this molecule is the most abundant in our sequenced libraries. 

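The tag linked to vvi-miR166c-3p by its profile, a link made after seeing the data, had 499454.73 TP5M in Berry_FS (SD 325628.1, n = 2) and 182303.51 TP5M in Berry_PFS (SD 41087.2). It had 467315.91 TP5M in Berry_PV (SD 99277.4) and 348520.27 TP5M in Berry_V (SD 144026.9), followed by 80291.52 TP5M in Berry_MR (SD 56893.1) and 193403.84 TP5M in Berry_R (SD 104707.3). The tag ranked 1 among tags of 19 to 24 nt in 4 of the 6 stages. The depth behind these values ranged from 389291 to 15589003 counts per library, so that sampling noise is small beside the spread between replicates. Replicate 1 and replicate 2 of Berry_FS were 269200.93 and 729708.54 TP5M, a gap larger than any difference between the means of the stages. Scaling the totals by the paper's overall genome-matched share, also chosen after seeing the data, raised the mean of Berry_FS to 978710.48 TP5M. No test between stages was made for this tag. The link was made through the paper's own list of abundant miRNAs, so the order of the stages is not independent of that list. The paper describes a decrease after fruit set and a peak at veraison.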

It shows a decrease after fruit set (Berry_FS), and peaks at *veraison* (Berry_V). Real Time PCR (Fig. 9F) does not show a strong increase at *veraison*, nor a peak at pre-*veraison* stage, raising some doubts on the huge abundance shown by sequencing (one third of the total sequences). Among newly discovered miRNAs, grape-m6905 is interesting in the context of both flower and berry development. It is switched off only in open flowers (Flower_F) and it accumulates (69.5 TP5M) in carpels, and, later in development, shows a peak (138.5 TP5M) in berries at the fruit-set (Berry_FS). 

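The tag identified as grape-m6905 (GCCGCGTTGGAGCAGGAGCTT) had 37.82 ± 5.5 TP5M (SD, n = 2) in Inf_Y, 23.13 ± 6.16 in Inf_WD, 29.64 ± 11.92 in Flower_FB and 8.26 ± 6.94 in Flower_F. In Flower_F replicate 1 had 13.17 and replicate 2 had 3.36 TP5M, the latter from 3 counts. Between flowers and inflorescences the log2 fold change was -0.87 (standard error 0.514, edgeR adjusted p = 0.144). In Carpel the mean was 45.93 TP5M with an SD of 49.14, from 309 counts in replicate 1 and 22 counts in replicate 2. In Stamen it had 0 counts, where 3 counts would be 111.933 TP5M in replicate 1 and 2.949 TP5M in replicate 2. The highest mean of the 25 conditions was that of Berry_FS, 72.48 ± 37.77 TP5M, from 80 and 113 counts. Leaving out replicate 1 lowered the value in Carpel to 11.18 TP5M, and scaling the totals by the paper's overall genome-matched share, chosen after seeing the data, raised it to 89.99 TP5M. From these stages the paper concludes that the miRNA is switched off in open flowers and accumulates in carpels and at fruit set.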

It is then nearly switched off (below 25 TP5M) after veraison. 

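After fruit set, grape-m6905 had 23.06 ± 24.44 TP5M (SD, n = 2) in Berry_PFS and 29.52 ± 12.74 in Berry_PV, the latter resting on 3 counts in replicate 1 and 60 in replicate 2. In Berry_V it had 4.98 ± 4.32 TP5M, in Berry_MR 13.64 ± 19.29 and in Berry_R 9.97 ± 0.17. The counts in these stages lay between 0 and 31 per library. Ripening and green berries differed by -2.003 on the log2 scale (standard error 0.886, edgeR adjusted p = 0.0633), and 6 of 6 ripening libraries were below the median of the green libraries. The value in Berry_MR depended most on the replicate, with 27.28 TP5M without replicate 2 and 0 without replicate 1. The paper concludes that the miRNA is nearly switched off after veraison.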

This miRNA targets genes coding for enzymes (bifunctional dihydroflavonol 4-reductase flavanone 4-reductase-like DFR-like and cinnamoylreductase-like) involved in secondary metabolite biosynthesis, such as flavonoids and anthocyanin. The *DFR* gene transcript (VIT_213s0064g00290) is negatively correlated to its miRNA grape-m6905 (see Additional file 10), considering their relative abundances, thus reinforcing our *in silico* target prediction.

## Discussion

To comprehensively define and describe the genetic programming of grapevine biology and development, it is important to extensively study genetic and epigenetic regulations driven by miRNAs, the most representative class of small non-coding RNAs. With the grapevine genome sequenced [1] and the extensive advances in next generation sequencing technologies, numerous miRNAs have been predicted in grapevine [24–31]. However, all these studies are based on few grapevine samples, mainly berries, inflorescences, leaves or tendrils at one/two developmental stages; therefore an expression atlas, covering a much wider spectrum of plant structures during grapevine life cycle, is required to provide a detailed overview of miRNA regulation and a solid base for functional studies.

### miRNA populations in grapevine

The sequencing of 70 small RNA libraries, constructed from samples of Corvina cv. and the clone PN40024, produced a total of 1,219,741,533 and 39,268,213 reads respectively. Taking into consideration the enormous inventory of small RNAs in plants and their huge complexity, the identification of a relatively small portion of miRNAs from this vast stock posed a challenge [34]. By combining high-throughput data with a well-established and stringent bioinformatics pipeline and the *in silico* prediction of miRNA targets, we studied 110 conserved and 175 novel vvi-miRNA.

The conserved vvi-miRNAs identified represent 41 families out of the 48 annotated in grapevine. The absence, in our data, of 7 annotated miRNA families is ascribed to their low abundance in the analyzed samples (*i.e.* for miR828; miR3626; miR3631; miR3636 and miR3638), or to their nature of siRNA-like miRNAs, since most of them are not annotated with high confidence in miRBase (as explained in Kozomara and Griffiths-Jones, [54]). However we cannot rule out the possibility of differences between the Corvina cultivar and the reference genome sequence derived from the clone PN40024. For example, miR3630 is present in our libraries, but was discarded by the pipeline because of a sub-optimal pairing between the miRNA and its complementary sequence. miR845 was not found in any of our libraries, confirming previous papers [25] and miRBase findings that report a very faint expression of vvi-miR845a and vvi-miR845b.

Of the 175 novel grapevine miRNA candidates unravelled and described in our analysis, 45 showed similarity with other plant miRNAs deposited in miRBase. Interestingly, two of those were generated in antisense to two members of the vvi-miRNA172 family: vvi-miRC172e and vvi-miRC172f were reverse complementary (RC) to the known vvi-miR172b and vvi-miR172a, respectively. Shao et al. [55] reported these molecules in *Vitis* as members of a novel category of miRNAs, named RC-miRNAs. They have a small regulatory activity by cleaving target mRNAs, and might possess siRNA-like activity by mediating DNA methylation [56]. Very few papers have reported this class of miRNAs, first identified in animals [57–59]. Comparing novel miRNAs identified in the present paper (either completely novel or similar to other plant miRNAs) with those reported from the hybrids of *V. vinifera* and *V. labrusca* [29, 30] and from other *V. vinifera* cultivars [31] we found only 31 shared sequences. Similarly, comparing our newly identified Corvina and PN40024 miRNAs, only two miRNAs are in common. These findings strongly suggest that, apart from a group of well-defined miRNAs, each *Vitis* variety and species has its own specific set of miRNAs, or exhibit a different spatio-temporal pattern expression because of a different genetic background or an effect of genome plasticity, as already suggested by Alabi and colleagues [31].

Moreover, our data reinforce recent findings that the population of miRNAs is highly heterogeneous across species and varieties, since the processing of miRNA precursors is not always precise and equal under every condition. We found different sequence variants (isomiR) for each miRNA and we also showed that in some loci, the sequence on the opposite arm of the annotated miRNA (usually known as miRNA*) had a higher read number than their respective annotated sequence. Although miRNAs* was conventionally been thought to be degraded and non-functional [7, 60, 61], it is now clear that they accumulate in the cells, and are able to down-regulate mRNA targets [40–42, 62]. It was also shown that the protein complex guiding target inhibition (named RISC) may be loaded with one or the other sequence of the miRNA duplex [63, 64].

We found two conserved loci (vvi-miR159c, vvi-miR169w) and one *Vitis*-specific locus (vvi-miRNA3639) producing additional small RNA duplexes besides the annotated ones (Additional file 12). All the three alternative duplexes identified show a two-nucleotide 3’-end overhang, typical of RNase III products and the vvi-miR159c and vvi-miR169w are arranged in phase [40]. The observation that multiple unique small-RNA reads could be generated from the same miRNA precursor has already been investigated by other authors [34, 55, 65, 66]. Much evidence suggests that these molecules, different from the canonical mature miRNAs, widely exist in plants and some are actually authentic miRNAs, with predicted targets.

### Fluctuations in miRNA abundance define organ identity

We established a miRNA expression atlas in the grapevine cultivar Corvina, including 25 different samples, and 354 miRNA sequences. This atlas, because of its dimension, represents a crucial step in the development of future targeted functional studies.

We analyzed the distribution of known and novel miRNAs and their relative abundance, in several plant structures such as berries, inflorescences, tendrils, buds, carpels, stamens, leaf, stem and rachis.

Considering the normalized miRNA abundances, we observed that known and conserved miRNAs are, on average, more abundant (average expression 15,000 TP5M) than novel grapevine-specific miRNAs (average expression around 150 TP5M), confirming that recently evolved molecules are less expressed and generally more tissue-specific (Fig. 6) [30, 34, 67–69]. 

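Of the Corvina candidates, 30 distinct grape-m sequences were identified by the rules fixed before the files arrived. Their mean abundance over the 25 conditions averaged 301.1 TP5M, with an SD of 7.7 between the averages of the replicate numbers, and their median was 11.6 TP5M. The average rested on grape-m3245, without whose 2 arms it was 25.37 TP5M. Over all paired Corvina conditions the average was 244.1 TP5M. Across the whole catalogue of 70 sequences, scaling the totals by the paper's overall genome-matched share, chosen after seeing the data, raised the average from 254.1 to 497.9 TP5M. The lowest mean among the 12 tags linked to abundant known miRNAs was 744.4 TP5M, but these were listed by the paper for their abundance and do not represent the known miRNAs. From the averages over its full sets the paper concludes that grapevine-specific miRNAs are less expressed than conserved ones.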

Moreover, the analysis of the top-most expressed miRNAs suggests that miRNAs expression trend is characterized by the presence of few abundant miRNAs (more than 1000 TP5M) (Additional file 11), while the majority of the miRNAs accumulates at a lower level in the different samples.

We then compared the distribution of the miRNAs across our samples: the set of miRNAs expressed appears highly variable: only 38 miRNAs are expressed in all our samples and few miRNAs are highly organ specific miRNAs (for example only three miRNAs are specific to the stem), with the exception of stamen, where 22 miRNAs appear to be specific. Wang and collaborators [30], similarly, identified in grapevine a small number of tissue-specific miRNAs, but a large number of miRNAs expressed in all their six samples. This result is not in contrast with our findings, if we consider the higher number of samples used in the present work. Indeed, if we consider only the various developmental stages of a given organ, we identify a high proportion (more than 40%) of expressed miRNAs as shared among samples. This suggests that these miRNAs are needed for organ-identity and functionality, and that less miRNAs are involved in a specific developmental phase. Rachis has a different behaviour, since only 30% of miRNAs are shared among all the five stages considered, while many molecules are stage-specific (i.e. 20 miRNAs expressed only in Rachis at post fruit set, when compared to all other rachis samples) or shared by three or four stages (Fig. 5). This would seem to indicate that different developing stages of rachis are characterized by a heterogeneous miRNA population that drives a well-defined gene regulatory network.

Hierarchical clustering analyses, together with PCA and correlation matrix, sustain the evidences that miRNAs influence organ identity, highlighting the similarities among grapevine samples derived from the same plant structure. The correlation matrix (Additional file 12) together with the dendrogram (Fig. 7A) and the PCA (Fig. 7B) show that stamen and carpel are distant from all other samples, and moderately related to each other. Data from all our analyses suggest the presence of two major clusters: one including all the berries and their rachis, and the second comprising inflorescences, buds and the green vegetative tissues. Leaf is always distant from the rest of the considered samples, closer to berries than to other green tissues.

These analyses suggest that fluctuations in the levels of the miRNAs in different samples, without high organ specificity, may have a crucial functional role, in defining organ identity and developmental programming.

This observation differs from what described in Fasoli et al. [4], who performed a transcriptomics analysis on the same samples we used, showing that grapevine tissues undergo a transcriptional reprogramming during maturation. In their work, grapevine tissues were mainly clustered based on the maturity stage rather than organ identity, with green berries more similar to young leaves and tendrils than to ripe berries. This means that miRNAs may act differently from other protein coding genes, establishing a regulatory layer that strictly influences organ identity.

### miRNA involved in berry and inflorescence development

The regulation of grapevine flowering is still poorly characterized [70], and our results highlight some key regulatory steps driven by miRNAs. Similarly, our studies on berry development enrich present knowledge on miRNA involvement in fruit (berry) maturation, only partially disclosed in tomato [71, 72].

In inflorescence, a well recognized role is played by miR156-miR172 regulation: miR156 decreases during inflorescence development while miR172 increases (Figs. 9A and 9B). This is because *SPL*, the target of miR156, is an elicitor of miR172 promoter region which, in turn, targets APETALA2. This regulatory unit is fundamental for vegetative to reproductive changes and for the subsequent flowering onset and flower organ identity [49, 73, 74]. Our data also suggest a role of miRNAs in the hormonal regulation of floral development: in particular for auxin and ethylene. Auxin-regulating miRNAs are clearly modulated in our data: miR390, targeting ARF via ta-siRNA production, and miR393, targeting auxin receptors are both up-regulated (Fig. 8B) at late inflorescence development (Flower_FB and Flower_F), with open flowers, thus suggesting a role for this hormone in the first stages of inflorescence development. A previous work in the hybrid Summer Black (*V. vinifera* x *V. labrusca*) showed a down-regulation of miR390 and miR393 in open flowers, compared to young inflorescences [27]. This difference could be an indication of a diverse mechanism governing auxin signalling during inflorescence development in the two *Vitis* species. *V. labrusca* and *V. vinifera* were already shown to have a different auxin accumulation pattern, in berry development as well [75]. Among the stamen specific miRNAs, two miRNAs (grape-m5380 and grape-m7774) were predicted to target five ACC oxidases, key enzymes in ethylene biosynthesis, suggesting a role for these miRNAs in hormone regulation during anther and pollen development. In grapevine, ethylene production peaks at anthesis before berry fruit set (phenological stage EL 23 – EL 26), inducing fruitlet abscission [76]. Subsequently, its level rises until pre-veraison stage, and declines at maturity [77]. Ethylene treatment of berries at pre-veraison induces an over expression of numerous grapevine-specific miRNAs [30]. Although these miRNAs were not detected in our libraries, this evidence supports the existence of ethylene responsive miRNAs. The role of ethylene in anther development has not been extensively studied [78, 79]. Recently it was shown that ACC oxidase gene is more expressed in female flowers of wild *Vitis* than in hermaphrodite or male flowers, corroborating our hypothesis of an active role of ethylene in female structure development [80]. Interestingly, grape-m7774 maps in a chromosomal region where four out of its targets also map. A total of 19 genes coding for ACC oxidase map in this region (Fig. 4) suggesting that grape-m7774 could have arisen from a tandem duplication of a target gene, followed by genetic drift, leaving only a short region of complementarity for the gene target, a mechanism suggested for miRNA evolution [81]. Among the newly discovered miRNAs, we found that grape-m9269 might be potentially involved in pollen growth, as it was predicted to target a gene coding for a Phosphatidylinositol-4-phosphate 5-kinase [52, 53], responsible for the synthesis of the minor membrane phospholipid phosphatidyl inositol - 4,5-bisphosphate. This enzyme is involved in the modification of the plasma membrane during pollen tube elongation. 

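In carpels grape-m9269 had 4.73 ± 3.37 TP5M (SD, n = 2), from 9 and 14 counts, below the threshold of 10 TP5M in both replicates. In stamens it had 0 counts in both replicates. The smallest abundance that 3 counts can show there was 111.933 TP5M in replicate 1 and 2.949 TP5M in replicate 2, so replicate 1 could not have shown the abundance measured in flowers (23.61 TP5M in Flower_FB and 25.88 TP5M in Flower_F), and the absence rests on replicate 2. The value in carpels was 2.35 TP5M without replicate 2 and 9.27 TP5M with the totals scaled by the paper's overall genome-matched share, chosen after seeing the data. From the presence in flowers and the absence in these organs the paper proposes that the miRNA confines the expression of its target.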

In agreement with this putative role, grape-m9269 is expressed in open flowers and flowers at the beginning of blooming (Flower_F and Flower_FB), but is absent in stamens and carpels. This observation suggests a role in confining the target gene expression in the organs where the pollen grains grow and develop the pollen tubes.

Considering berry development, our atlas provides interesting hints on the maturation of a non-climacteric fruit, in which the regulatory role played by miRNAs has been scarcely investigated. Some of the most conserved miRNAs reveal intriguing profiles: among others, miR156 and miR164 seem to be involved in berry maturation, in an ethylene independent manner. *SPL* genes, targeted by vvi-miR156, decrease during berry ripening in grapevine [82] and, accordingly, we showed that vvi-miR156 is more expressed in the last stage of berry maturation. In tomato, an epimutation in an *SPL* gene is responsible for *Cnr* mutants, which result in colorless fruits with loss of cell-to-cell adhesion [82]. *SPL* genes are upstream of ethylene synthesis in tomato, activating maturation through alternative programs [83]. Furthermore, in *Arabidopsis*, an over expression of miR156 determines a reduced *SPL* genes activity and, by a subsequent regulation of several genes, lead to an accumulation of anthocyanins [84], likely connected to *DFR* gene activation [85], a flavonoid biosynthetic gene. These data reinforce the idea vvi-miR156 may be responsible for inducing maturation programs in grapevine berries, in an ethylene independent manner, through *SPL* genes regulatory networks and anthocyanins accumulation, secondary metabolites accumulating in mature berries of red grapevine varieties.

vvi-miR164 is also modulated during berry development (125.5 TP5M in berry at fruit set, then declines below the threshold of expression), confirming previous observations [24, 86] that show its gradual decrease during ripening. vvi-miR164 target gene is *VvNAC33* [28, 86], reported to increase during ripening [87]. Interestingly, its tomato homolog *LeNOR* exerts a direct role in berry ripening progression, being upstream of ethylene regulatory signals such as *CNR* [88, 89]

Considering the particular interest of secondary metabolites during berry maturation, and the large variety of phenylpropanoid compounds present in grapevine, two miRNAs caught our attention because their abundance patter may indicate a connection of miRNAs function to secondary metabolism. Vvi-miR395, whose abundance decreases from pre-*veraison* to maturity, as already reported in [25], down-regulates a class 2-sulphate transporter and it has been usually involved in sulphur uptake and assimilation, or in nutrient starvation response [90–92]. Class 3 sulphate transporters were shown to be down-regulated during late berry maturation, reinforcing the role of sulphate metabolism in berry ripening [93]. The link between sulphur depletion and flavonoid and stilbene biosynthetic pathways was studied in grapevine by Tavares et al. [94] in both photosynthetic and non photosynthetic tissues. In this respect, it is plausible that miR395, by regulating sulphate transporter, may be implicated in the activation of phenylpropanoid pathways.

The grapevine-specific miRNA grape-m6905, whose expression peaks in carpels and in berries at fruit set, being down-regulated at the onset of ripening, was predicted, instead, to target seven genes (Additional file 8) whose amino acid sequences share an identity ≥70% and are annotated as bifunctional dihydroflavonol 4-reductase flavanone 4-reductase-like (DFR-like) and cinnamoylCoA reductase-like proteins (CCR). *DFR* is a structural gene of the flavonoid biosynthesis pathway, specifically involved in anthocyanin and proanthocyanins biosynthesis [95], while CCR (GO:0006694; GO:0008207) might be involved in steroid and phenylpropanoid biosynthesis. Brassinosteroids (BR) are important regulators of ripening onset in grapevine [75], and induce the expression of the anthocyanin biosynthesis genes, such as *DFR*, when exogenously applied to berry skins [96]. BR endogenous level during berry ripening in grapevine accumulates in flower and early berry development (2 weeks after flowering, coincident with our berry at fruit set), and at late maturation stage [75]. Accordingly, grapevine genes involved in BR synthesis are up-regulated during berry development [75]. A reduction of grape- m6905 abundance right at the onset of ripening could coincide with an activation of BR synthesis and consecutively with berry maturation programs.

Our results on miRNA involvement in berry and inflorescence development highlight the importance of studying species-specific and conserved miRNAs in the context of specific metabolic pathways, such as berry maturation and secondary metabolism, and in specific organs, such as stamen and carpel, to uncover new roles for miRNAs, not limited to the conventional involvement in plant growth and development regulation.

## Conclusions

In the present study, we applied next-generation sequencing technology to study miRNA involvement in grapevine development. Our small RNA libraries, covering a large set of plant structures at different developing stages, allowed us to identify not only110 known miRNAs but also 175 novel miRNA candidates, considerably extending the number of miRNAs described in grapevine.

Our work assesses the spatio-temporal distribution of miRNAs, defining the role of miRNAs in sculpturing organ identity and fine tuning developmental programs. Combining target prediction and expression profile, we shed light on the functional role of some miRNAs adding insight on inflorescence and fruit development, reinforcing, among others, the role of the miR156/miR172 regulatory circuit in both inflorescence and berry development and suggesting a role of miRNAs in regulating hormonal-driven fruit maturation and inflorescence development. For example, stamen specific miRNAs are putatively involved in regulating ethylene production, stimulating stamen development.

Our atlas aims at becoming the reference for the future development of targeted functional studies, a first indispensable step towards the definition of miRNA involvement in grapevine development.

## Methods

### Plant material

All samples of *Vitis vinifera* L. cv Corvina were collected from a 7-year-old vineyard in Montorio, during 2008/2009 growing seasons.

Thirty five grapevine samples (listed in Table 1) from 13 different plant structures at different developmental stages were collected, sampling two biological replicates, except for seeds. All samples used in this study are those used for the transcriptomics atlas [4], from which RNA was isolated. Developmental stages were recorded according to the modified Eichorn and Lorenz system [97, 98] (for a detailed description of each sample see Additional file 13 and Fasoli et al. [4].

Leaves and roots at juvenile stage were collected from *Vitis vinifera* clone PN40024 grown *in vitro* on half strength Murashige and Skoog [99] MS medium with 15 g/l sucrose, at 25 °C with a 16 h light cycle.

### RNA extraction and library preparation

The small RNA fraction was isolated by two different methods, depending on tissue types. Specifically, small RNAs from leaf, stem, flower, tendril, anther, and carpel, were extracted with miR Premier™ MicroRNA Isolation Kit (Sigma-Aldrich®), following the manufacturer’s protocol. Small RNAs from bud, berry, rachis were first extracted using Plant RNA Isolation Reagent (PRIR – Life Technologies™) and followed by the miR Premier™ MicroRNA Isolation Kit (Sigma-Aldrich®). A total of 100 mg of ground tissue was used as input material. Small RNA quality and quantity were evaluated with a Nanodrop 1000 spectrometer (Thermoscientific). RNA integrity was determined on an Agilent 2100 Bioanalyzer using a small RNA chip (Agilent Technologies) according to the manufacturer’s instructions.

Small RNA libraries were constructed as previously described [25] following the TruSeq Small RNA Sample Preparation guide (Illumina Inc.). Seventy small RNA libraries were constructed starting from 50 ng of small RNA. Bar-coded libraries were amplified with 15 cycles PCR, prior to 6% PAGE gel purification. Corvina derived libraries were grouped in pools containing 6/7 libraries each and sequenced on an Illumina Hiseq2000 (Illumina Inc.). Small RNA libraries from PN40024 were constructed following the Small RNA Sample Prep Kit (Illumina Inc.), starting from 2 μg of small RNAs, and sequenced independently on a GAIIx Illumina Sequencer (Illumina Inc.). Library sequencing was performed by IGA Technology Services (Udine, Italy).

The sequencing data was submitted to GEO – NCBI under the accession number GSE59802.

### Computational analysis of sequencing data

Raw reads were trimmed by removing adaptor sequences and selecting reads between 18 and 34 nt long, which were then mapped to the reference *Vitis vinifera* L. genomic sequence (PN40024 [1] using Bowtie [100]. Perfect matches were retained, excluding those matching rRNAs, tRNAs, snRNAs and snoRNAs.

The abundance of each sequence was normalized to overcome sequencing bias. Data were normalized using the linear count scaling method [101] calculated as:

$$ \mathrm{T}\mathrm{P}\mathrm{M}\kern0.5em \mathrm{abundance}=\left[\frac{\boldsymbol{raw}\kern0.5em \boldsymbol{value}}{\left(\mathrm{total}\kern0.5em \mathrm{genome}\kern0.5em \mathrm{matches}\hbox{-} \mathrm{t}\backslash \mathrm{r}\backslash \mathrm{s}\mathrm{n}\backslash \mathrm{s}\mathrm{n}\mathrm{o}\backslash \mathrm{chloroplast}\backslash \mathrm{mitochondria}\kern0.5em \mathrm{matches}\right)}\right]\times \mathrm{n}\_\mathrm{base} $$

Where n_base is 5,000,000 and TP5M is Transcript Per 5 Million.

### Identification of annotated and novel vvi-miRNA

Annotated vvi-miRNAs (known vvi-miRNAs) were characterized in the 68 small RNA Corvina derived libraries, whereas novel vvi-miRNAs were identified using the whole set of Corvina and PN40024 libraries, by independently applying the miRNA identification pipeline. The analysis was performed as described by Jeong and colleagues [33] and Zhai and co-authors [34].

Finally, annotated vvi-miRNAs identified by the pipeline were passed through a careful manual inspection, evaluating their precursors and retrieving the most abundant isoform within the reads mapping on each precursor.

To discover novel vvi-miRNA candidates, we retained only those for which the most abundant sequence was 20, 21 or 22 nt long. All novel vvi-miRNA candidates were compared against miRBase version 20 to identify high-similarity homologs. Novel candidates were manually evaluated for precursor secondary structures, using the plant version of the UEA sRNA hairpin folding and annotation tool, with default settings [43]. For both annotated and novel miRNAs, complementary 3p/5p were retrieved when identified by the pipeline or when it was possible to recognize them according to the miRBase annotation.

### miRNA accumulation analysis

We defined a miRNA as “expressed” only when the values of both biological replicates were greater than or equal to the threshold set at 10TP5M. Any miRNA below this threshold was considered as “not expressed”. We defined a miRNA as “organ-specific” when it was present only in a given organ, in at least one of the developmental stages of that given organ and its abundance exceeded the threshold of 10TP5M. The final miRNA expression counts were obtained by calculating the average of the two normalized biological replicates.

### Target prediction and analysis

miRNA targets were identified using TargetFinder, release 1.6 (www.carringtonlab.org [44]). miRNAs were matched against the grape mRNA and long non-coding RNA sequences version 2.1 (V2.1_mrna.fa downloaded from http://genomes.cribi.unipd.it/grape/). Analyses were conducted setting a score cut off of four but results show targets with a score ≤ 3, to reduce false positives. psRNATarget [47] was used, with a score cut off 4.0, UPE:50.9 to check previous predictions.

We computed Pearson correlation values among all considered miRNA:target pairs, using the normalization procedure indicated in the following paragraph of the "Methods" section. To obtain a proper comparison, we also log10 transformed the values of the available expression data coming from [4], considering all the 24 common samples shared between the two datasets. A p-value cutoff was set to 0.05 and we selected all those pairs showing a negative correlation.

### Correlation and PCA analyses

Normalized reads (NR) of all miRNAs detected and predicted in this study were normalized for correlation analysis using the log_10_ (1 + NR) of expression value (normalized reads) profiles. The log_10_ (1 + NR) normalization was chosen first because of the very large range of expression values which produced a log-unimodal distribution and significant biases in the un-normalized correlation analysis. Second, we added a unity to the expression value due to the presence of zero entries. With this last choice, a value of zero still corresponds to zero of the log_10_ (1 + NR) function, thus making consistent the comparisons between profiles. As a distance metric we used the usual “one minus Pearson correlation” to compare the values of miRNA in 68 samples by taking the average of the log-normalized NR reads. 

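The Pearson r between replicates on log2 (1 + TP5M) over the catalogue sequences counted in either replicate had a median of 0.9281 over the 25 conditions of the atlas. It was highest in Tendril_WD (0.9786, 48 sequences) and lowest in Berry_MR (0.6711, 34 sequences) and Berry_PFS (0.707, 38 sequences). Rachis_R had 0.7758, Stamen 0.8424 and Carpel 0.8392. Libraries of different conditions had a median r of 0.7953. These correlations are across sequences, which are not independent replicates. No identical libraries (0 pairs) were found among the 70. With a pseudocount of 10 TP5M in place of 1, the median was 0.9469. Over all tags of 20 to 24 nt that reached 10 TP5M in at least 1 of the replicates it was 0.3528, a value lowered by that selection, since a tag that is high in either replicate alone is included.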

The log-normalized values were also used to evaluate the reproducibility of our replicates (Additional file 14). A Principal Component Analysis (PCA) has been performed on the same dataset.

### Real-Time PCR on mature miRNAs

Total RNA was extracted from two biological replicates of inflorescence and berries samples, using the Spectrum™ Plant Total RNA Kit (Sigma-Aldrich®), and subsequently DNase treated using DNA-Free™ Kit (Life Technologies™). RNA quality was checked using a spectrophotometer (DU640 Beckman) and its integrity was determined on an Agilent 2100 Bioanalyzer using a RNA 6000 Nano Kit (Agilent Technologies). Treated total RNA (200 ng) was subjected to pulsed reverse transcription following Varkonyi-Gasic [102], with minor modifications and using Superscript® III (Life Technologies™) and stem-loop specific primers. Absence of genomic DNA was verified by performing a control PCR on the Actin gene (*VIT_204s0044g00580*), whose primers span an intron, checking amplicon length.

RT-qPCR was performed using the SYBR Green PCR Master Mix (Life Technologies™), with reaction volumes of 25 μl, three technical replicates and running each plate on the 7300 Real-Time PCR System (Life Technologies™). Eight different miRNAs were tested using a poly-ubiquitin transcript (VIT_219s0177g00040, [103] and a snRNA U6 transcript (u6wg_chr6_15577690_15577792_+) as internal standards. Primers are listed in Additional file 15. The relative quantification of each miRNA tested was calculated from Ct value, using the 2-ΔΔCt method.

### Availability of supporting data

The sequence data supporting the results of this article are available in the GEO – NCBI data libraries under accession number GSE59802. Additionally, a publicly available database was set up at the following website https://mpss.udel.edu/dbs/index.php?SITE=grape_sRNA_atlas, hosting our small RNA libraries.

## Additional files

Additional file 1:
**Small RNA Libraries Sequencing Statistics.** A pool of 8 barcoded libraries were sequenced in a single channel, except for libraries constructed with tissues of PN40024 clone which were sequenced in a separate and individual channel. The description of library codes is indicated in Table 1. Additional file 2:
**Known vvi-miRNAs identified in Corvina-derived libraries.** List of reliable vvi-miRNAs from known miRNA precursors identified in Corvina-derived libraries. Additional file 3:
**Stem-loop structure of two miRNA loci generating more than one duplex.** Dot-bracket notation representing RNA stem-loop structure of some examples of miRNA loci, generating more than one distinct duplex from the same precursor. For each precursor MIR locus and mapping position (chromosome, strand, coordinates) are presented. Below the dot-bracket notation, distinct miRNA duplexes are aligned and the sum of the abundance (TP5M) of the reads is shown in parenthesis. The most abundant duplex is highlighted. Additional file 4:
**Novel vvi-miRNAs identified in Corvina-derived libraries.** List of novel *Vitis vinifera* miRNAs identified in small RNA libraries of Corvina-derived tissues. A temporary name has been given to each miRNA sequence either using a sequential numbering associated with the abbreviation mirC (miRNA Candidate) for those similar to other known plant miRNAs or using “grape-m” with a random numbering for those completely new candidates. Additional file 5:
**Novel vvi-miRNAs identified in PN40024-derived libraries.** List of novel *Vitis vinifera* miRNAs identified in small RNA libraries from tissues of the PN40024 clone. A temporary name has been given to each miRNA sequence either using a sequential numbering associated with the abbreviation miRC (miRNA Candidate) for those similar to other known plant miRNAs or using “grape-m” with a random numbering for those completely new candidates. Additional file 6:
**Secondary structure of novel miRNAs identified in Corvina-derived libraries.** List of all RNA secondary structures of novel miRNA precursors, predicted using the RNA folding tool of the UEA sRNA toolkit – Plant version [43]. The sequence of the mature miRNA is highlighted in red and the complementary sequence (miRNA*) is highlighted in pink when present. Additional file 7:
**Secondary structure of novel miRNAs identified in PN40024-derived libraries.** List of all RNA secondary structures of novel miRNA precursors, predicted using the RNA folding tool of the UEA sRNA toolkit – Plant version [43]. The sequence of the mature miRNA is highlighted in red and the complementary sequence (miRNA*) is highlighted in pink when present. Additional file 8:
**Putative targets of known and novel vvi-miRNAs**. List of putative targets as identified by TARGET FINDER. Only targets with score ≥ 3 are listed. GRAPE_IGGP_v1 12X assembly of *Vitis vinifera* genome and the v2 annotation were used. Additional file 9:
**Number of putative miRNA targets.** Number of putative miRNA target within the (A) PN40024 and (B) Corvina data sets, identified using the TargetFinder (release 1.6). Novel and known refer to the different classes of miRNAs. Additional file 10:
**miRNA - target correlations.** From a list of 933 predicted miRNA - target pairs we could find 815 pairs for which the target gene expression values are available from a public dataset [4]. The table reports the Pearson correlations of the pairs for which the P value is less than 0.05. The P value is computed for testing the hypothesis of no correlation against the alternative that there is a non-zero correlation. The annotations reported are the same as in Additional file 8. Additional file 11:
**Top 20 expressed miRNAs per tissue/developmental stage.** Top 20 expressed miRNAs in each tissue/developmental stage studied. Reads refers to the average of TP5M of both replicates. Additional file 12:
**Correlation matrix of the 25 grapevine samples used to define the miRNA atlas.** One minus Pearson correlation was used as a metric distance. Main clusters identified are highlighted with a red box. Additional file 13:
**Additional plant material details.**
Additional file 14:
**Pearson correlation between replicates.** Values of Pearson correlation between replicates using log2 transformed data. Additional file 15:
**Primers used for Real Time PCR (RT-qPCR).**

## Abbreviations

ACC ox: Aminocyclopropane-1-carboxylate oxidase homolog
AP2: APETALA 2 transcription factor
ARF: Auxin Response Factor
BR: Brassinosteroids
CCR: Cinnamoyl CoA reductase-like proteins
CNR: Colorless non-ripening mutation
DCL: Dicer-Like protein
DFR: Bifunctional dihydroflavonol 4-reductase flavanone 4-reductase
grape-mXXXX: Novel grapevine microRNA candidate
GRAS: Transcription factor of the family Gibberellin-Insensitive, Repressor of ga1-3, Scarecrow
GRF: Growth Regulating Factor
isomiR: Sequences that have variations with respect to the reference miRNA sequence
LeNOR: *Lycopersicon esculentum* non-ripening
miRNA*: microRNA star, the complementary strands of functional mature miRNA
MS: Murashige and Skoog medium
MYB: Transcription factor containing a Myb DNA binding domain
NR: Normalized reads
PCA: Principal Component analysis
PRIR: Plant RNA Isolation Reagent
RC-miRNAs: Reverse complementary microRNAs
RISC: RNA-induced silencing complex
RT-qPCR: Quantitative real-time polymerase chain reaction
snoRNA: small nucleolar RNA
snRNA: small nuclear RNA
SPL: Squamosa Promoter binding Like protein
TAS3: Trans-Acting siRNA locus 3
TCP: Transcription factor of the family Teosinte branched 1 – Cycloidea- PCF
TMV: Tobacco Mosaic Virus
TP5M: Tags per 5 million
vvi-miRC: *Vitis vinifera* miRNA candidate
vvi-miRNAs: *Vitis vinifera* microRNAs
VvNAC: *Vitis vinifera* NAM ATAF1/2 and CUC transcription factor

# Supplementary material for: miRVine: a microRNA expression atlas of grapevine based on small RNA sequencing
**Source:** BMC Genomics. 2015 May 16;16(1):393. doi: 10.1186/s12864-015-1610-5
**Supplement:** Additional file 5: — Novel vvi-miRNAs identified in PN40024-derived libraries. List of novel Vitis vinifera miRNAs identified in small RNA libraries from tissues of the PN40024 clone. A temporary name has been given to each miRNA sequence either using a sequential numbering associated with the abbreviation miRC (miRNA Candidate) for those similar to other known plant miRNAs or using “grape-m” with a random numbering for those completely new candidates.

| miRNA          | chr <sup>a</sup> | star <sup>a</sup> | end <sup>a</sup> | strand <sup>a</sup> | 5p sequence             | nt <sup>b</sup> | 3p sequence            | nt <sup>b</sup> | Abundance<br>5p <sup>c</sup> | Abundance<br>3p <sup>c</sup> |
|----------------|------------------|-------------------|------------------|---------------------|-------------------------|-----------------|------------------------|-----------------|------------------------------|------------------------------|
| vvi-miRC2118   | 19               | 9739626           | 9739720          | +                   | GGTATGGGTGGGCCGGGAAAA   | 21              | TTGCCGACTCCACCCATACCTA | 22              | 23                           | 12643                        |
| vvi-miRC3629f  | 19               | 5056194           | 5056436          | +                   | TTGGTTACCGAGAAAACGCAG   | 21              |                        |                 | 498                          |                              |
| vvi-miRC3635a  | 18               | 27417341          | 27417475         | +                   |                         |                 | ATTATGTCCCACACATGCCTC  | 21              |                              | 79                           |
| vvi-miRC391*   | 6                | 3976406           | 3976497          | -                   | TTCGCAGGAGAGATGACGCCGT  | 22              |                        |                 | 58                           |                              |
| vvi-miRC399j   | 10               | 2978899           | 2979015          | -                   |                         |                 | TGCCAAAGGAGATTTGCCCCG  | 21              |                              | 45                           |
| vvi-miRC482a*  | 14               | 19755468          | 19755588         | -                   | GGAATGGGCTGATTGGGATA    | 20              | TTTTCCCAATGCCGCCATTCC  | 22              | 7663                         | 2722                         |
| vvi-miRC5225a* | 14               | 28620631          | 28620733         | +                   | TCTGTCTGCAGGAGAGATGATGC | 22              |                        |                 | 755                          |                              |
| vvi-miRC529*   | 5                | 19124470          | 19124728         | -                   |                         |                 | AGAAGAGAGAGAGTACAGCTA  | 21              |                              | 1111                         |
| vvi-miRC535d   | Un               | 10256638          | 10256736         | -                   | TGACAACGAGAGAGAGCATGC   | 21              |                        |                 | 58                           |                              |
| vvi-miRC535e   | Un               | 10277197          | 10277295         | -                   | TGACAACGAGAGAGAGCATGC   | 21              |                        |                 | 58                           |                              |
| vvi-miRC535h   | Un               | 11738797          | 11739027         | +                   |                         |                 | TGACAACGAGAGAGAGCATGC  | 21              |                              | 58                           |
| vvi-miRC535i   | Un               | 11799052          | 11799267         | +                   |                         |                 | TGACAACGAGAGAGAGCATGC  | 21              |                              | 58                           |
| vvi-miRC535j*  | Un               | 11820795          | 11820908         | +                   | TGACAAAGAGAGAGAGCACAC   | 21              |                        |                 | 1116                         |                              |
| vvi-miRC535k   | Un               | 37604874          | 37604972         | -                   | TGACAACGAGAGAGAGCATGC   | 21              |                        |                 | 58                           |                              |
| vvi-miRC771    | 14               | 17188645          | 17188772         | -                   |                         |                 | TGAGTCTAATCGTCGTATGGC  | 21              |                              | 124                          |
| grape-m0193    | 13               | 20234980          | 20235070         | +                   |                         |                 | GTATCGGCAAACTACTCTGG   | 21              |                              | 176                          |
| grape-m0221    | 13               | 9274642           | 9274828          | -                   | TGGTTATAGAGAAGCTGAGCG   | 21              |                        |                 | 1436                         |                              |
| grape-m0250    | 13               | 21869432          | 21869586         | -                   |                         |                 | TGTAGAGACTCTAGTGATGGG  | 21              |                              | 264                          |
| grape-m0281*   | 14               | 10959011          | 10959186         | +                   | CTAGAGATTGTGGATTAGGCT   | 21              |                        |                 | 1614                         |                              |
| grape-m0283    | 14               | 12116273          | 12116391         | +                   |                         |                 | TGGAGGAGAATCTTGAAGTGC  | 21              |                              | 178                          |
| grape-m0297    | 14               | 22335451          | 22335595         | +                   | TTCTCAGCTACTAATATCAAG   | 21              |                        |                 | 60                           |                              |
| grape-m0534    | 17               | 5681196           | 5681433          | -                   | GTGGAGTTTGTGAAGCTTAT    | 21              | TGGTTTCAGATCACTCCTCCC  | 21              | 19                           | 49                           |
| grape-m0555    | 18               | 5500395           | 5500665          | +                   | TGGTTATAGAGAAGCTGAGCG   | 21              |                        |                 | 1436                         |                              |
| grape-m0563    | 18               | 13887168          | 13887304         | +                   |                         |                 | TGAGCTCTAACATTGGTGAAG  | 21              |                              | 31                           |
| grape-m0640    | 19               | 3974695           | 3974841          | +                   |                         |                 | CTTGATCTTTCTTTGACAGTG  | 21              |                              | 112                          |
| grape-m0641    | 19               | 4034775           | 4034921          | +                   |                         |                 | CTTGATCTTTCTTTGACAGTG  | 21              |                              | 112                          |
| grape-m0642    | 19               | 4078944           | 4079090          | +                   |                         |                 | CTTGATCTTTCTTTGACAGTG  | 21              |                              | 112                          |
| grape-m0657*   | 19               | 12889975          | 12890065         | +                   |                         |                 | GTTGGAAGCCGGTGGGGGACC  | 21              |                              | 273                          |
| grape-m0721*   | 1                | 3865560           | 3865686          | +                   | CATGGGCGGTTTGGTAAGAGG   | 21              | TCTTACCAACACCTCCATTCC  | 22              | 10905                        | 7499                         |
| grape-m0738    | 1                | 7530676           | 7530798          | +                   |                         |                 | TGGGGTACGAACTAGAGGTGG  | 21              |                              | 102                          |
| grape-m0941    | 2                | 14372620          | 14372799         | -                   | TGCAGACCGTTTTGGAGGAGG   | 21              |                        |                 | 91                           |                              |
| grape-m0954    | 13 random        | 2504393           | 2504483          | +                   |                         |                 | GTATCGGCAAACTACTCTGG   | 21              |                              | 176                          |

| miRNA        | chr <sup>a</sup> | star <sup>a</sup> | end <sup>a</sup> | strand <sup>a</sup> | 5p sequence           | nt <sup>b</sup> | 3p sequence            | nt <sup>b</sup> | Abundance<br>5p <sup>c</sup> | Abundance<br>3p <sup>c</sup> |
|--------------|------------------|-------------------|------------------|---------------------|-----------------------|-----------------|------------------------|-----------------|------------------------------|------------------------------|
| grape-m1073* | 4                | 378829            | 378904           | -                   |                       |                 | GGAGTGAAATTGCAGTGACGG  | 21              |                              | 73                           |
| grape-m1185  | 6                | 5662499           | 5662579          | +                   |                       |                 | GTGGCTTCACATCATGGCTTTA | 22              |                              | 56                           |
| grape-m1209  | 6                | 13593086          | 13593171         | -                   | TTGAGATTTCTGAATGCAGGC | 21              |                        |                 | 1297                         |                              |
| grape-m1235  | 7                | 13327670          | 13327812         | +                   |                       |                 | TAAGGTCCCAGTTCGAATCC   | 21              |                              | 148                          |
| grape-m1351  | 9                | 4633115           | 4633209          | +                   | AAAGATTGTTGCTGAAGAGTG | 21              |                        |                 | 221                          |                              |
| grape-m1398  | 9                | 12277787          | 12277891         | -                   |                       |                 | TAAGATTGTTGTTGAAGAATG  | 21              |                              | 559                          |

<sup>a</sup> Refers to the genomic localization on the GRAPE\_IGGP12Xv1 genome sequence.

<sup>b</sup> nucleotide, sequence length of the microRNA.

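Additional file 5 lists 34 distinct sequences. For 28 of them the printed sequence has the printed length, and 27 of these were counted in the PN40024 libraries. Their sums of TP5M over the leaf and root libraries ranged from 13.0 to 5546.6. The ratio to the paper's abundance had a median of 0.43 and ranged from 0.232 to 0.635 among counted sequences, and the Pearson r of the log10 values was 0.904 (across sequences, which are not independent replicates). The highest sum belonged to vvi-miRC2118-3p, with 11143 counts in leaf and 3217 in root, where the paper's reported abundance is 12643. Of the 28, 22 were higher in leaf than in root. The free-text descriptions of the PN40024 leaf and root libraries name the other organ, and the library titles were followed. There are no replicates of these libraries, and a sequence with 0 counts, such as grape-m0283-3p, is below 1.26 TP5M in leaf and 0.82 TP5M in root, the abundance of 3 counts. Over all 34 sequences the median sum was 36.1 TP5M, and scaling the totals by the paper's overall genome-matched share, chosen after seeing the data, moved it most, to 70.8 TP5M.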

<sup>c</sup> Sum of TP5M values from 2 libraries.

\*These miRNAs were also identified by Wang et al., 2011; Han et al., 2014, and Wang et al., 2014.

# Supplementary material for: miRVine: a microRNA expression atlas of grapevine based on small RNA sequencing
**Source:** BMC Genomics. 2015 May 16;16(1):393. doi: 10.1186/s12864-015-1610-5

vvi-miRC5225

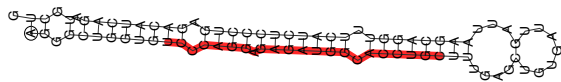

vvi-miRC530

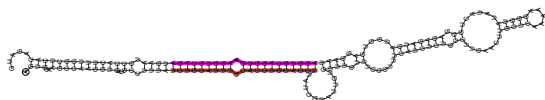

vvi-miRC530a

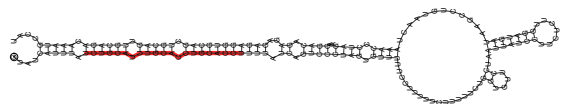

vvi-miRC535f

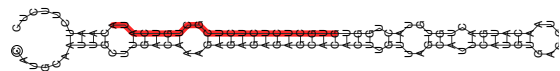

vvi-miRC535g

vvi-miRC7122

grape-m4912

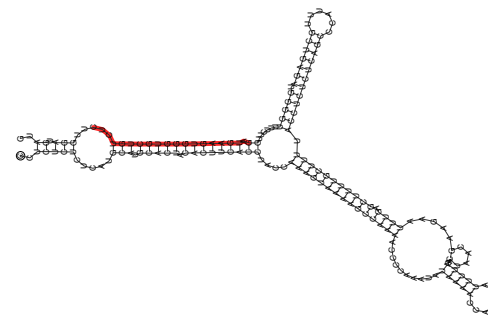

grape-m5176

grape-m5236

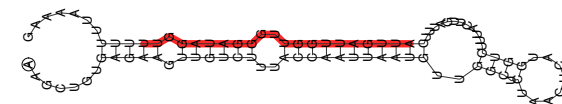

grape-m5380

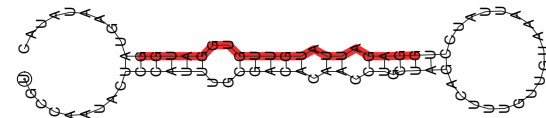

grape-m5408

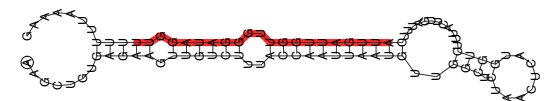

grape-m5638

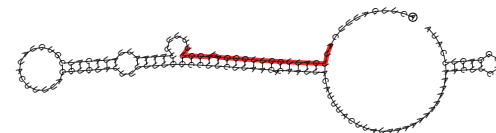

vvi-miRC827

vvi-miRC171h

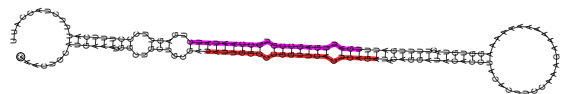

vvi-miRC171h.1

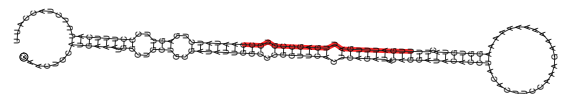

grape-m0033

grape-m0073

grape-m0256

grape-m5747

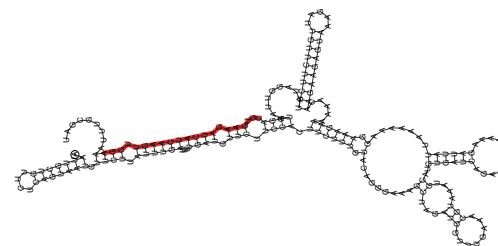

grape-m5836

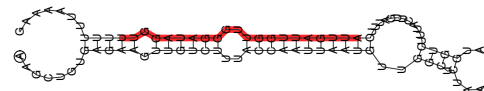

grape-m6251

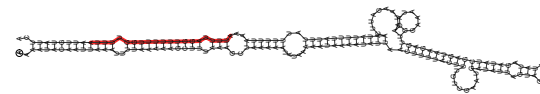

grape-m6520

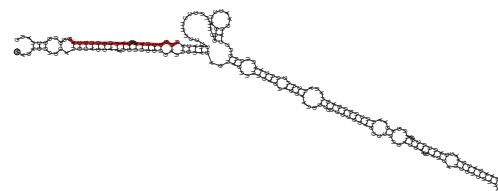

grape-m6580

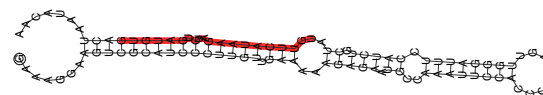

grape-m6581

grape-m0423

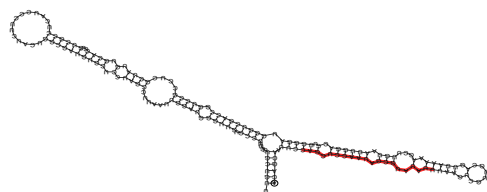

grape-m0447

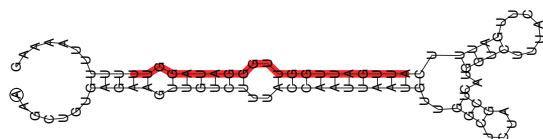

grape-m0477

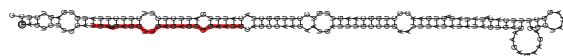

grape-m0479

grape-m0593

grape-m6603

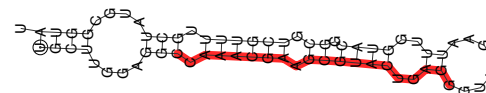

grape-m6710

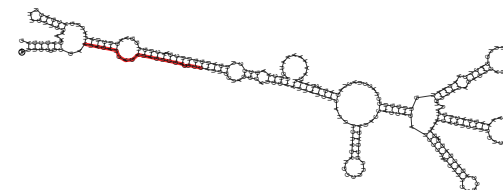

grape-m6790

grape-m6845

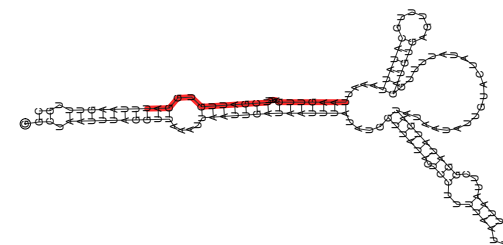

grape-m6873

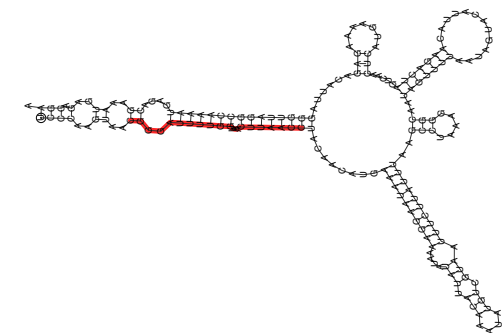

grape-m0693

grape-m6905

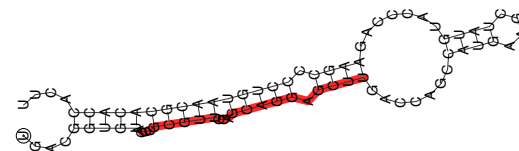

grape-m1119

grape-m6953

grape-m1120

grape-m7008

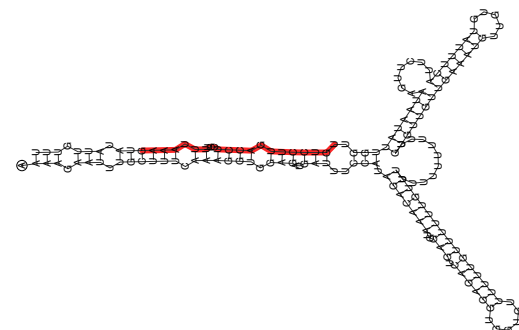

grape-m1191

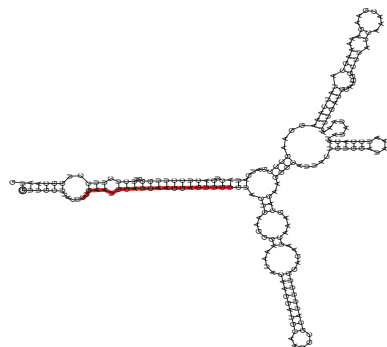

grape-m7192

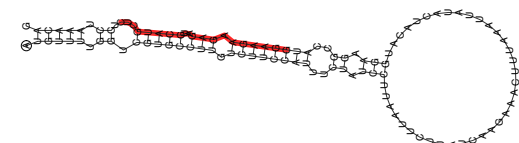

grape-m1203

grape-m7209

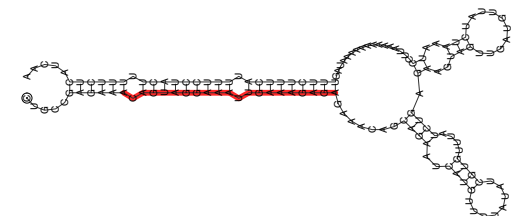

grape-m1354

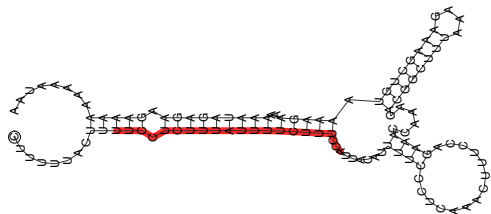

grape-m7218

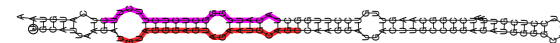

grape-m1364

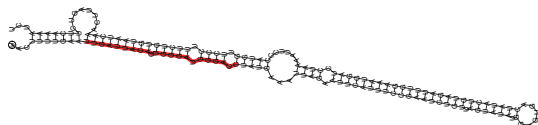

grape-m7388

grape-m1458

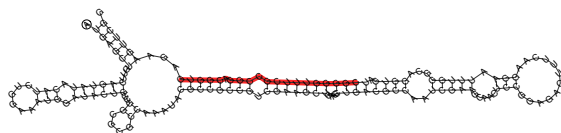

grape-m7484

grape-m1556

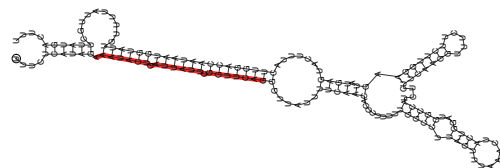

grape-m7540

grape-m1565

grape-m7644

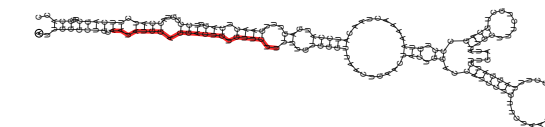

grape-m1612

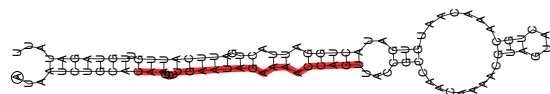

grape-m7670

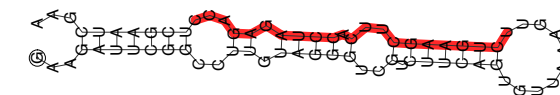

grape-m1662

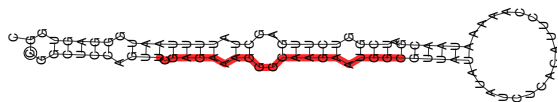

grape-m1944

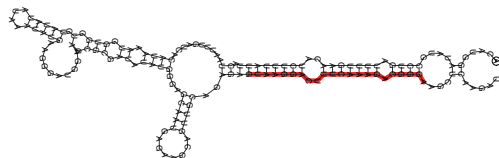

grape-m2136

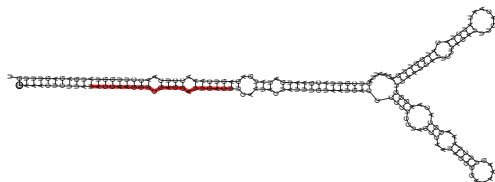

grape-m2196

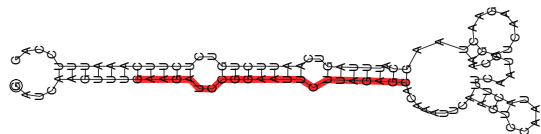

grape-m2399

grape-m2483

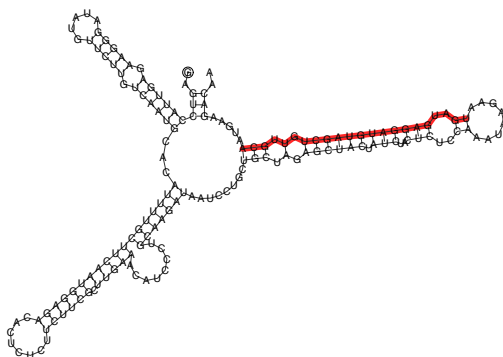

grape-m7692

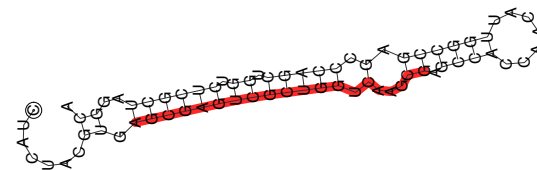

grape-m7774

grape-m7843

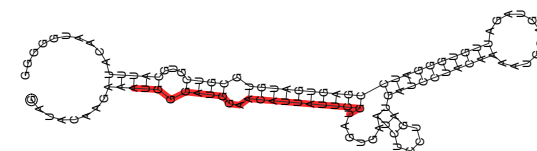

grape-m7969

grape-m8013

grape-m8119

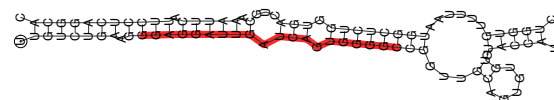

grape-m2616

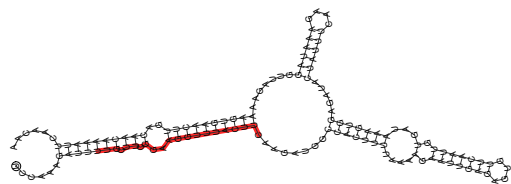

grape-m8278

grape-m2704

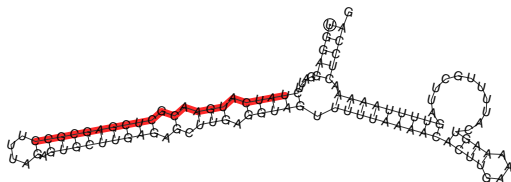

grape-m8392

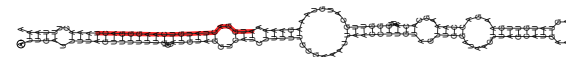

grape-m2830

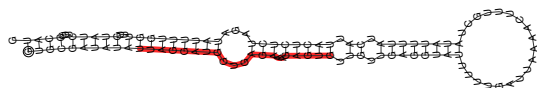

grape-m8399

grape-m2885

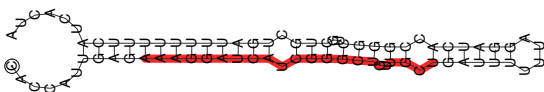

grape-m8476

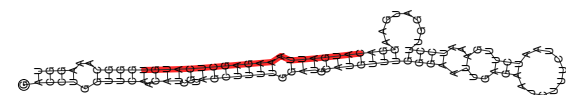

grape-m3054

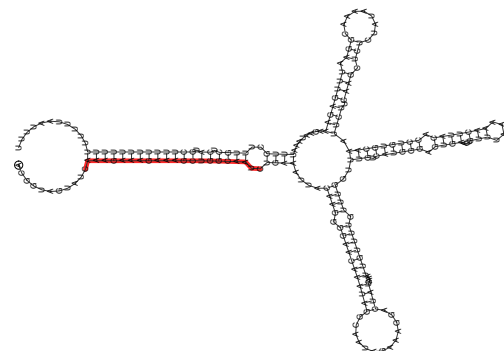

grape-m8937

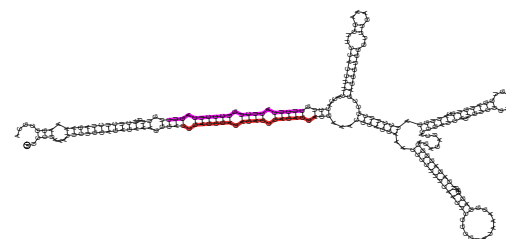

grape-m3147

grape-m8943

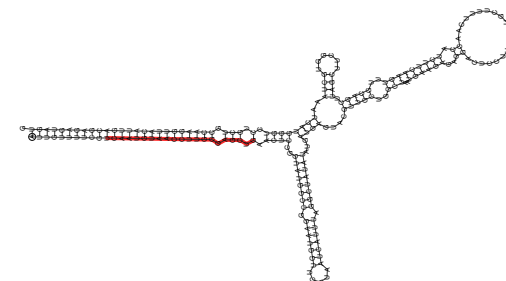

grape-m3245

grape-m8960

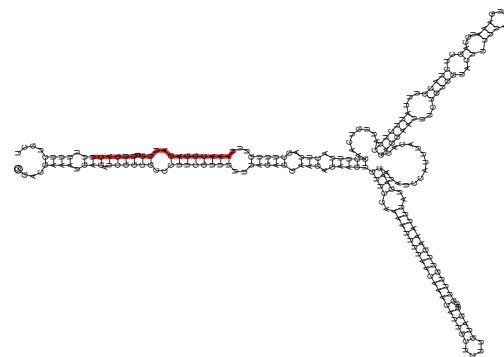

grape-m3409

grape-m8993

grape-m3453

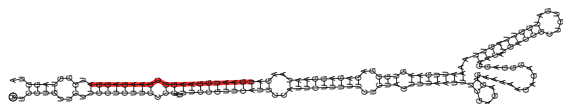

grape-m9163

grape-m3469

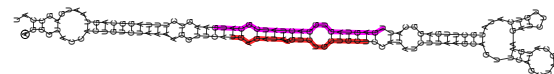

grape-m9201

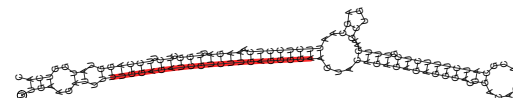

grape-m3618

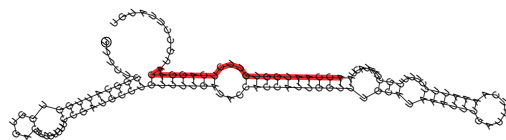

grape-m9269

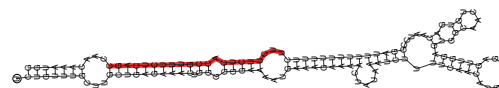

grape-m3772

grape-m9381

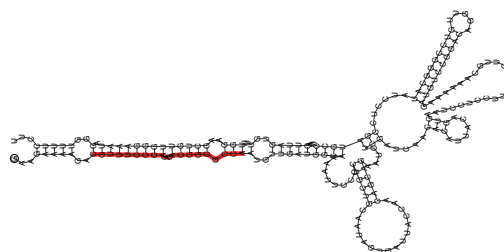

grape-m3778

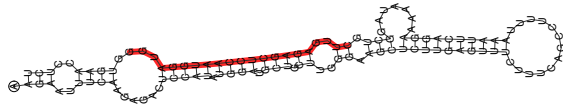

grape-m9401

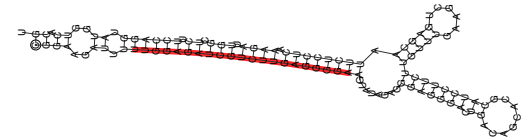

grape-m3816

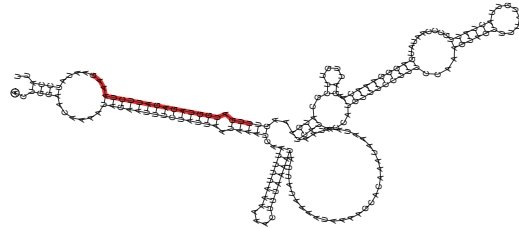

grape-m9410

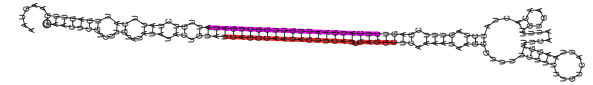

grape-m3841

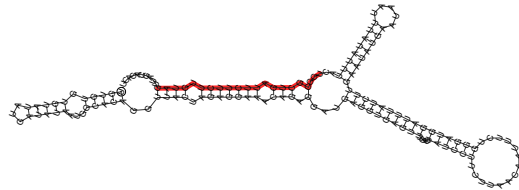

**Supplement:** Additional file 6: — Secondary structure of novel miRNAs identified in Corvina-derived libraries. List of all RNA secondary structures of novel miRNA precursors, predicted using the RNA folding tool of the UEA sRNA toolkit – Plant version [43]. The sequence of the mature miRNA is highlighted in red and the complementary sequence (miRNA*) is highlighted in pink when present.

# Supplementary material for: miRVine: a microRNA expression atlas of grapevine based on small RNA sequencing
**Source:** BMC Genomics. 2015 May 16;16(1):393. doi: 10.1186/s12864-015-1610-5

vvi-miRC2118

grape-m0283

vvi-miRC3629f

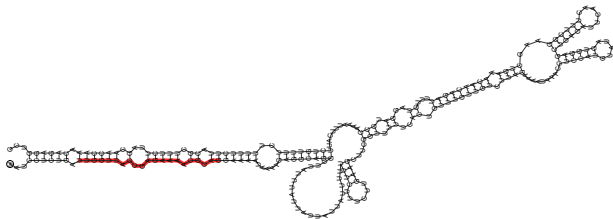

grape-m0297

vvi-miRC3635a

grape-m0534

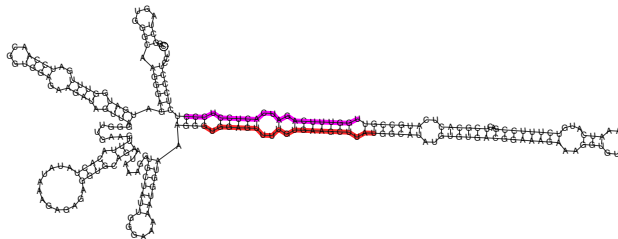

vvi-miRC391

grape-m0555

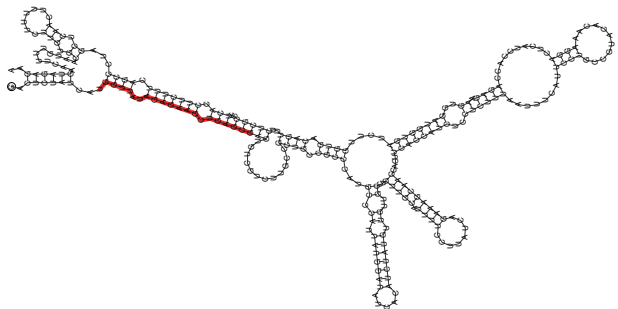

vvi-miRC399j

grape-m0563

vvi-miRC482a

grape-m0640

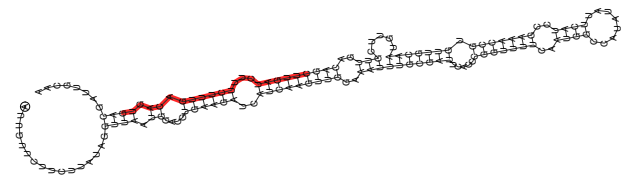

vvi-miRC5225a

grape-m0641

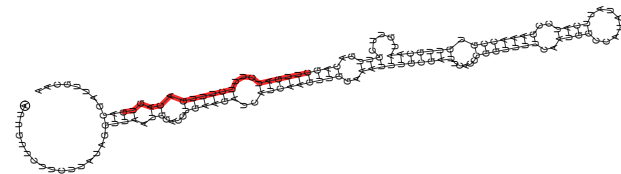

vvi-miRC529

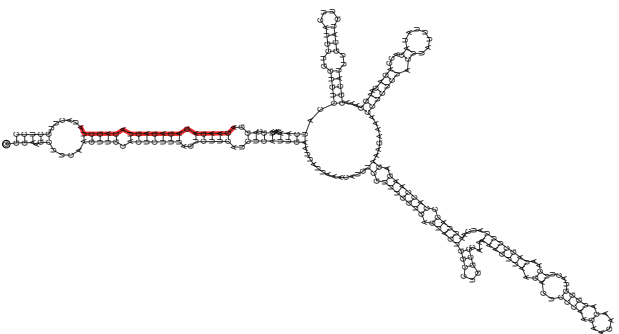

grape-m0642

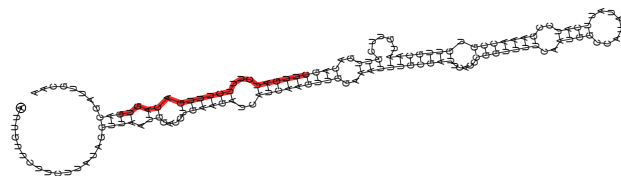

vvi-miRC535d

grape-m0657

vvi-miRC535e

grape-m0721

vvi-miRC535h

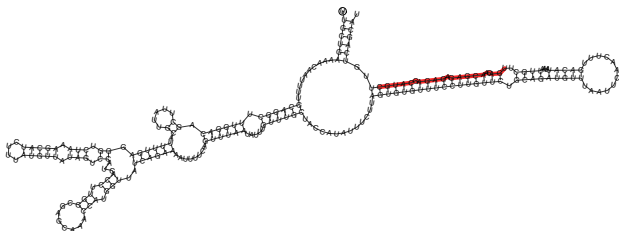

grape-m0738

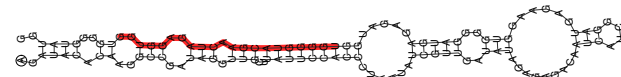

vvi-miRC535i

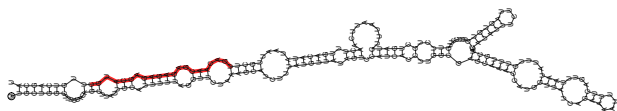

grape-m0941

vvi-miRC535j

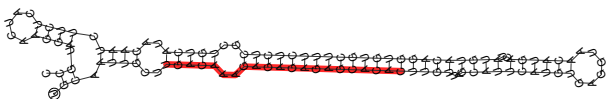

grape-m0954

vvi-miRC535k

grape-m1073

vvi-miRC771

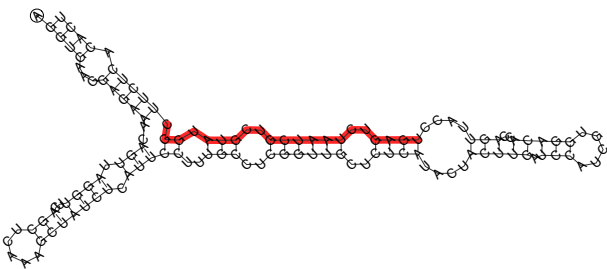

grape-m1185

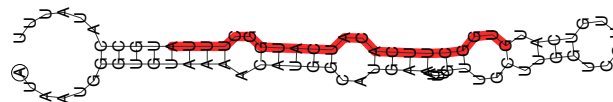

grape-m0193

grape-m1209

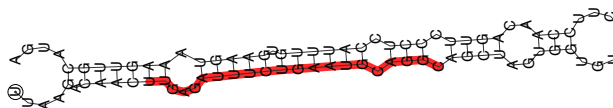

grape-m0221

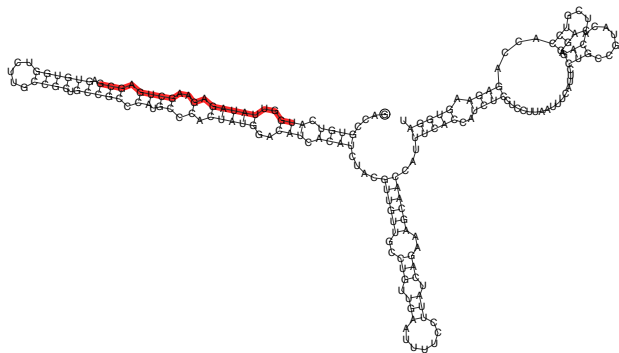

grape-m1235

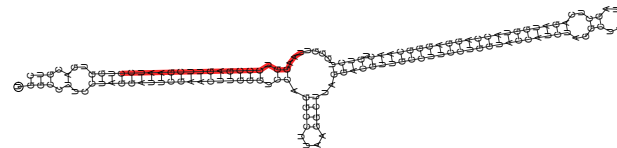

grape-m0250

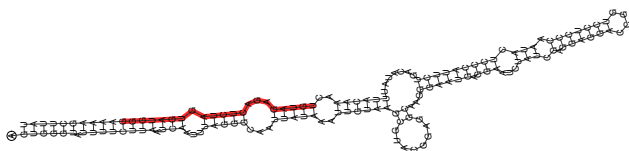

grape-m1351

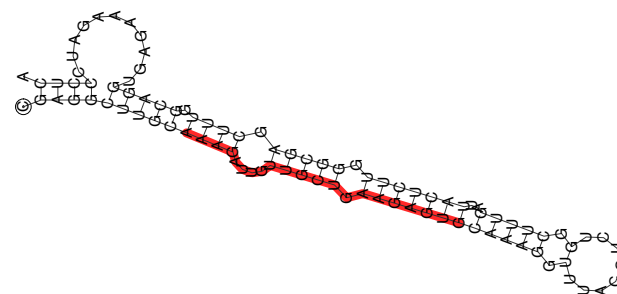

grape-m0281

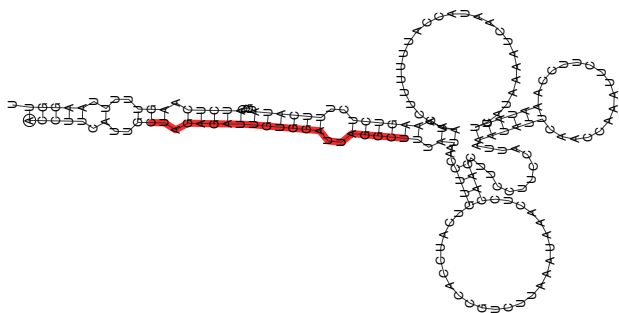

grape-m1398

**Supplement:** Additional file 7: — Secondary structure of novel miRNAs identified in PN40024-derived libraries. List of all RNA secondary structures of novel miRNA precursors, predicted using the RNA folding tool of the UEA sRNA toolkit – Plant version [43]. The sequence of the mature miRNA is highlighted in red and the complementary sequence (miRNA*) is highlighted in pink when present.

# Supplementary material for: miRVine: a microRNA expression atlas of grapevine based on small RNA sequencing
**Source:** BMC Genomics. 2015 May 16;16(1):393. doi: 10.1186/s12864-015-1610-5
**Supplement:** Additional file 10: — miRNA - target correlations. From a list of 933 predicted miRNA - target pairs we could find 815 pairs for which the target gene expression values are available from a public dataset [4]. The table reports the Pearson correlations of the pairs for which the P value is less than 0.05. The P value is computed for testing the hypothesis of no correlation against the alternative that there is a non-zero correlation. The annotations reported are the same as in Additional file 8.

| miRNA          | Target id          | Correlation | P value  | Annotation                                                          |
|----------------|--------------------|-------------|----------|---------------------------------------------------------------------|
| grape-m5176    | VIT_218s0001g11250 | -0.46       | 2.50E-02 | NBS-LRR resistance protein                                          |
| grape-m6905    | VIT_213s0064g00290 | -0.44       | 3.11E-02 | bifunctional dihydroflavonol 4-reductase flavanone 4-reductase-like |
| vvi-miR156b-5p | VIT_201s0011g00130 | -0.52       | 8.90E-03 | squamosa promoter-binding-like protein 6-like                       |
| vvi-miR156b-5p | VIT_208s0007g06270 | -0.47       | 1.92E-02 | squamosa promoter-binding-like protein 9-like                       |
| vvi-miR156b-5p | VIT_211s0065g00170 | -0.45       | 2.71E-02 | squamosa promoter-binding-like protein 12-like                      |
| vvi-miR156b-5p | VIT_215s0021g02290 | -0.44       | 3.14E-02 | squamosa promoter-binding-like protein 7-like                       |
| vvi-miR156b-5p | VIT_214s0068g01780 | -0.42       | 4.03E-02 | squamosa promoter-binding-like protein 16-like                      |
| vvi-miR156c-5p | VIT_201s0011g00130 | -0.52       | 8.90E-03 | squamosa promoter-binding-like protein 6-like                       |
| vvi-miR156c-5p | VIT_208s0007g06270 | -0.47       | 1.92E-02 | squamosa promoter-binding-like protein 9-like                       |
| vvi-miR156c-5p | VIT_211s0065g00170 | -0.45       | 2.71E-02 | squamosa promoter-binding-like protein 12-like                      |
| vvi-miR156c-5p | VIT_215s0021g02290 | -0.44       | 3.14E-02 | squamosa promoter-binding-like protein 7-like                       |
| vvi-miR156c-5p | VIT_214s0068g01780 | -0.42       | 4.03E-02 | squamosa promoter-binding-like protein 16-like                      |
| vvi-miR156d-5p | VIT_201s0011g00130 | -0.52       | 8.90E-03 | squamosa promoter-binding-like protein 6-like                       |
| vvi-miR156d-5p | VIT_208s0007g06270 | -0.47       | 1.92E-02 | squamosa promoter-binding-like protein 9-like                       |
| vvi-miR156d-5p | VIT_211s0065g00170 | -0.45       | 2.71E-02 | squamosa promoter-binding-like protein 12-like                      |
| vvi-miR156d-5p | VIT_215s0021g02290 | -0.44       | 3.14E-02 | squamosa promoter-binding-like protein 7-like                       |
| vvi-miR156d-5p | VIT_214s0068g01780 | -0.42       | 4.03E-02 | squamosa promoter-binding-like protein 16-like                      |
| vvi-miR156f    | VIT_211s0065g00170 | -0.53       | 7.18E-03 | squamosa promoter-binding-like protein 12-like                      |
| vvi-miR156f    | VIT_217s0000g05020 | -0.44       | 3.07E-02 | squamosa promoter-binding-like protein 6-like                       |
| vvi-miR156g-5p | VIT_211s0065g00170 | -0.53       | 7.18E-03 | squamosa promoter-binding-like protein 12-like                      |
| vvi-miR156g-5p | VIT_217s0000g05020 | -0.44       | 3.07E-02 | squamosa promoter-binding-like protein 6-like                       |
| vvi-miR156i    | VIT_211s0065g00170 | -0.53       | 7.18E-03 | squamosa promoter-binding-like protein 12-like                      |
| vvi-miR156i    | VIT_217s0000g05020 | -0.44       | 3.07E-02 | squamosa promoter-binding-like protein 6-like                       |
| vvi-miR166b-3p | VIT_204s0008g03250 | -0.51       | 1.09E-02 | class III HD-Zip protein 8                                          |
| vvi-miR166d-5p | VIT_208s0056g01350 | -0.46       | 2.54E-02 | uncharacterized protein                                             |
| vvi-miR3635-3p | VIT_217s0000g05850 | -0.52       | 8.69E-03 | ABC transporter retinal flippase subfamily                          |
| vvi-miR394c    | VIT_201s0010g03730 | -0.60       | 1.85E-03 | F-box family protein                                                |
| vvi-miR394c    | VIT_201s0010g03730 | -0.60       | 1.85E-03 | F-box family protein                                                |
| vvi-miR396a-5p | VIT_202s0025g02680 | -0.42       | 4.36E-02 | uncharacterized protein loc100258227                                |
| vvi-miR396c-5p | VIT_202s0025g02680 | -0.48       | 1.85E-02 | uncharacterized protein loc100258227                                |
| vvi-miR396d-5p | VIT_202s0025g02680 | -0.48       | 1.85E-02 | uncharacterized protein loc100258227                                |
| vvi-miR397a-5p | VIT_208s0040g01790 | -0.43       | 3.83E-02 | laccase (diphenol oxidase)-like protein                             |

|                 |                    |       |          |                                         |
|-----------------|--------------------|-------|----------|-----------------------------------------|
| vvi-miR397a-5p  | VIT_208s0040g01790 | -0.43 | 3.83E-02 | laccase (diphenol oxidase)-like protein |
| vvi-miR408-3p   | VIT_212s0034g01140 | -0.48 | 1.86E-02 | basic blue protein                      |
| vvi-miR408-3p   | VIT_218s0001g15240 | -0.42 | 4.17E-02 | basic blue protein                      |
| vvi-miRC171h-3p | VIT_202s0154g00400 | -0.48 | 1.69E-02 | gras family transcription factor        |
| vvi-miRC171j    | VIT_202s0154g00400 | -0.48 | 1.69E-02 | gras family transcription factor        |
| vvi-miRC477c-3p | VIT_217s0000g02070 | -0.44 | 3.19E-02 | deoxyhypusine synthase                  |
| vvi-miRC477d-3p | VIT_217s0000g02070 | -0.44 | 3.19E-02 | deoxyhypusine synthase                  |
| vvi-miRC477e-3p | VIT_217s0000g02070 | -0.44 | 3.19E-02 | deoxyhypusine synthase                  |
| vvi-miRC477g-3p | VIT_217s0000g02070 | -0.44 | 3.19E-02 | deoxyhypusine synthase                  |
| vvi-miRC477h-3p | VIT_217s0000g02070 | -0.44 | 3.19E-02 | deoxyhypusine synthase                  |

# Supplementary material for: miRVine: a microRNA expression atlas of grapevine based on small RNA sequencing
**Source:** BMC Genomics. 2015 May 16;16(1):393. doi: 10.1186/s12864-015-1610-5
**Supplement:** Additional file 11: — Top 20 expressed miRNAs per tissue/developmental stage. Top 20 expressed miRNAs in each tissue/developmental stage studied. Reads refers to the average of TP5M of both replicates.

| Leaf_M |                  |         | Bud_AB |                  |         | Bud_W |                  |         | Bud_L |                  |         |
|--------|------------------|---------|--------|------------------|---------|-------|------------------|---------|-------|------------------|---------|
| S.No   | miRNAs           | Reads   | S.No   | miRNAs           | Reads   | S.No  | miRNAs           | Reads   | S.No  | miRNAs           | Reads   |
| 1      | vvi-miR166c-3p   | 1411846 | 1      | vvi-miR166c-3p   | 1346029 | 1     | vvi-miR166c-3p   | 555991  | 1     | vvi-miR166c-3p   | 92987   |
| 2      | vvi-miR166d-3p   | 1411846 | 2      | vvi-miR166d-3p   | 1346029 | 2     | vvi-miR166d-3p   | 555991  | 2     | vvi-miR166d-3p   | 92987   |
| 3      | vvi-miR166e-3p   | 1411846 | 3      | vvi-miR166e-3p   | 1346029 | 3     | vvi-miR166e-3p   | 555991  | 3     | vvi-miR166e-3p   | 92987   |
| 4      | vvi-miR166f-3p   | 1411846 | 4      | vvi-miR166f-3p   | 1346029 | 4     | vvi-miR166f-3p   | 555991  | 4     | vvi-miR166f-3p   | 92987   |
| 5      | vvi-miR166g-3p   | 1411846 | 5      | vvi-miR166g-3p   | 1346029 | 5     | vvi-miR166g-3p   | 555991  | 5     | vvi-miR166g-3p   | 92987   |
| 6      | vvi-miR166h-3p   | 1411846 | 6      | vvi-miR166h-3p   | 1346029 | 6     | vvi-miR166h-3p   | 555991  | 6     | vvi-miR166h-3p   | 92987   |
| 7      | vvi-miRC166i-3p  | 1411846 | 7      | vvi-miRC166i-3p  | 1346029 | 7     | vvi-miRC166i-3p  | 555991  | 7     | vvi-miRC166i-3p  | 92987   |
| 8      | vvi-miR3634-3p   | 873783  | 8      | vvi-miR3634-3p   | 151813  | 8     | vvi-miR166a-3p   | 364999  | 8     | vvi-miR166a-3p   | 48087.5 |
| 9      | vvi-miR166a-3p   | 269926  | 9      | vvi-miR166a-3p   | 145257  | 9     | vvi-miR3634-3p   | 153711  | 9     | vvi-miR3634-3p   | 15087   |
| 10     | vvi-miR396c-5p   | 20442.5 | 10     | vvi-miR159c.1-3p | 27701.5 | 10    | vvi-miR159c.1-3p | 80921   | 10    | vvi-miR159c.2-3p | 12475.5 |
| 11     | vvi-miR396d-5p   | 20442.5 | 11     | grape-m3245-5p   | 22767   | 11    | vvi-miR162-3p    | 18238   | 11    | vvi-miR482-5p    | 7835    |
| 12     | vvi-miR162-3p    | 7812    | 12     | vvi-miR159c.2-3p | 10538   | 12    | grape-m3245-3p   | 17219   | 12    | grape-m3245-3p   | 6280    |
| 13     | vvi-miR396b-5p   | 5868.5  | 13     | vvi-miR166b-3p   | 7501    | 13    | vvi-miR3623-5p   | 16886   | 13    | grape-m3245-5p   | 6120    |
| 14     | vvi-miR159c.1-3p | 5538    | 14     | vvi-miR319b-3p   | 6495    | 14    | vvi-miR403a-3p   | 12730.5 | 14    | vvi-miR162-3p    | 5489    |
| 15     | vvi-miR403a-3p   | 2389    | 15     | vvi-miR319c-3p   | 6495    | 15    | vvi-miR403b      | 12730.5 | 15    | vvi-miR166c-5p   | 4634    |
| 16     | vvi-miR403b      | 2389    | 16     | vvi-miR319f-3p   | 6495    | 16    | vvi-miR403d      | 12730.5 | 16    | vvi-miR166e-5p   | 4634    |
| 17     | vvi-miR403d      | 2389    | 17     | vvi-miR319g      | 6495    | 17    | vvi-miR403e-3p   | 12730.5 | 17    | vvi-miRC166i-5p  | 4634    |
| 18     | vvi-miR403e-3p   | 2389    | 18     | vvi-miR159c.2-5p | 4646.5  | 18    | vvi-miR403f-3p   | 12730.5 | 18    | vvi-miR482-3p    | 4012.5  |
| 19     | vvi-miR403f-3p   | 2389    | 19     | vvi-miR482-5p    | 4146.5  | 19    | vvi-miR479-3p    | 11886   | 19    | vvi-miR403a-3p   | 3584.5  |
| 20     | vvi-miR3624-3p   | 2351    | 20     | vvi-miR482-3p    | 3137    | 20    | vvi-miR319b-3p   | 10155   | 20    | vvi-miR403b      | 3584.5  |

| Bud_B |                 |        | Rachis-FS |                  |         | Rachis-PFS |                 |         | Rachis-V |                  |        |
|-------|-----------------|--------|-----------|------------------|---------|------------|-----------------|---------|----------|------------------|--------|
| S.No  | miRNAs          | Reads  | S.No      | miRNAs           | Reads   | S.No       | miRNAs          | Reads   | S.No     | miRNAs           | Reads  |
| 1     | vvi-miR3634-3p  | 166556 | 1         | vvi-miR166c-3p   | 203009  | 1          | vvi-miR166c-3p  | 138097  | 1        | vvi-miR166c-3p   | 376710 |
| 2     | vvi-miR166c-3p  | 147487 | 2         | vvi-miR166d-3p   | 203009  | 2          | vvi-miR166d-3p  | 138097  | 2        | vvi-miR166d-3p   | 376710 |
| 3     | vvi-miR166d-3p  | 147487 | 3         | vvi-miR166e-3p   | 203009  | 3          | vvi-miR166e-3p  | 138097  | 3        | vvi-miR166e-3p   | 376710 |
| 4     | vvi-miR166e-3p  | 147487 | 4         | vvi-miR166f-3p   | 203009  | 4          | vvi-miR166f-3p  | 138097  | 4        | vvi-miR166f-3p   | 376710 |
| 5     | vvi-miR166f-3p  | 147487 | 5         | vvi-miR166g-3p   | 203009  | 5          | vvi-miR166g-3p  | 138097  | 5        | vvi-miR166g-3p   | 376710 |
| 6     | vvi-miR166g-3p  | 147487 | 6         | vvi-miR166h-3p   | 203009  | 6          | vvi-miR166h-3p  | 138097  | 6        | vvi-miR166h-3p   | 376710 |
| 7     | vvi-miR166h-3p  | 147487 | 7         | vvi-miRC166i-3p  | 203009  | 7          | vvi-miRC166i-3p | 138097  | 7        | vvi-miRC166i-3p  | 376710 |
| 8     | vvi-miRC166i-3p | 147487 | 8         | vvi-miR159c.1-3p | 92341.5 | 8          | vvi-miR166a-3p  | 75475.5 | 8        | vvi-miR166a-3p   | 85632  |
| 9     | vvi-miR166a-3p  | 132012 | 9         | vvi-miR166a-3p   | 38556   | 9          | vvi-miR3634-3p  | 54838   | 9        | vvi-miR159c.1-3p | 57627  |

|    |                  |         |    |                 |         |    |                  |        |    |                |         |
|----|------------------|---------|----|-----------------|---------|----|------------------|--------|----|----------------|---------|
| 10 | vvi-miR159c.1-3p | 19145.5 | 10 | grape-m3245-5p  | 15702   | 10 | vvi-miR482-5p    | 30074  | 10 | vvi-miR3634-3p | 53037   |
| 11 | vvi-miR159c.2-3p | 11873   | 11 | vvi-miR319b-3p  | 15008.5 | 11 | vvi-miR159c.1-3p | 17441  | 11 | grape-m3245-5p | 10836.5 |
| 12 | vvi-miR482-5p    | 8991    | 12 | vvi-miR319c-3p  | 15008.5 | 12 | vvi-miR319b-3p   | 13780  | 12 | vvi-miR319b-3p | 7697    |
| 13 | grape-m3245-5p   | 8441.5  | 13 | vvi-miR319f-3p  | 15008.5 | 13 | vvi-miR319c-3p   | 13780  | 13 | vvi-miR319c-3p | 7697    |
| 14 | grape-m3245-3p   | 7087    | 14 | vvi-miR319g     | 15008.5 | 14 | vvi-miR319f-3p   | 13780  | 14 | vvi-miR319f-3p | 7697    |
| 15 | vvi-miR166b-5p   | 6810.5  | 15 | vvi-miR3634-3p  | 8488.5  | 15 | vvi-miR319g      | 13780  | 15 | vvi-miR319g    | 7697    |
| 16 | vvi-miR166f-5p   | 6810.5  | 16 | vvi-miR3633a-5p | 2451.5  | 16 | grape-m3245-5p   | 9973.5 | 16 | vvi-miR482-5p  | 6126    |
| 17 | vvi-miR166c-5p   | 4577    | 17 | vvi-miR482-5p   | 2064.5  | 17 | vvi-miR166c-5p   | 8773.5 | 17 | grape-m3245-3p | 3692.5  |
| 18 | vvi-miR166e-5p   | 4577    | 18 | vvi-miRC396e-5p | 1817.5  | 18 | vvi-miR166e-5p   | 8773.5 | 18 | vvi-miR162-3p  | 3369    |
| 19 | vvi-miRC166i-5p  | 4577    | 19 | grape-m2399     | 1682    | 19 | vvi-miRC166i-5p  | 8773.5 | 19 | vvi-miR319e    | 3184.5  |
| 20 | vvi-miR403a-3p   | 4511.5  | 20 | grape-m7218-5p  | 1430.5  | 20 | vvi-miR3633a-5p  | 8456   | 20 | vvi-miR166c-5p | 2504    |

| Rachis-MR |                  |         | Rachis-R |                  |         | Stem-G |                  |         | Tendril-Y |                  |         |
|-----------|------------------|---------|----------|------------------|---------|--------|------------------|---------|-----------|------------------|---------|
| S.No      | miRNAs           | Reads   | S.No     | miRNAs           | Reads   | S.No   | miRNAs           | Reads   | S.No      | miRNAs           | Reads   |
| 1         | vvi-miR166c-3p   | 76117   | 1        | vvi-miR166a-3p   | 41422.5 | 1      | vvi-miR3634-3p   | 336382  | 1         | vvi-miR166a-3p   | 374005  |
| 2         | vvi-miR166d-3p   | 76117   | 2        | vvi-miR3634-3p   | 40550   | 2      | vvi-miR166a-3p   | 259763  | 2         | vvi-miR3634-3p   | 255677  |
| 3         | vvi-miR166e-3p   | 76117   | 3        | vvi-miR166c-3p   | 32917.5 | 3      | vvi-miR166c-3p   | 154311  | 3         | vvi-miR166c-3p   | 110023  |
| 4         | vvi-miR166f-3p   | 76117   | 4        | vvi-miR166d-3p   | 32917.5 | 4      | vvi-miR166d-3p   | 154311  | 4         | vvi-miR166d-3p   | 110023  |
| 5         | vvi-miR166g-3p   | 76117   | 5        | vvi-miR166e-3p   | 32917.5 | 5      | vvi-miR166e-3p   | 154311  | 5         | vvi-miR166e-3p   | 110023  |
| 6         | vvi-miR166h-3p   | 76117   | 6        | vvi-miR166f-3p   | 32917.5 | 6      | vvi-miR166f-3p   | 154311  | 6         | vvi-miR166f-3p   | 110023  |
| 7         | vvi-miRC166i-3p  | 76117   | 7        | vvi-miR166g-3p   | 32917.5 | 7      | vvi-miR166g-3p   | 154311  | 7         | vvi-miR166g-3p   | 110023  |
| 8         | vvi-miR3634-3p   | 49577   | 8        | vvi-miR166h-3p   | 32917.5 | 8      | vvi-miR166h-3p   | 154311  | 8         | vvi-miR166h-3p   | 110023  |
| 9         | vvi-miR166a-3p   | 43691   | 9        | vvi-miRC166i-3p  | 32917.5 | 9      | vvi-miRC166i-3p  | 154311  | 9         | vvi-miRC166i-3p  | 110023  |
| 10        | vvi-miR482-5p    | 14858.5 | 10       | vvi-miR162-3p    | 10113   | 10     | vvi-miR159c.1-3p | 30370.5 | 10        | vvi-miR159c.1-3p | 24273.5 |
| 11        | vvi-miR159c.1-3p | 10484.5 | 11       | vvi-miR482-5p    | 9525.5  | 11     | vvi-miR319b-3p   | 26134   | 11        | vvi-miR482-5p    | 21938   |
| 12        | grape-m3245-5p   | 7221    | 12       | grape-m3245-5p   | 8008.5  | 12     | vvi-miR319c-3p   | 26134   | 12        | vvi-miR162-3p    | 13413   |
| 13        | vvi-miR162-3p    | 5766.5  | 13       | grape-m3245-3p   | 4968.5  | 13     | vvi-miR319f-3p   | 26134   | 13        | grape-m3245-3p   | 12087   |
| 14        | grape-m3245-3p   | 5631    | 14       | vvi-miR159c.1-3p | 3732    | 14     | vvi-miR319g      | 26134   | 14        | vvi-miR166c-5p   | 8793.5  |
| 15        | vvi-miR166c-5p   | 3889.5  | 15       | vvi-miR3633a-5p  | 3336    | 15     | vvi-miR482-5p    | 9238    | 15        | vvi-miR166e-5p   | 8793.5  |
| 16        | vvi-miR166e-5p   | 3889.5  | 16       | vvi-miR3623-3p   | 2922.5  | 16     | vvi-miR166c-5p   | 8830    | 16        | vvi-miRC166i-5p  | 8793.5  |
| 17        | vvi-miRC166i-5p  | 3889.5  | 17       | vvi-miR403a-3p   | 2297    | 17     | vvi-miR166e-5p   | 8830    | 17        | grape-m3245-5p   | 7886    |
| 18        | vvi-miR3633a-5p  | 2678.5  | 18       | vvi-miR403b      | 2297    | 18     | vvi-miRC166i-5p  | 8830    | 18        | vvi-miR319b-3p   | 5806.5  |
| 19        | vvi-miR403a-3p   | 2184    | 19       | vvi-miR403d      | 2297    | 19     | grape-m3245-5p   | 6694.5  | 19        | vvi-miR319c-3p   | 5806.5  |
| 20        | vvi-miR403b      | 2184    | 20       | vvi-miR403e-3p   | 2297    | 20     | vvi-miR396c-5p   | 5793    | 20        | vvi-miR319f-3p   | 5806.5  |

| Tendrill-WD |                  |         | Carpel |                  |         | Stamen |                  |         | Inf-Y |                  |         |
|-------------|------------------|---------|--------|------------------|---------|--------|------------------|---------|-------|------------------|---------|
| S.No        | miRNAs           | Reads   | S.No   | miRNAs           | Reads   | S.No   | miRNAs           | Reads   | S.No  | miRNAs           | Reads   |
| 1           | vvi-miR166a-3p   | 468851  | 1      | vvi-miR159c.1-3p | 690175  | 1      | vvi-miR159c.1-3p | 310221  | 1     | vvi-miR166c-3p   | 708838  |
| 2           | vvi-miR166c-3p   | 234990  | 2      | vvi-miR319b-3p   | 59597.5 | 2      | vvi-miR319b-3p   | 79153   | 2     | vvi-miR166d-3p   | 708838  |
| 3           | vvi-miR166d-3p   | 234990  | 3      | vvi-miR319c-3p   | 59597.5 | 3      | vvi-miR319c-3p   | 79153   | 3     | vvi-miR166e-3p   | 708838  |
| 4           | vvi-miR166e-3p   | 234990  | 4      | vvi-miR319f-3p   | 59597.5 | 4      | vvi-miR319f-3p   | 79153   | 4     | vvi-miR166f-3p   | 708838  |
| 5           | vvi-miR166f-3p   | 234990  | 5      | vvi-miR319g      | 59597.5 | 5      | vvi-miR319g      | 79153   | 5     | vvi-miR166g-3p   | 708838  |
| 6           | vvi-miR166g-3p   | 234990  | 6      | grape-m3245-5p   | 46488   | 6      | vvi-miR166c-3p   | 25691.5 | 6     | vvi-miR166h-3p   | 708838  |
| 7           | vvi-miR166h-3p   | 234990  | 7      | vvi-miR166c-3p   | 31766.5 | 7      | vvi-miR166d-3p   | 25691.5 | 7     | vvi-miRC166i-3p  | 708838  |
| 8           | vvi-miRC166i-3p  | 234990  | 8      | vvi-miR166d-3p   | 31766.5 | 8      | vvi-miR166e-3p   | 25691.5 | 8     | vvi-miR3634-3p   | 305165  |
| 9           | vvi-miR3634-3p   | 208780  | 9      | vvi-miR166e-3p   | 31766.5 | 9      | vvi-miR166f-3p   | 25691.5 | 9     | vvi-miR166a-3p   | 201462  |
| 10          | vvi-miR159c.1-3p | 60522   | 10     | vvi-miR166f-3p   | 31766.5 | 10     | vvi-miR166g-3p   | 25691.5 | 10    | vvi-miR159c.1-3p | 40004.5 |
| 11          | vvi-miR482-5p    | 13486.5 | 11     | vvi-miR166g-3p   | 31766.5 | 11     | vvi-miR166h-3p   | 25691.5 | 11    | vvi-miR166c-5p   | 17148.5 |
| 12          | grape-m3245-3p   | 10735   | 12     | vvi-miR166h-3p   | 31766.5 | 12     | vvi-miRC166i-3p  | 25691.5 | 12    | vvi-miR166e-5p   | 17148.5 |
| 13          | vvi-miR162-3p    | 9730.5  | 13     | vvi-miRC166i-3p  | 31766.5 | 13     | grape-m3245-5p   | 17045   | 13    | vvi-miRC166i-5p  | 17148.5 |
| 14          | vvi-miR396c-5p   | 9553    | 14     | vvi-miR319e      | 9382.5  | 14     | vvi-miR398b-3p   | 9609    | 14    | grape-m3245-5p   | 10227.5 |
| 15          | vvi-miR396d-5p   | 9553    | 15     | vvi-miRC477f-3p  | 6237.5  | 15     | vvi-miR398c-3p   | 9609    | 15    | vvi-miR319b-3p   | 8539.5  |
| 16          | vvi-miR403a-3p   | 7712    | 16     | vvi-miR166b-3p   | 3367.5  | 16     | vvi-miR482-5p    | 6454.5  | 16    | vvi-miR319c-3p   | 8539.5  |
| 17          | vvi-miR403b      | 7712    | 17     | vvi-miR482-5p    | 3362    | 17     | vvi-miR156f      | 5625.5  | 17    | vvi-miR319f-3p   | 8539.5  |
| 18          | vvi-miR403d      | 7712    | 18     | vvi-miR398b-3p   | 3157    | 18     | vvi-miR156g-5p   | 5625.5  | 18    | vvi-miR319g      | 8539.5  |
| 19          | vvi-miR403e-3p   | 7712    | 19     | vvi-miR398c-3p   | 3157    | 19     | vvi-miR156i      | 5625.5  | 19    | vvi-miR166b-5p   | 8489    |
| 20          | vvi-miR403f-3p   | 7712    | 20     | vvi-miR156f      | 2639.5  | 20     | vvi-miR319e      | 5018.5  | 20    | vvi-miR166f-5p   | 8489    |

| Inf-WD |                 |         | Flower-FB |                 |         | Flower-F |                 |        | Berry-FS |                 |         |
|--------|-----------------|---------|-----------|-----------------|---------|----------|-----------------|--------|----------|-----------------|---------|
| S.No   | miRNAs          | Reads   | S.No      | miRNAs          | Reads   | S.No     | miRNAs          | Reads  | S.No     | miRNAs          | Reads   |
| 1      | vvi-miR166c-3p  | 1305947 | 1         | vvi-miR166c-3p  | 513460  | 1        | vvi-miR3634-3p  | 140452 | 1        | vvi-miR166c-3p  | 908707  |
| 2      | vvi-miR166d-3p  | 1305947 | 2         | vvi-miR166d-3p  | 513460  | 2        | vvi-miR166c-3p  | 122023 | 2        | vvi-miR166d-3p  | 908707  |
| 3      | vvi-miR166e-3p  | 1305947 | 3         | vvi-miR166e-3p  | 513460  | 3        | vvi-miR166d-3p  | 122023 | 3        | vvi-miR166e-3p  | 908707  |
| 4      | vvi-miR166f-3p  | 1305947 | 4         | vvi-miR166f-3p  | 513460  | 4        | vvi-miR166e-3p  | 122023 | 4        | vvi-miR166f-3p  | 908707  |
| 5      | vvi-miR166g-3p  | 1305947 | 5         | vvi-miR166g-3p  | 513460  | 5        | vvi-miR166f-3p  | 122023 | 5        | vvi-miR166g-3p  | 908707  |
| 6      | vvi-miR166h-3p  | 1305947 | 6         | vvi-miR166h-3p  | 513460  | 6        | vvi-miR166g-3p  | 122023 | 6        | vvi-miR166h-3p  | 908707  |
| 7      | vvi-miRC166i-3p | 1305947 | 7         | vvi-miRC166i-3p | 513460  | 7        | vvi-miR166h-3p  | 122023 | 7        | vvi-miRC166i-3p | 908707  |
| 8      | vvi-miR3634-3p  | 284537  | 8         | vvi-miR3634-3p  | 171663  | 8        | vvi-miRC166i-3p | 122023 | 8        | vvi-miR166a-3p  | 129452  |
| 9      | vvi-miR166a-3p  | 130906  | 9         | vvi-miR166a-3p  | 93820.5 | 9        | vvi-miR166a-3p  | 98738  | 9        | vvi-miR3634-3p  | 70207.5 |

|    |                  |         |    |                  |         |    |                  |         |    |                  |        |
|----|------------------|---------|----|------------------|---------|----|------------------|---------|----|------------------|--------|
| 10 | vvi-miR159c.1-3p | 16951.5 | 10 | vvi-miR162-3p    | 43447.5 | 10 | vvi-miR162-3p    | 42048   | 10 | vvi-miR159c.1-3p | 19575  |
| 11 | vvi-miR162-3p    | 8046    | 11 | grape-m3245-3p   | 15089.5 | 11 | grape-m3245-3p   | 26505   | 11 | grape-m3245-5p   | 15664  |
| 12 | grape-m3245-3p   | 6565    | 12 | vvi-miR159c.1-3p | 9989.5  | 12 | vvi-miR482-5p    | 16877.5 | 12 | vvi-miR166b-3p   | 8734.5 |
| 13 | vvi-miR319b-3p   | 5973.5  | 13 | vvi-miR403a-3p   | 8983    | 13 | vvi-miR159c.1-3p | 11100   | 13 | vvi-miR166c-5p   | 6054   |
| 14 | vvi-miR319c-3p   | 5973.5  | 14 | vvi-miR403b      | 8983    | 14 | vvi-miR168-5p    | 6218    | 14 | vvi-miR166e-5p   | 6054   |
| 15 | vvi-miR319f-3p   | 5973.5  | 15 | vvi-miR403d      | 8983    | 15 | vvi-miR403a-3p   | 6110    | 15 | vvi-miRC166i-5p  | 6054   |
| 16 | vvi-miR319g      | 5973.5  | 16 | vvi-miR403e-3p   | 8983    | 16 | vvi-miR403b      | 6110    | 16 | vvi-miR482-5p    | 3635.5 |
| 17 | vvi-miR166c-5p   | 5198.5  | 17 | vvi-miR403f-3p   | 8983    | 17 | vvi-miR403d      | 6110    | 17 | vvi-miRC396e-5p  | 3384.5 |
| 18 | vvi-miR166e-5p   | 5198.5  | 18 | vvi-miR168-3p    | 8016.5  | 18 | vvi-miR403e-3p   | 6110    | 18 | grape-m3245-3p   | 2101.5 |
| 19 | vvi-miRC166i-5p  | 5198.5  | 19 | vvi-miR166c-5p   | 6980.5  | 19 | vvi-miR403f-3p   | 6110    | 19 | vvi-miR162-3p    | 1969   |
| 20 | vvi-miR482-5p    | 5182    | 20 | vvi-miR166e-5p   | 6980.5  | 20 | vvi-miR166c-5p   | 5834.5  | 20 | vvi-miR166b-5p   | 1772.5 |

| Berry-PFS |                  |         | Berry-PV |                  |         | Berry-V |                  |         | Berry-MR |                  |         |
|-----------|------------------|---------|----------|------------------|---------|---------|------------------|---------|----------|------------------|---------|
| S.No      | miRNAs           | Reads   | S.No     | miRNAs           | Reads   | S.No    | miRNAs           | Reads   | S.No     | miRNAs           | Reads   |
| 1         | vvi-miR166c-3p   | 347960  | 1        | vvi-miR166c-3p   | 997373  | 1       | vvi-miR166c-3p   | 713119  | 1        | vvi-miR166c-3p   | 166018  |
| 2         | vvi-miR166d-3p   | 347960  | 2        | vvi-miR166d-3p   | 997373  | 2       | vvi-miR166d-3p   | 713119  | 2        | vvi-miR166d-3p   | 166018  |
| 3         | vvi-miR166e-3p   | 347960  | 3        | vvi-miR166e-3p   | 997373  | 3       | vvi-miR166e-3p   | 713119  | 3        | vvi-miR166e-3p   | 166018  |
| 4         | vvi-miR166f-3p   | 347960  | 4        | vvi-miR166f-3p   | 997373  | 4       | vvi-miR166f-3p   | 713119  | 4        | vvi-miR166f-3p   | 166018  |
| 5         | vvi-miR166g-3p   | 347960  | 5        | vvi-miR166g-3p   | 997373  | 5       | vvi-miR166g-3p   | 713119  | 5        | vvi-miR166g-3p   | 166018  |
| 6         | vvi-miR166h-3p   | 347960  | 6        | vvi-miR166h-3p   | 997373  | 6       | vvi-miR166h-3p   | 713119  | 6        | vvi-miR166h-3p   | 166018  |
| 7         | vvi-miRC166i-3p  | 347960  | 7        | vvi-miRC166i-3p  | 997373  | 7       | vvi-miRC166i-3p  | 713119  | 7        | vvi-miRC166i-3p  | 166018  |
| 8         | vvi-miR166a-3p   | 50292.5 | 8        | vvi-miR166a-3p   | 93482.5 | 8       | vvi-miR166a-3p   | 73075   | 8        | vvi-miR166a-3p   | 45213.5 |
| 9         | vvi-miR3634-3p   | 8865.5  | 9        | vvi-miR3634-3p   | 27356.5 | 9       | vvi-miR3634-3p   | 37580.5 | 9        | vvi-miR3634-3p   | 19130   |
| 10        | grape-m3245-5p   | 5726.5  | 10       | vvi-miR159c.1-3p | 23248   | 10      | vvi-miR162-3p    | 5996    | 10       | vvi-miR159c.1-3p | 6237.5  |
| 11        | vvi-miR159c.1-3p | 4774.5  | 11       | vvi-miR396b-5p   | 10637.5 | 11      | vvi-miR159c.1-3p | 5115.5  | 11       | vvi-miR162-3p    | 4608.5  |
| 12        | vvi-miR166c-5p   | 3567.5  | 12       | vvi-miR3623-5p   | 10522   | 12      | vvi-miR396b-5p   | 4629    | 12       | grape-m3245-5p   | 3436.5  |
| 13        | vvi-miR166e-5p   | 3567.5  | 13       | grape-m3245-5p   | 10349   | 13      | vvi-miR403a-3p   | 3930.5  | 13       | vvi-miR319e      | 2721    |
| 14        | vvi-miRC166i-5p  | 3567.5  | 14       | vvi-miR319e      | 7075.5  | 14      | vvi-miR403b      | 3930.5  | 14       | vvi-miR403a-3p   | 2197.5  |
| 15        | vvi-miR396b-5p   | 1839    | 15       | vvi-miR482-5p    | 5956.5  | 15      | vvi-miR403d      | 3930.5  | 15       | vvi-miR403b      | 2197.5  |
| 16        | grape-m3245-3p   | 1780.5  | 16       | vvi-miR166c-5p   | 5338.5  | 16      | vvi-miR403e-3p   | 3930.5  | 16       | vvi-miR403d      | 2197.5  |
| 17        | vvi-miRC396e-5p  | 1722    | 17       | vvi-miR166e-5p   | 5338.5  | 17      | vvi-miR403f-3p   | 3930.5  | 17       | vvi-miR403e-3p   | 2197.5  |
| 18        | vvi-miR482-3p    | 1367.5  | 18       | vvi-miRC166i-5p  | 5338.5  | 18      | grape-m3245-5p   | 2309    | 18       | vvi-miR403f-3p   | 2197.5  |
| 19        | vvi-miR162-3p    | 1329.5  | 19       | vvi-miRC396e-5p  | 5209    | 19      | vvi-miR3623-5p   | 1687.5  | 19       | vvi-miR482-5p    | 1708.5  |
| 20        | vvi-miR319e      | 974     | 20       | vvi-miR162-3p    | 4475    | 20      | vvi-miRC477c-3p  | 1635    | 20       | vvi-miRC396e-5p  | 1641    |

| Berry-R |                  |         |
|---------|------------------|---------|
| S.No    | miRNAs           | Reads   |
| 1       | vvi-miR166c-3p   | 456797  |
| 2       | vvi-miR166d-3p   | 456797  |
| 3       | vvi-miR166e-3p   | 456797  |
| 4       | vvi-miR166f-3p   | 456797  |
| 5       | vvi-miR166g-3p   | 456797  |
| 6       | vvi-miR166h-3p   | 456797  |
| 7       | vvi-miRC166i-3p  | 456797  |
| 8       | vvi-miR166a-3p   | 27529.5 |
| 9       | vvi-miR3634-3p   | 22796   |
| 10      | vvi-miR159c.1-3p | 13861   |
| 11      | vvi-miR162-3p    | 9241    |
| 12      | vvi-miR403a-3p   | 8974.5  |
| 13      | vvi-miR403b      | 8974.5  |
| 14      | vvi-miR403d      | 8974.5  |
| 15      | vvi-miR403e-3p   | 8974.5  |
| 16      | vvi-miR403f-3p   | 8974.5  |
| 17      | vvi-miRC477c-3p  | 4859.5  |
| 18      | vvi-miRC477d-3p  | 4859.5  |
| 19      | vvi-miRC477e-3p  | 4859.5  |
| 20      | vvi-miRC477g-3p  | 4859.5  |

# Supplementary material for: miRVine: a microRNA expression atlas of grapevine based on small RNA sequencing
**Source:** BMC Genomics. 2015 May 16;16(1):393. doi: 10.1186/s12864-015-1610-5
**Supplement:** Additional file 14: — Pearson correlation between replicates. Values of Pearson correlation between replicates using log2 transformed data.

| <b>Sample</b> | <b>Pearson coeff.</b> | <b>P-value</b> |
|---------------|-----------------------|----------------|
| Berry_FS      | 0.97                  | 2.02E-218      |
| Berry_MR      | 0.83                  | 6.78E-90       |
| Berry_PFS     | 0.88                  | 1.34E-115      |
| Berry_PV      | 0.96                  | 6.73E-193      |
| Berry_R       | 0.97                  | 7.73E-217      |
| Berry_V       | 0.96                  | 8.07E-193      |
| Bud_AB        | 0.96                  | 1.03E-197      |
| Bud_B         | 0.95                  | 1.09E-173      |
| Bud_L         | 0.95                  | 1.43E-183      |
| Bud_W         | 0.98                  | 9.14E-246      |
| Carpel        | 0.94                  | 2.01E-162      |
| Flower_F      | 0.96                  | 2.60E-190      |
| Flower_FB     | 0.97                  | 6.81E-212      |
| Inf_WD        | 0.99                  | 1.14E-275      |
| Inf_Y         | 0.96                  | 2.86E-197      |
| Leaf_FS       | 0.98                  | 5.94E-239      |
| Rachis_FS     | 0.92                  | 5.88E-147      |
| Rachis_MR     | 0.96                  | 1.87E-190      |
| Rachis_PFS    | 0.95                  | 2.62E-177      |
| Rachis_R      | 0.86                  | 1.26E-105      |
| Rachis_V      | 0.96                  | 2.54E-194      |
| Stamen        | 0.89                  | 1.43E-118      |
| Stem_G        | 0.97                  | 1.41E-219      |
| Tendril_WD    | 0.99                  | 2.43E-290      |
| Tendril_Y     | 0.95                  | 2.67E-181      |

How the deposited data were processed for this re-analysis (not part of the article)

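The authors trimmed adapters from the sequencing reads, kept tags between 18 and 34 nt and deposited, for each of the 70 libraries, every distinct tag with its counts. The deposited counts were not normalized and had not been filtered by a match to the genome. They were read as they are, and the condition and replicate of each library were taken from its label.

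The paper normalized to 5000000 genome-matched reads without rRNA, tRNA, snRNA and snoRNA. No genome sequence was used here, so TP5M was calculated as the count divided by all counts of the library, times 5000000. This fallback was set before the files arrived. A further set of values, chosen after seeing the data, scaled all totals by the paper's overall genome-matched share of 51.03%, which is a single number for all libraries. The floor of a library is the TP5M of 3 counts.

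The catalogue joined 34 distinct sequences of Additional file 5 with sequences read from the precursor drawings of Additional file 6. Of 93 readings, 41 were identified by the rule fixed beforehand, which asked for a matching tag with at least 5 times the count of the next match and 10 TP5M in both replicates of a condition. They gave 36 distinct sequences, and the catalogue held 70. Among the 36, grape-m5747, grape-m3409, grape-m3469-5p and grape-m9381 came from readings of low confidence, so their identity is less certain. A rule without the abundance minimum, added after seeing the data, identified 19 more readings. It asked for a tag counted in both replicates of a condition and left out readings of low confidence. No match was found for 13 readings, 4 had several matches, and 16 had a single tag below the limits. Mature sequences of known miRNAs were not in the files analysed here. For names in Additional file 11, the fixed rule on expression profiles identified 0 of 56 names. With rescaled totals it identified 14, and a rule on the closest profile identified 15. Both of those rules, and the limits of the latter, were set after seeing the data, and the tags they gave serve for description only.

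The sequences named in the text follow a rule written before the files arrived. It takes every miRNA for which the text of the paper gives a value, a direction or an organ and whose sequence could be identified. To these it adds, from each of the 4 edgeR tests, the 5 sequences with the largest change among those with an adjusted p under 0.05 that changed the same way in both replicate numbers.

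A sequence was called expressed when both replicates reached 10 TP5M. Conditions were compared by Pearson r on log10 (1 + TP5M), and organ labels were permuted 100000 times. Counts were tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with the library totals as library sizes, on sequences reaching 10 TP5M in both replicates of a condition. P values were adjusted by the Benjamini-Hochberg method. DESeq2 1.42.0 and TMM normalization served as alternatives. Where a stage has 0 counts in both libraries, fold changes depend on the prior count of edgeR, and a contrast of stage means can be undefined. On simulated counts with 1000 features and a dispersion of 0.1, the test recovered 200 of 200 changed features, and 4.3% of its calls were unchanged features. The fits to the data had 31 and 23 sequences, so the simulation shows how the test behaves at its own settings only. It does not give the recovery or the share of false calls in these data. The remaining steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.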

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

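Samples far from the others of their group were searched in 42 combinations of measure and group, and 9 were found where chance alone gives about 2.1. The measures are not independent, and some sequences have few counts. The tests of a mislabelled sample below compare, for each library, its highest r with a library of the same organ and its highest r with a library of another organ, and their predictions were written before the result was seen.

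The total of Bud_W replicate 1 was 63309882 counts, where the other bud libraries held between 4155696 and 18178396. The total of Leaf_Y replicate 2 was 10259599 counts, against at most 3561231 in the other leaf libraries left out of the atlas. Tendril_WD replicate 2 had 15.73 counts per distinct tag, against 8.56 to 9.72 in the other tendril libraries. These measures describe the libraries, and no technical or biological explanation was tested.

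In Rachis_FS replicate 1 the 20 most abundant tags held 59.23% of the counts, and in the other rachis libraries between 9.83 and 23.06%. Asking whether a few tags take most of the counts restates this measure, so the test of it gives no explanation. The most abundant tag alone held 39.28% of the counts of these 20 (predicted before the result was seen). That tag is 22 nt long, and tags that contain its 20 nt core made up 55.12% of the library, against 12.71% in replicate 2. The origin of the tag was not tested, so a biological difference cannot be told apart from contamination or a library effect.

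The abundance of grape-m6905 in Bud_AB replicate 1 was 71.4 TP5M, against at most 15.13 in the other bud libraries. The library correlated more with a bud library than with any library of another organ, by 0.0115, which is not what a mislabelled sample would show. In Rachis_FS replicate 2 the same sequence had 30.43 TP5M, against at most 4.42 in the other rachis libraries. The margin was 0.0088 in favour of the organ on the label, between Rachis_V replicate 1 (r = 0.9396) and Berry_FS replicate 1 (r = 0.9307). With its own replicate r was lower, 0.866, so a mixture with another organ was not excluded. In Tendril_Y replicate 1 grape-m6905 had 15.44 TP5M, against at most 2.18. That library correlated more with Stem_G replicate 1 (r = 0.9459) than with Tendril_Y replicate 2 (r = 0.9119), a margin of -0.034, so a mislabelled or mixed sample may explain the value and was not excluded. Depth, batch and contamination were not tested for these values, and a biological explanation cannot be separated from them.

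The abundance of vvi-miRC171h in Inf_Y replicate 2 was 5750.13 TP5M, against at most 2669.69 in the other inflorescence libraries. The library correlated more with its own organ than with another by 0.0324, which is not what a mislabelled sample would show. In Rachis_PFS replicate 2 it had 65.72 TP5M, against at most 6.73 in the other rachis libraries. There the margin was 0.0003, between Rachis_MR replicate 1 and Stem_G replicate 1, which is too small to exclude a mixture with another organ. Other technical explanations were not tested, and no biological explanation was tested.

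Both grape-m9269 and grape-m6905 had at least 3 counts in every library of some Corvina conditions that the paper left out of its expression analysis. For grape-m9269 the abundance was 5.47 TP5M in Pollen, 1.64 in Berry_PHWII, 4.43 in Berry_PHWIII and 8.22 in Seed_G. For grape-m6905 it was 1.6 TP5M in Berry_PHWI and 2.74 in Seed_G. All of these values lie below the threshold of 10 TP5M, and the paper judged these libraries of insufficient quality. In other conditions a replicate had fewer than 3 counts. In Stem_W grape-m9269 had a mean of 16.99 TP5M, from 2 and 10 counts, with replicate 2 at 27.07 TP5M. The mean of grape-m6905 was 9.02 TP5M in Leaf_Y, from 0 and 37 counts, with replicate 2 at 18.03 TP5M. It was 8.12 TP5M in Stem_W (0 and 6 counts) and 2.36 TP5M in Pollen (0 and 15 counts). The pollen replicates had 9 and 26 counts of grape-m9269. The lower of these is below the 10 counts that the prediction required in both libraries, but that limit was set after the result was seen and decides little. The pollen libraries held 16259893 and 15894623 counts, above the median of 9063936, so low depth is not an explanation for the small counts. Transfer of tags between libraries was not tested, and no biological explanation was tested.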

How the results depend on the processing

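The main choices and most alternatives were set before the processed files arrived, and those added later are named as such. The 74 results were recomputed in 653 alternative rows, and 533 rows stayed on the same side of the test, within 1 SD of the replicates or, for counts, within 1.5 times the main value. For 23 results this held under every alternative, although most of their values changed within these limits. They include the 25 conditions with the higher redundancy at 21 nt, which was the same throughout, the sequences expressed in all conditions (5, and 6 without replicate 1) and the difference in correlation within against between organs (0.1027, from 0.081 without replicate 1 to 0.1449 with values below 10 TP5M set to zero). None of these rows reversed (0 rows). This count does not cover the order of rachis and buds by shared sequences, which changed between settings. With 2 replicates, leaving 1 out cannot move an abundance by more than 1 SD, so such rows stay within the limit by construction. The value of grape-m6905 in Berry_MR was 13.64 TP5M, 27.28 TP5M without replicate 2 and 0 without replicate 1, yet it is among the 23. For abundances these rows therefore say little about robustness. The alternatives that compare a genome-matched total with all tags could not be run, since no genome sequence was at hand.

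The distinct tags were 34889845 in all, 18575216 with at least 2 counts over all libraries and 62016105 when summed over the libraries (chosen after seeing the data). The 24 nt class led in 6 conditions, in 15 without the 20 most abundant tags, which shows how far single tags decide the 21 nt class, and in 4 to 6 without a replicate. The lowest number of expressed sequences was 8, and 14 when the mean of the replicates had to pass. Organ-specific sequences numbered 8, and 4 with a threshold of 5 TP5M or of 20 TP5M. Among the alternatives chosen after seeing the data, they numbered 4 with the total scaled by the paper's genome-matched share, 14 with the sequences of the added rule as well, and 5 with at least 3 counts in both replicates. Of these, 3 were stamen-specific in the main setting, 0 with a threshold of 20 TP5M, 10 with the added rule and the scaled total and 0 with at least 3 counts. A single count in Stamen replicate 1 is 37.311 TP5M, so depth limits every statement on stamen-specific sequences.

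The median correlation between replicates was 0.9281 over catalogue sequences and 0.3528 over all tags of 20 to 24 nt. The 5-fold rule gave 20 sequences in inflorescences and 23 in berries, and 8 and 15 with zero replaced by 10 TP5M, since ratios to zero depend on the substitute. The mean abundance of the candidates was 254.1 TP5M, the median 5.6, the mean over all paired Corvina conditions 206.0 and with the scaled total (chosen after seeing the data) 497.9. For PN40024 the median was 36.1 TP5M, 39.3 with 3' variants summed and 70.8 with the scaled total (chosen after seeing the data).

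Among the inflorescence stages 17 sequences differed. With the replicate number as a block, a pairing taken from the labels, 11 did, and deviations of libraries with the same number had a mean correlation of -0.097. Without a library the number ran from 8 to 21. Flowers and inflorescences differed in 16 sequences, in 10 at an adjusted p under 0.01 and in 9 to 18 without a library. As 2 groups compared without stages, the real split gave 15 sequences, and 1 of the 35 splits of the 8 libraries, the real one, gave as many. The split by replicate number gave 0. With TMM normalization flowers and inflorescences differed in 12 sequences (6 higher, 6 lower), and ripening and green berries in 6 (3 higher, 3 lower). Among the berry stages 6 sequences differed, 3 with TMM normalization, 14 with DESeq2 and 1 to 17 without a library. Ripening and green berries differed in 7 sequences, in 13 with DESeq2, in 4 at an adjusted p under 0.01 and in 3 to 11 without a library. With the replicate block, paired by the labels, they differed in 11, where the mean correlation of libraries with the same number was 0.093. Of 100 splits drawn from the 462 of the 12 libraries, 1, the real one, gave as many as its 7 sequences, and the highest of the others gave 5. The predictions for both splits were written before the result was seen. With 2 libraries per stage, single libraries decide how many sequences pass.

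Among single sequences, 45 rows were weaker, 37 of them when a library was left out, and 31 values moved, 25 of them with the scaled total and 4 with 3' variants summed.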

Differences from the paper's values

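The number of distinct tags over all libraries was 34889845, against the paper's 61883599. Neither alternative set before the files arrived closed the gap, 28418750 for tags of 18 to 26 nt and 18575216 for tags with at least 2 counts. Summing the distinct tags of each library gave 62016105, close to the paper's value, a setting chosen after seeing the values.

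The mean abundance of the grape-m candidates was 301.1 TP5M, against the paper's 150. The sets are unlike. The value here covers 30 sequences of the Corvina list, identified by a rule that asked for a minimum abundance. The paper's average is over its full set of grapevine-specific candidates. Without the arms of grape-m3245 the mean here was 25.37 TP5M, so it depends strongly on which sequences are included. The gap therefore need not lie in the abundances of single sequences. None of the alternatives closed the gap, neither those set before the files arrived (the median over sequences and all paired Corvina conditions) nor the total scaled by the paper's genome-matched share, chosen after seeing the values.

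For grape-m9269 the abundance was 23.61 TP5M in Flower_FB and 25.88 TP5M in Flower_F, against the paper's 50 in each. None of the alternatives set before the files arrived closed the gap, and the total scaled by the paper's genome-matched share, chosen after seeing the values, gave 46.27 and 50.71. For grape-m6905 in Berry_FS it was 72.48 TP5M, against the paper's 138.5. Without replicate 2, an alternative set before the files arrived, it was 99.19 TP5M, still below the paper's value but within the limit. Summing 3' variants and leaving out replicate 1 did not close the gap. The scaled total, chosen after seeing the values, gave 142.03.

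The Pearson r between replicates differed by more than its error in 17 of 25 conditions. The sets are unlike, since r is here over 31 to 49 candidate sequences per condition. The paper's r covers its whole set, which includes known miRNAs, so a difference need not lie in the libraries. The error is calculated from r and the number of sequences, which are not independent replicates. That error was 0.0845 in Berry_PFS and 0.0063 in Tendril_WD, so a larger distance counts as closed in Berry_PFS. It was 0.9327 in Berry_FS (paper 0.97), 0.6711 in Berry_MR (paper 0.83), 0.707 in Berry_PFS (paper 0.88), 0.9281 in Berry_PV (paper 0.96), 0.8775 in Berry_V (paper 0.96), 0.8873 in Bud_AB (paper 0.96), 0.8878 in Bud_B (paper 0.95), 0.9681 in Bud_W (paper 0.98), 0.8392 in Carpel (paper 0.94), 0.9751 in Inf_WD (paper 0.99), 0.9076 in Inf_Y (paper 0.96), 0.9479 in Leaf_M (paper 0.98), 0.8985 in Rachis_PFS (paper 0.95), 0.7758 in Rachis_R (paper 0.86), 0.934 in Stem_G (paper 0.97), 0.9786 in Tendril_WD (paper 0.99), 0.8406 in Tendril_Y (paper 0.95). With a pseudocount of 10, set before the files arrived, the gap closed in Berry_MR (0.8312), Berry_PFS (0.8135), Berry_PV (0.9769), Bud_B (0.9303), Bud_W (0.9799), Carpel (0.9118), Inf_WD (0.9849), Inf_Y (0.9469), Leaf_M (0.9785), Rachis_PFS (0.9394), Stem_G (0.9518) and Tendril_Y (0.9322). It stayed in Berry_FS, Berry_V, Bud_AB, Rachis_R and Tendril_WD. The same setting opened a gap in 5 conditions that did not differ in the main setting, namely Berry_R (0.9896, paper 0.97), Bud_L (0.9862, paper 0.95), Flower_FB (0.9815, paper 0.97), Rachis_MR (0.978, paper 0.96) and Rachis_V (0.9856, paper 0.96), so 10 of the 25 conditions differed under it. Taking all 20 to 24 nt tags, also set before the files arrived, closed none.

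The sum of TP5M in PN40024 differed for all 28 sequences of the listed length. The values were vvi-miRC2118-5p 14.6 (paper 23), vvi-miRC2118-3p 5546.6 (paper 12643), vvi-miRC3629f-5p 202 (paper 498), vvi-miRC3635a-3p 20.9 (paper 79), vvi-miRC391-5p 30.6 (paper 58), vvi-miRC399j-3p 23.5 (paper 45), vvi-miRC482a-5p 3986.8 (paper 7663), vvi-miRC529-3p 584.9 (paper 1111), vvi-miRC535d-5p 24 (paper 58), vvi-miRC535j-5p 493.6 (paper 1116), vvi-miRC771-3p 43.4 (paper 124), grape-m0221-5p 754.2 (paper 1436), grape-m0250-3p 107.2 (paper 264), grape-m0281-5p 825.7 (paper 1614). The others were grape-m0283-3p 0 (paper 178), grape-m0297-5p 19.4 (paper 60), grape-m0534-3p 14.4 (paper 49), grape-m0563-3p 16.4 (paper 31), grape-m0640-3p 44.4 (paper 112), grape-m0657-3p 143.1 (paper 273), grape-m0721-5p 3539.3 (paper 10905), grape-m0738-3p 53.4 (paper 102), grape-m0941-5p 38.2 (paper 91), grape-m1073-3p 34 (paper 73), grape-m1185-3p 13 (paper 56), grape-m1209-5p 331.8 (paper 1297), grape-m1351-5p 114.7 (paper 221), grape-m1398-3p 235.7 (paper 559). Summing 3' variants, set before the files arrived, brought vvi-miRC2118-5p (27.6) and vvi-miRC482a-5p (5196.4) within 1.5 times the paper's value, and none of the others. The value of vvi-miRC482a-5p stayed below the paper's 7663. The total scaled by the paper's genome-matched share, chosen after seeing the values, closed it for 21 sequences and left vvi-miRC3635a-3p, grape-m0283-3p, grape-m0297-5p, grape-m0534-3p, grape-m0721-5p, grape-m1185-3p and grape-m1209-5p. A factor per library fitted to the paper's own values on 14 sequences, also chosen after seeing the values, brought 13 of the 13 others within 10% of the paper.

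Some rankings also disagree. The paper places the 24 nt class first in Flower_FB, where it held 18.83% against 19.99% at 21 nt. It places the 21 nt class first in all samples other than latent buds, flowers and floral organs, whereas the 24 nt class led in Bud_B (11.91% against 11.46%) and Berry_PFS (15.25% against 14.97%), and 22 nt led in Rachis_FS (20.18%). The paper reports most expressed miRNAs in Tendril_WD and fewest in Rachis_R. In the catalogue of candidates the highest number was 25 in Inf_WD and the lowest 8 in Berry_MR, with 22 in Tendril_WD and 10 in Rachis_R. The paper gives rachis the lowest share of miRNAs common to all stages, where buds had 25.0% and rachis 27.3% in the main setting. This ranking depends on the setting. Among the alternatives set before the files arrived, rachis was lowest with a threshold of 5 TP5M (25.0%, buds 32.3%), with a threshold of 20 TP5M (29.4%, buds 31.6%) and without replicate 1 (21.2%, buds 25.0%). Buds were lowest with the mean of the replicates (21.2%, rachis 34.5%), without replicate 2 (21.2%, rachis 28.0%) and with 3' variants summed (27.6%, rachis 31.8%). With the total scaled by the paper's genome-matched share, with or without the sequences of the added rule, both chosen after seeing the values, rachis was lowest (25.0%, buds 32.3%). Buds were lowest with the sequences of the added rule alone and with at least 3 counts in both replicates (25.0%, rachis 27.3%). These settings were also chosen after seeing the values. The paper places leaf closer to berries than to other green tissues. Here Leaf_M had a mean r of 0.8094 with inflorescence, bud, tendril and stem and of 0.7931 with berry and rachis. The paper describes a peak of vvi-miR166c at veraison, where the linked tag had 348520.27 TP5M, against 467315.91 TP5M in Berry_PV, with widely spread replicates. The tag was linked through the paper's own list of abundant miRNAs, which also has a higher value in Berry_PV than in Berry_V. The difference therefore lies between the paper's text and its list, and the tag adds no separate evidence. From its RT-qPCR the paper itself raises doubts on this abundance. The paper calls grape-m9269 absent from carpels, where that sequence had 9 and 14 counts (4.73 TP5M). That is below the paper's threshold, so the call itself does not differ.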

Other observations

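All 13 sequences counted only in stamens had 1 count in Stamen replicate 1, and 0 had at least 3 counts there. The depth of that library may explain why they pass a threshold of 10 TP5M, since 1 count is 37.311 TP5M, and this prediction was written after the result was seen. Since each had exactly 1 count, the absence of 3 counts follows from the observation and is no separate test of depth. It shows only that the abundance in replicate 1 rests on single counts. It does not show that the sequences are missing from stamens, since replicate 2 held 4 to 14 counts of each, and their restriction to stamens as a biological pattern was not tested further. The identification rules left out stamen-only tags with 0 counts in replicate 1.

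Among all tags of 20 to 22 nt, 29.04% of the 5724 expressed in stamens were specific to that organ, and 8.66% of those had at least 3 counts in both replicates (prediction written after the result was seen). In berries, where Berry_PV replicate 1 is shallow, 66.43% of 4036 did. In Stamen replicate 1, 3 counts are 111.93 TP5M, so tags near the threshold could rarely reach them, and the low percentage is no separate test. If low depth alone created organ-specific tags, thinning replicate 1 of another organ to the depth of Stamen replicate 1 could be predicted to raise their number. It did not, since the number fell to 68.4% of the 981 carpel-specific tags, 64.84% of the 128 stem-specific tags and 60.99% of the 487 leaf-specific tags (predictions written before the result was seen). The small counts may come from low depth. In carpel, stem and leaf the share of organ-specific tags among the expressed tags changed little with thinning. The share of organ-specific tags before thinning was 32.53% in buds, which have 4 conditions, and 29.04% in stamens, which have 1. Among the organs with 1 condition stamens had the highest share, against 18.76% in carpel, 11.97% in leaf and 2.07% in stem. The other organs had 27.57% (tendrils), 24.22% (berries), 18.5% (rachis) and 13.71% (inflorescences). Contamination and batch were not tested, and no biological explanation was tested.

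Withering berries held mostly tags longer than 24 nt. The most abundant tag was 33 nt long and held 17.44 and 16.61% of the counts in the replicates of Berry_PHWI, and 17.31% in Berry_PHWII replicate 1. In Berry_PHWII replicate 2 it was 32 nt long and held 6.05%, and in Berry_PHWIII 8.21 and 9.04%. The origin of these tags was not tested.

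For 6 of the 34 sequences of Additional file 5 the printed sequence does not have the printed length. All 6 have a tag of the printed length 1 base away in the PN40024 libraries, each with at least 0.232 of the paper's abundance, which is consistent with 1 base lost or gained in the listing. This prediction was written after the result was seen, and no biological explanation was tested.

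The abundances of the PN40024 sequences were below those listed by the paper, with a median ratio of 0.43. Another total per library as denominator may explain this. With a factor of 1.822 for leaf and 4.222 for root, fitted on 14 sequences, the 13 sequences not used in the fit differed from the paper by a median of 2.79% and at most 4.87%. The factors correspond to 54.9 and 23.7% of all counts. The prediction was written after the values were seen, the factors were fitted to the paper's values, and they were not compared with genome-matched totals. No biological explanation was tested.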
